# Single-cell transcriptomics of X-ray irradiated *Drosophila* wing discs reveals heterogeneity related to cell-cycle status and cell location

**DOI:** 10.7554/eLife.106410

**Published:** 2026-02-04

**Authors:** Joyner Cruz, William Y Sun, Alexandra Verbeke, Iswar K Hariharan

**Keywords:** single-cell RNAseq, X-ray irradiation, DNA damage, cell cycle, apoptosis, heterogeneity, *D. melanogaster*

## Abstract

Even seemingly homogeneous populations of cells can express phenotypic diversity in response to environmental changes. Thus, X-ray irradiation of tissues composed of diverse cell types can have complex outcomes. We have used single-cell RNA sequencing to study the effects of X-ray radiation on the *Drosophila* wing imaginal disc, a relatively simple tissue composed mostly of epithelial cells. Transcriptomic clustering of cells collected from the wing disc generates clusters that are mainly grouped based on proximodistal cell location. To quantify heterogeneity of gene expression among clusters, we adapted a metric used to study market concentration, the Herfindahl-Hirschman Index. Genes involved in DNA damage repair, defense against reactive oxygen species, cell cycle progression, and apoptosis are expressed relatively uniformly. In contrast, genes encoding a subset of ligands, notably cytokines that activate the JAK/STAT pathway, some transcription factors, including *Ets21C*, previously implicated in regeneration, and several signaling proteins are expressed more regionally. Though the radiation-responsive transcription factor p53 is expressed relatively uniformly in the wing disc, several regionally induced genes still require p53 function, indicating that regional and radiation-induced factors combine to regulate their expression. We also examined heterogeneity within regions using a clustering approach based on cell cycle gene expression. A subpopulation of cells, characterized by high levels of *tribbles* expression, is amplified in irradiated discs. Remarkably, this subpopulation accounts for a considerable fraction of radiation-induced gene expression, indicating that cellular responses are non-uniform even within regions. Thus, both inter-regional and intra-regional heterogeneity are important features of tissue responses to X-ray radiation.

## Introduction

Ionizing radiation (IR) is a damaging form of energy present in trace amounts in many environments and is commonly used at high doses in the form of X-rays to treat cancers. Worldwide, it is estimated that radiation therapy is an important component of treatment for more than 50% of cancers, including those that arise in the breast and lung (Delaney et al., 2005; Zhu et al., 2024). Even in the early years of radiation research, it became apparent that different types of cells varied considerably in their sensitivity to radiation. For example, lymphocytes were rapidly depleted from tissues following radiation, while tissues, such as the kidney and liver seemed far more resilient (reviewed by McBride and Schaue, 2020). In general, tissues that turnover rapidly are more sensitive (McBride and Schaue, 2020). Furthermore, within tissues, stem cells are more sensitive than their differentiated progeny (Fabbrizi et al., 2018), with the caveat that some types of adult stem cells, notably mesenchymal stem cells are relatively radioresistant (Chen et al., 2006). Even within tissues composed of relatively homogenous populations of cells, cells at particular stages of the cell cycle are more radiosensitive; mammalian cells seem most sensitive at G2/M, less so in G1 and least sensitive in late S-phase (Pawlik and Keyomarsi, 2004). Additionally, cells that are more hypoxic tend to be radioresistant (Withers, 1975; Jain, 2014).

Most of our mechanistic understanding of how cells react to ionizing radiation comes from genetic studies of the DNA damage response (DDR) in yeast and from biochemical studies of cultured mammalian cells (Harper and Elledge, 2007; Pizzul et al., 2022). These studies have identified the sequence of biochemical reactions that are activated by double-stranded breaks in DNA and culminate in DNA damage repair. They have also highlighted the importance of the reactive oxygen species (ROS) generated by ionizing radiation that contribute to the damage inflicted on cellular macromolecules. Importantly, cellular damage can result in the activation of mechanisms that arrest the cell cycle to enable a restoration of cellular homeostasis or, failing that, to activate pathways that promote apoptotic cell death. A key player in mammalian cells is the p53 protein which is stabilized following DNA damage and activates the transcription of genes that promote both cell-cycle arrest and apoptosis (Levine, 2020).

Studies in *Drosophila* have made important contributions to our understanding of the deleterious effects of IR. Indeed, the discovery that X-rays generated mutations in a dose-dependent manner was first discovered in *Drosophila* (Muller, 1927). Subsequent genetic studies identified loci that made flies more susceptible to the effects of DNA-damaging agents; many of these genes encode proteins now known to function in the DDR (Sekelsky, 2017). The wing imaginal disc, the larval precursor of the adult wings and part of the thorax (Tripathi and Irvine, 2022), emerged as an attractive model for studying the effects of IR on a relatively simple tissue (Haynie and Bryant, 1977; James and Bryant, 1981). The wing disc derives from a precursor population of approximately 30 cells in the embryo (Worley et al., 2013) and, because of cell proliferation, is composed of more than 30,000 cells by the end of the larval stages (Martín et al., 2009). Most of the wing disc is composed of epithelial cells and a small fraction of myoblasts which are precursors of the adult flight muscles (Gunage et al., 2014).

Haynie and Bryant, 1977 irradiated larval imaginal discs and used clone-marking techniques to show that IR at a dose of 1000 rad (10 Gy) kills 40–60% of cells and irradiation with 4000 rad kills approximately 85% of cells. Despite this, compensatory proliferation allowed for the development of wings of normal size and shape. In a study using gamma irradiation (James and Bryant, 1981), it was shown that cell death is observed as soon as 4 hr (hr) after irradiation and continues for up to 44 hr. In parallel, there is a dramatic decrease in the number of cells undergoing mitosis within 1 hr with a resumption after 8 hr. More recent studies using flow cytometry and FUCCI have shown that cells accumulate preferentially in the G2 phase of the cell cycle after irradiation (Ruiz-Losada et al., 2022). Thus, as in mammalian cells, the two obvious cellular responses to IR are cell cycle arrest and apoptosis. A key difference, however, is that unlike in mammalian cells where p53 functions in both pathways, *Drosophila* p53 promotes apoptosis but does not seem to function in arresting the cell cycle (Brodsky et al., 2000; Ollmann et al., 2000). In *p53* mutants, the expression of genes that function in a wide variety of cellular responses to DNA damage is reduced, and apoptosis within 4 hr of exposure to IR does not occur. Instead, there is a delayed phase of cell death that involves multiple pathways and aneuploid cells persist in the tissue even into the pupal phase (Akdemir et al., 2007; Brodsky et al., 2004; Brown et al., 2020; Wells et al., 2006; Wells and Johnston, 2012; Wichmann et al., 2006).

Even in a relatively simple tissue, such as the wing disc, cells display considerable heterogeneity in their response to radiation. While high levels of cell death are observed in the wing pouch, the dorsal hinge shows reduced levels. The relative radioresistance of this region is dependent upon Wnt and STAT signaling (Verghese and Su, 2016). In more mature discs, more cell death is observed in the intervein regions of the pouch than in regions fated to generate veins (Moon et al., 2005). Thus, even in regions of the disc where there are no obvious morphological differences between cells, the response to radiation can differ considerably. Several studies have documented transcriptional changes at a genome-wide level in *Drosophila* embryos (Akdemir et al., 2007; Brodsky et al., 2004; Kurtz et al., 2019; Lee et al., 2003; Ogura et al., 2009; Zhang et al., 2008) and in imaginal discs Ledru et al., 2022; van Bergeijk et al., 2012 following irradiation. However, because these studies have prepared RNA either from whole embryos, entire discs, or from cells from specific regions without retaining the single-cell origin of transcripts, they cannot be used to assess the heterogeneity of transcriptional responses throughout the disc.

We and others have used single-cell transcriptomics to characterize differences in the transcriptome of cells from different parts of the wing disc (Bageritz et al., 2019; Deng et al., 2019; Everetts et al., 2021; Zappia et al., 2020). Since the dominant sources of transcriptional variability between cells, or stratifying factors, reflect differences in cell location along the proximodistal (PD) axis, cells from different regions of the disc can easily be identified. Additionally, we and others have characterized transcriptional changes at the single-cell level after ablation of the wing pouch using the tumor necrosis factor (TNF) ortholog *eiger* (*egr*) (Floc’hlay et al., 2023; Worley et al., 2022) and we have previously identified a pathway downstream of the Ets21C transcription factor that functions during regeneration but not during wing disc development (Worley et al., 2022). These studies provide a foundation for characterizing transcriptional responses of the wing disc to IR and to examine the level of transcriptional heterogeneity between cells.

Here, we present a comparison, at the single-cell level, of the transcriptomes of unirradiated and irradiated wing discs from late third-instar larvae. Our studies reveal heterogeneity at two different levels – between territories in the disc and between cells in individual territories. We show that regional heterogeneity is more a feature of some classes of genes over others and use quantitative approaches to investigate heterogeneity more generally.

## Results

### X-ray irradiation induces widespread DNA damage, but apoptosis and cell cycle arrest occur nonuniformly

The wing disc consists of three major regions that span its PD axis (Figure 1A): The notum, which generates most of the adult thorax, the hinge, which develops into an adult structure of the same name that connects the wing blade to the thorax, and the pouch, which develops into the wing blade (Klein, 2001; Ayala-Camargo et al., 2013). We first characterized the primary effects of X-rays on these regions. In order to confirm that X-rays induce DNA damage in each of the major PD regions, we used immunofluorescence to visualize phosphorylated histone H2Av (p-H2Av), a modified histone variant generated after DNA damage that serves as an early mark of double-strand break repair (Madigan et al., 2002).

**Figure 1.**
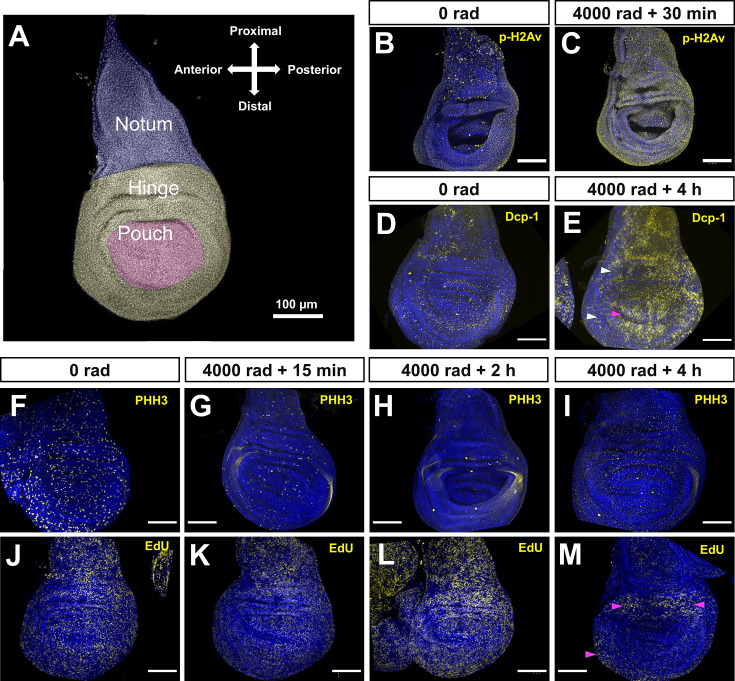
Effects of X-ray irradiation on DNA damage, apoptosis, and cell cycle progression. (**A**) Cartoon overlay of wing disc showing proximodistal (PD) regions. (**B, C**) Immunofluorescence (IF) of p-H2Av at 0 rad (**B**) and 4000 rad of irradiation, 30 min after exposure (**C**). (**D, E**) IF of cleaved Dcp-1 at 0 rad (**D**) and 4000 rad 4 hr after exposure (**E**). Magenta arrowhead points to the DV boundary and white arrowheads point to regions of the hinge with less Dcp-1 signal. (**F**–**I**) IF of PHH3 at 0 rad (**F**) and 4000 rad 15 min (**G**), 2 h (**H**), and 4 hr (**I**) after exposure. (**J**–**M**) EdU incorporation at 0 rad (**J**) and 4000 rad 15 min (**K**), 2 h (**L**), and (**M**) 4 hr after exposure. Magenta arrowheads point to regions with high EdU signal at 4 hr after irradiation. All scale bars are 100 μm. For B**–**M, DAPI is in blue.

We found that in unirradiated discs, p-H2Av fluorescence was present in relatively low levels throughout the tissue (Figure 1B). Thirty minutes (min) after irradiation, a time point conducive to capturing an initial response to DNA damage (Madigan et al., 2002; Porrazzo et al., 2022; Apostolou et al., 2025), we observed an increase in p-H2Av signal in each of the PD regions, with some inter-regional variability (Figure 1C). To test for X-ray induced cell death, we performed immunofluorescence (IF) staining using an antibody that targets cleaved Dcp-1, an effector caspase that is active during apoptosis (Song et al., 1997). Unirradiated discs showed low levels of Dcp-1 signal, likely associated with normal development (Figure 1D). Four hours (hr) after X-ray exposure, discs showed a marked increase in Dcp-1 signal in each of the major regions of the disc (Figure 1E). When compared to p-H2Av fluorescence, anti-DCP1 signal is less uniform. High levels of apoptosis were observed in the wing pouch, but cells along the dorsoventral boundary were spared. Additionally, apoptosis is reduced in portions of the wing hinge, as has been described previously (Verghese and Su, 2016).

To examine the proliferative effects of X-ray exposure, we used IF against phosphohistone H3 (PHH3), a modified H3 histone state associated with chromatin condensation during mitosis (Hendzel et al., 1997). PHH3-stained chromosomes were observed across all regions of unirradiated discs (Figure 1F). In irradiated discs, we observed a global reduction in the number of PHH3-stained chromosomes as soon as 15 min after exposure (Figure 1G) with greater reduction at 2 and 4 hr after exposure (Figure 1H–I). This is consistent with prior observations that cells accumulate in G2 following IR exposure and fail to enter mitosis (Song et al., 2004; Yuan et al., 2018; Ruiz-Losada et al., 2022). As an additional measure of proliferation, we visualized DNA synthesis using EdU labeling, where positive labeling is associated with an active S-Phase (Salic and Mitchison, 2008). Like PHH3 staining, EdU labeling was observed in all regions of the tissue in unirradiated discs (Figure 1J). Up to 2 hr after irradiation, the distribution of EdU labeling resembled that of unirradiated discs (Figure 1K–L), while at 4 hr after exposure, there was a consistent reduction in EdU labeling in the notum and pouch regions of the tissue, while the hinge was partially spared from this reduction (Figure 1M). The persistence of EdU incorporation in the hinge could either indicate that a proportion of cells in this region continue to enter S-phase or, alternatively, that there are higher levels of DNA synthesis related to DNA repair in this region. Taken together with previous studies, our observations indicate that different regions of the disc show differences in response to radiation both in terms of parameters related to cell cycle progression and to apoptosis.

### Cells of unirradiated and irradiated wing discs show similar patterns of expression of many regionally expressed genes

Since we have observed differences in cell death and DNA synthesis across the disc, it is likely that there are transcriptomic differences between regions. To explore changes in gene expression on a genome-wide basis across the disc, we used single-cell RNA sequencing (scRNA-seq). Previous scRNA-seq studies of the disc have shown that genes with patterns of expression restricted to different regions of the PD axis can be used as markers to estimate the approximate anatomical location of cells (Bageritz et al., 2019; Deng et al., 2019; Everetts et al., 2021; Zappia et al., 2020). These include *zfh2* expressed in the hinge (Figure 2A and A’’) and *nubbin* (*nub)* expressed in the pouch (Figure 2A’ and A’’). In irradiated discs, we found no major changes in the general expression pattern of either gene (Figure 2B–B’’). This suggests that these two marker genes can be used to accurately identify hinge and pouch cells in both conditions.

**Figure 2.**
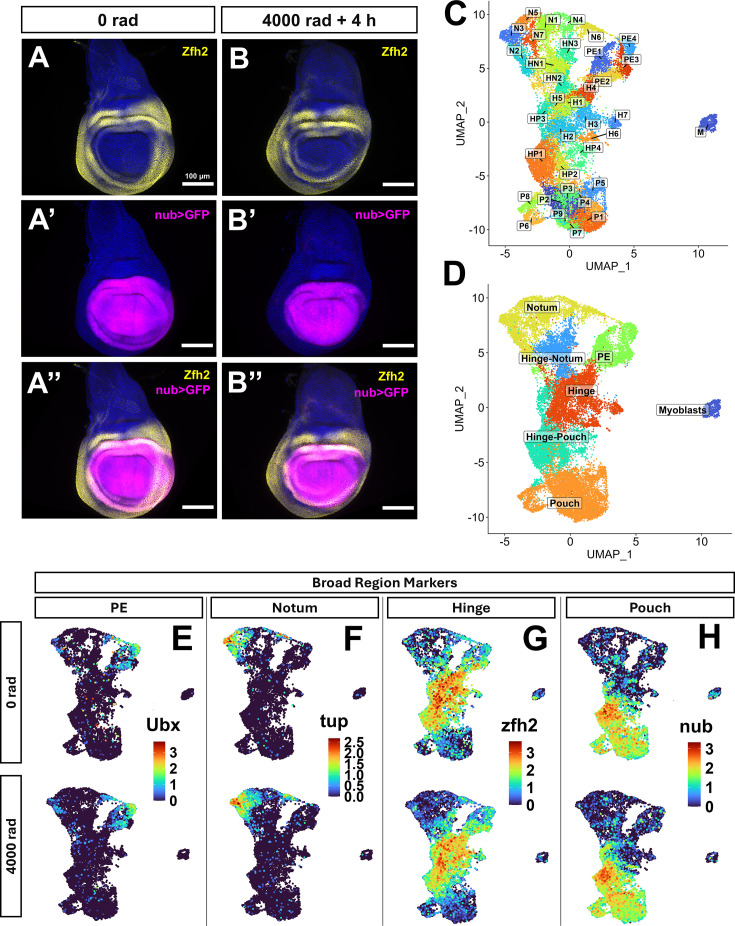
Territories of the wing disc shown by immunofluorescence and UMAP plots. Immunofluorescence (IF) of Zfh2 (**A, B**), GFP expression in w-, nub-gal4, uas-GFP; fly wing discs (**A’**, **B’**), and merged images of both (**A’’**, B’’) at 0 rad (**A**–**A’’**) or 4 hr after exposure to 4000 rad (**B**–**B’’**). For A–B’, DAPI is in blue. All scale bars are 100 μm. (**C**) UMAP showing 35 cluster annotations with cluster annotations based on proximodistal (PD) region. (**D**) UMAP showing broad epithelial region annotations. (**E**–**H**) UMAP plots showing the expression of markers used to annotate specific epithelial regions at 0 rad (top row) and 4000 rad (bottom row); *Ubx* for PE (**E**), *tup* for notum (**F**), zfh*2* for hinge (**G**), *nub* for pouch (**B**). Combinations were used to determine hinge-notum and hinge-pouch regions. Plots for *eyg* (also used for the notum) and *twi* (used for the myoblasts) are shown in Figure 2—figure supplement 1.

**Figure 2—figure supplement 1.**
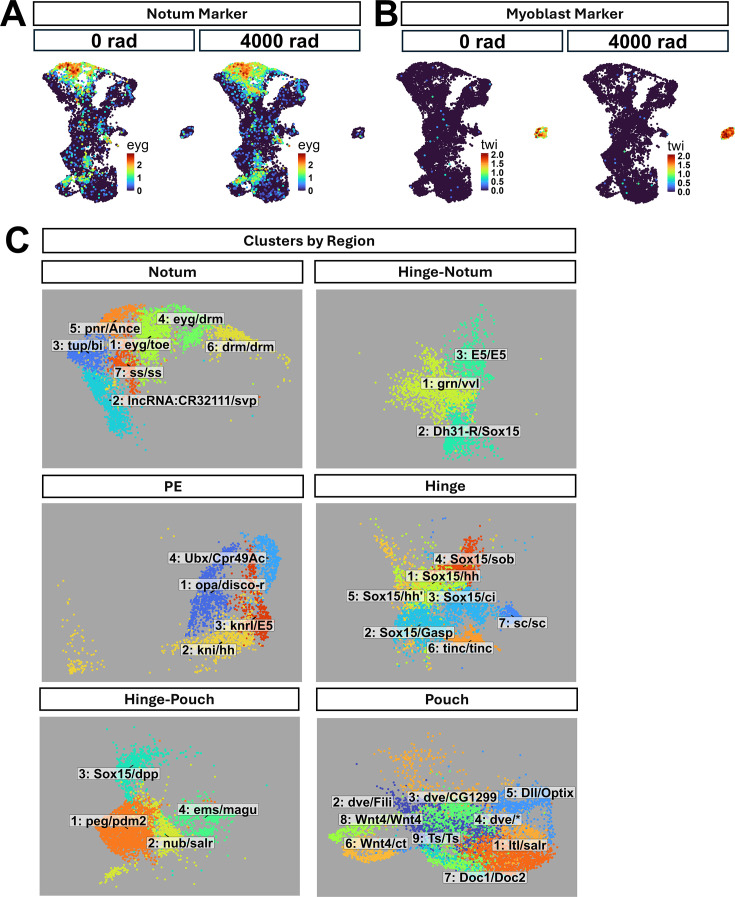
UMAP plots of top cluster markers by region. (**A**) Expression UMAPs of *eyg* at 0 rad (left) and 4000 rad (right). (**B**) Expression UMAPs of *twi* at 0 rad (left) and 4000 rad (right). (**C**) Cropped and zoomed-in UMAP plots of clusters belonging to each of the major proximodistal (PD) regions. Each cluster is labeled by its cluster number and the genes that are most highly expressed in it when compared to all clusters (left of the slash) and when compared to other clusters within the same PD region (right of the slash).

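The scRNA-seq experiment comprised 4 samples of cells from whole wing discs, 2 replicates from unirradiated larvae (0 rad) and 2 from larvae collected 4 hr after 4000 rad. Droplet libraries (10x Genomics) were aligned to the Drosophila transcriptome with kallisto-bustools by the authors, who deposited for each sample the raw number of unique molecular identifiers (UMIs) of each gene in every barcode, before any filter on cells. The totals were 190218817 and 126201838 UMIs in 0 rad replicates 1 and 2, and 322350774 and 199119269 in 4000 rad replicates 1 and 2. From these counts, barcodes with at least 200 genes were taken, 9610 and 6050 at 0 rad and 12883 and 13815 at 4000 rad. Following the paper's methods, cells were then required to lie above the lowest density between the low and high modes of genes per barcode, which fell at 1230 and 1790 genes at 0 rad and at 1480 and 1700 genes at 4000 rad. Cells at or above the 98.5th percentile of genes per cell were removed. The cells that were left held 165883061 and 102131192 UMIs at 0 rad and 285732089 and 160772840 at 4000 rad. Their median depth was 21157 and 29231 UMIs per cell at 0 rad, and 32224 and 26139.5 at 4000 rad. For tests of expression, UMIs were summed over cells within each sample, since cells of one sample are not replicates, and the 2 samples of each dose were compared.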

To examine gene expression on a genome-wide scale, we performed scRNA-seq on wing discs collected from late third instar larvae 4 hr after exposure to 4000 rad X-rays, and from larvae of the same stage that were unexposed to irradiation. For both samples, two replicates were collected. To generate datasets containing high-quality cells, several filtering steps were applied. In brief, cells that were positively stained with propidium iodide, indicating a compromised cell membrane, were removed via FACS. After sequencing, cells within each dataset that had low numbers of captured genes were removed from further analysis. While cells from all major PD regions of the disc were present in our analysis, our filtering approach presumably removed cells that were furthest along the pathway to cell death. Therefore, filtering our 4000 rad samples may have removed those cells which were most damaged by X-rays or were most sensitive to them resulting in an inherent bias in the type of cells that were analyzed. For analysis, all four datasets were integrated using Seurat v5’s anchor-based canonical correlation analysis (CCA) integration process (see Methods for details). 

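The filters retained 7364 and 3301 cells in 0 rad replicates 1 and 2, and 8511 and 5924 cells in 4000 rad replicates 1 and 2, 25100 in all, with 13384 genes found in at least 3 cells of a sample. The median number of genes per cell was 2840.5, 3377, 3685 and 3345 in the same order. Integration was repeated with Seurat's canonical correlation analysis on 2000 variable genes and 30 principal components.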

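In the integrated dataset, the Louvain algorithm at a resolution of 2 returned 37 clusters of 40 to 2084 cells. A lower resolution of 1 gave 24 clusters, and the same cells clustered without integration gave 32. With the gene filter raised from 3 to 4 cells, the number was 37.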

Cells were grouped into clusters in the integrated dataset using the Louvain algorithm (default in Seurat v5) with a resolution parameter of 2, resulting in 35 clusters (Figure 2C).

Each dataset was individually stratified across its PD axis, as well as when integrated, as indicated by a separation of PD markers between clusters (Figure 2D–H). Clusters were classified as belonging to one of seven broad PD regions based on marker expression: the pouch, hinge-pouch, hinge, hinge-notum, notum, PE, and myoblasts. 

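Each of the 37 clusters was assigned to a region from its expression of the markers that the paper gives. The pouch took 9 clusters and 6496 cells, the hinge-pouch 2 and 2609, the hinge 9 and 5919, the hinge-notum 2 and 1801, the notum 7 and 4092, and the PE 5 and 2623. Myoblasts formed 1 cluster of 671 cells, which made up 5.47 and 2.88% of the 0 rad samples, and 0.493 and 2.21% of the 4000 rad samples. Cluster markers left 2 clusters with 889 cells without a region, on average 3.36% of cells at 0 rad and 3.43% at 4000 rad, and these were not used for comparisons between regions. The pouch held on average 25.0% of cells at 0 rad and 25.6% at 4000 rad.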

For the pouch, hinge-pouch, and hinge: *nub+, zfh2-* clusters were annotated as pouch, *nub+, zfh2 +* + clusters as hinge-pouch, and *nub-, zfh2 +* + as hinge. For the hinge-notum and notum: *tup+* (or *eyg+,* Figure 2—figure supplement 1A)*, zfh2- clusters* were annotated as notum, and *tup+* (*or eyg+*)*, zfh2* + as hinge-notum. The one *twi* + cluster was annotated as myoblasts (Figure 2—figure supplement 1B). The classification of clusters into broad regions is imperfect, as there are some examples of clusters expressing moderate levels of individual marker genes belonging to the region that neighbors the one that they were classified into (e.g. *zfh2* is expressed at moderate levels in some cells belonging to pouch cluster 2, P2).

To identify unique cluster markers, we performed differential gene expression analysis on each individual cluster compared to all other clusters and compared to all other clusters within the same broad region (Figure 2—figure supplement 1C, Supplementary file 1). Unique markers indicated that some clusters likely correspond to contiguous places in the wing disc with regionally restricted gene expression of one or more genes, e.g., pouch cluster 5 (P5), marked by *Optix,* a gene restricted in expression to a small region of the anterior pouch (Seimiya and Gehring, 2000). Other clusters likely correspond to non-contiguous regions in the wing disc with restricted gene expression of one or more genes, e.g., Pouch cluster 7 (P7), marked by *Doc1*, a gene expressed in two separate locations of the dorsal and ventral pouch (Butler et al., 2003) and by previous observations that cells from the anterior and posterior compartments can both be found in several clusters (Bageritz et al., 2019; Deng et al., 2019; Everetts et al., 2021; Zappia et al., 2020). In two cases, clusters did not correspond to specific regions of restricted gene expression: pouch cluster 9 (P9), which was enriched for cells with S-phase markers, and pouch cluster 3 (P3), which was enriched in irradiated cells expressing the cell cycle gene *tribbles (trbl*) (later discussed at length). 

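Of the 37 clusters, a pouch cluster of 1063 cells was the most enriched for irradiated cells (79.8%) among those of at least 100 cells, rising from 2.24 and 1.51% of the 0 rad samples to 5.82 and 5.96% of the 4000 rad samples. The difference is larger than the spread between replicates, although 2 samples against 2 cannot give an exact permutation p below 0.333. Its mean trbl expression was 58.1% of that in the cluster with the highest, a hinge cluster with 68.5% irradiated cells. Another pouch cluster, of 283 cells, had the highest mean PCNA expression of all clusters. Clustering was repeated with 5 other random seeds of the Louvain algorithm, chosen after the data were seen. In 1 of these 5 there was a cluster of 423 cells made up almost entirely of irradiated cells (99.5%), with the highest mean trbl expression.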

In sum, we interpret cluster identity to be primarily associated with genes of restricted, though not necessarily contiguous, regional patterns of expression in the disc with some additional contributions from other parameters, such as cell-cycle state.

### X-ray-induced expression of genes involved in apoptosis, DDR, and reaction to ROS is relatively homogeneous across the disc

For an initial broad survey of changes in gene expression after irradiation, we compared the gene expression of all cells of the irradiated condition to all cells of the unirradiated condition. We applied lenient filters, retaining genes that were present in ≥1% of cells in either condition, had an absolute log_2_FC ≥0.1 (FC refers to fold change), corresponding to an approximately 7% increase or decrease in abundance, and an adjusted *p*-value <0.05, resulting in 3767 genes with increased expression in the irradiated condition and 1122 genes with decreased expression. 

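Counts summed per sample were compared between doses for the 10822 genes that passed edgeR's filter on low counts. At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 27 genes were increased in the irradiated condition and 0 were decreased, while at an unadjusted p under 0.05 the numbers were 629 and 318. DESeq2 on the same sums called 290 genes increased and 80 decreased, and all 27 genes were among them. The Wilcoxon rank sum test over single cells, with the paper's filters of 1% of cells and an absolute log2 fold change of at least 0.1, moved the result most, to 3765 increased and 1121 decreased genes. The same Wilcoxon test called 5014 genes between the 2 replicates at 0 rad and 4670 between those at 4000 rad. With replicate number as a block, edgeR called 313 genes increased and 87 decreased, all 27 among them, though the labels do not state that replicates of the same number belong together. With each sample left out in turn, edgeR called more genes than with all samples, so a call in those runs is no check of stability. Among called genes with a mean of at least 5 CPM, UMIs scaled to library sizes normalized by the TMM method, the largest increases were in Corp, Cyp6d2, Arc1, egr and CG2909. These include Cyp6d2 (FBgn0034756) on 2R from 22652573 to 22654530, Arc1 (FBgn0033926) on 2R from 14357927 to 14360297 and CG2909 (FBgn0030189) on X from 10326464 to 10328946 of BDGP6.54. Cyp6d2 rose from 1.20 ± 0.227 CPM (SD, n = 2) at 0 rad to 32.5 ± 3.66 CPM (SD, n = 2) at 4000 rad (log2 fold change 4.76, standard error 0.281, adjusted p = 0.0194, edgeR). For Arc1 the rise was from 2.98 ± 0.695 CPM (SD, n = 2) at 0 rad to 73.3 ± 0.660 CPM (SD, n = 2) at 4000 rad (log2 fold change 4.62, standard error 0.271, adjusted p = 0.0194, edgeR). The increase in CG2909 was from 2.50 ± 0.338 CPM (SD, n = 2) at 0 rad to 23.2 ± 0.474 CPM (SD, n = 2) at 4000 rad (log2 fold change 3.21, standard error 0.244, adjusted p = 0.0235, edgeR).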

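Genes of apoptotic regulation lie on BDGP6.54 as follows, rpr (FBgn0011706) on 3L from 18397535 to 18398435, hid (FBgn0003997) on 3L from 18167745 to 18185641 and Corp (FBgn0030028) on X from 8269898 to 8271409. Those of the DDR are Irbp18 (FBgn0036126) on 3L from 11097446 to 11098186, Xrp1 (FBgn0261113) on 3R from 18914968 to 18926989, p53 (FBgn0039044) on 3R from 23049657 to 23054082 and Ku80 (FBgn0041627) on 2L from 15768630 to 15771159. The remaining DDR genes are Irbp (FBgn0011774) on 3R from 11410047 to 11412440, mre11 (FBgn0020270) on 2L from 11282090 to 11284335 and rad50 (FBgn0034728) on 2R from 22421013 to 22425482. Expression of all of them, and of egr, was higher in both 4000 rad samples than in both 0 rad samples. Corp rose from 0.233 ± 0.139 CPM (SD, n = 2) at 0 rad to 23.5 ± 3.51 CPM (SD, n = 2) at 4000 rad (log2 fold change 6.69, standard error 0.504, adjusted p = 0.0235, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The same test called Irbp (log2 fold change 2.77, standard error 0.247, adjusted p = 0.0356) and mre11 (log2 fold change 2.10, standard error 0.216, adjusted p = 0.0418). Other increases did not pass the threshold with edgeR, among them rpr (log2 fold change 1.58, standard error 0.316, adjusted p = 0.160), hid (log2 fold change 1.37, standard error 0.220, adjusted p = 0.0962), Xrp1 (log2 fold change 1.54, standard error 0.239, adjusted p = 0.0892) and p53 (log2 fold change 1.37, standard error 0.228, adjusted p = 0.0982). The same held for Ku80 (log2 fold change 2.43, standard error 0.393, adjusted p = 0.0966, edgeR) and rad50 (log2 fold change 1.39, standard error 0.269, adjusted p = 0.151, edgeR). Irbp18 changed from 15.5 ± 16.4 CPM (SD, n = 2) at 0 rad to 80.6 ± 61.9 CPM (SD, n = 2) at 4000 rad (log2 fold change 2.38, standard error 0.981, adjusted p = 0.576, edgeR), and was lower in replicate 1 than in replicate 2 at both doses. DESeq2 called rpr, hid, Xrp1, p53, Ku80 and rad50 as well, and edgeR with replicate number as a block called these and Irbp18. Of the runs with 1 sample left out, that without 4000 rad replicate 2 newly called the fewest named genes. In that run edgeR called Xrp1 and Ku80 in addition to the genes called with all samples.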

Among genes with increased expression were many of those described in previous genome-wide analyses on embryos and wing discs, including genes involved in apoptotic regulation (e.g. *rpr, hid, Corp, egr)* and genes involved in DDR and repair (e.g. *Irbp18, Xrp1, p53, Ku80, Irbp, mre11, rad50)* (Akdemir et al., 2007; Brodsky et al., 2004; van Bergeijk et al., 2012)*.* Similarly, among genes with decreased expression were many described in previous studies of irradiated wing discs (van Bergeijk et al., 2012). These included genes involved in DNA replication (e.g. *PCNA, dup, Mcm3, geminin, PolE2*). 

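On BDGP6.54 these genes are PCNA (FBgn0005655) on 2R from 20261754 to 20262883, dup (FBgn0000996) on 2R from 15376619 to 15380988 and Mcm3 (FBgn0284442) on X from 5323855 to 5326738, with geminin (FBgn0033081) on 2R from 6655463 to 6656594 and PolE2 (FBgn0035644) on 3L from 5895691 to 5897435. PCNA fell from 254 ± 66.2 CPM (SD, n = 2) at 0 rad to 165 ± 21.9 CPM (SD, n = 2) at 4000 rad, and dup fell from 20.2 ± 3.24 CPM (SD, n = 2) at 0 rad to 10.7 ± 1.67 CPM (SD, n = 2) at 4000 rad. None of the 5 decreases passed the threshold with edgeR, and the log2 fold changes were -0.62 for PCNA (standard error 0.254, adjusted p = 0.576, edgeR), -0.91 for dup (standard error 0.245, adjusted p = 0.309, edgeR), -0.51 for Mcm3, -0.23 for geminin and -0.64 for PolE2. DESeq2 and edgeR with replicate number as a block called dup, and the Wilcoxon test over cells called all 5.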

For all changes, see Supplementary file 2.

There are currently few methods used routinely to assess the heterogeneity of gene expression across cell clusters. There are a variety of ways that heterogeneity is quantified in economics and the social sciences (reviewed in Steele et al., 2022). To quantify the heterogeneity of X-ray-induced genes across cell clusters, we implemented a variation of the formula used in the Herfindahl-Hirschman Index (HHI), a measure of market concentration used in economics (Herfindahl, 1950; Hirschman, 1945) (here used to measure the ‘concentration’ of gene expression across clusters). If the share of total expression in each cluster is calculated and if those numbers are simply all added, the overall total would be 1. If, however, the share of expression in each cluster is squared and then those numbers are added, the total would depend upon the distribution of expression between the clusters. If expression was distributed evenly among N clusters, then each cluster would have 1 /N of the total expression. In that case, the HHI would be 1 /N which is the lowest possible value. In contrast, if all expression was concentrated in one cluster, then the HHI would be 1, which would be the highest possible value and which would be indicative of maximal heterogeneity between clusters. To calculate the HHI score for a given gene, the average gene expression under the irradiated condition for each of the 35 clusters was individually divided by the sum of all average expressions across clusters, squared, and then added together (Figure 3A, formula on top). Thus, in the case of 35 clusters, the minimum possible score is 0.0286, and the maximum possible score is 1. We consider HHI scoring to be a useful heuristic method for ranking expression concentration in clustered data. HHI applied to clusters here, which are primarily defined by genes with spatially restricted expression, allows us to rank genes in terms of their spatial heterogeneity.

**Figure 3.**
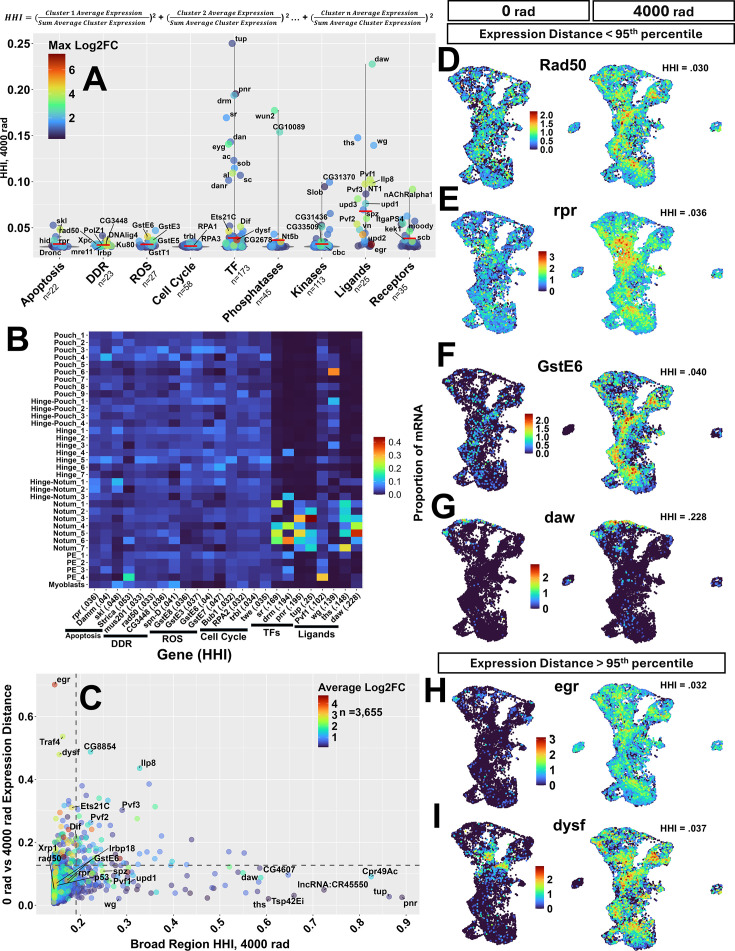
Heterogeneity of gene expression across the wing disc following radiation exposure. (**A**) 521 genes across nine functional categories plotted as points by their HHI score at 4000 rad. Point color represents the log_2_FC between conditions in the cluster that has the highest log_2_FC. The horizontal red bar represents the mean HHI score for the genes of that category. Genes with max log_2_FC >2 or HHI >0.075 were labeled where space permitted. The equation used to calculate the Herfindahl-Hirschman Index (HHI) is shown above the panel. (**B**) Heat map of four highest HHI scoring genes in apoptosis, DNA damage response (DDR), reactive oxygen species (ROS), cell cycle categories (low HHI scoring categories), and transcription factor (TF) and ligand categories (categories with high HHI scoring genes). Box colors represent the proportion of mRNA found in each subregion relative to the sum of all mRNA found in all clusters (the values used to calculate HHI). (**C**) X-ray induced genes plotted by their HHI score (calculated on seven broad regions, not the 35 clusters) and the Euclidean distance in gene expression in seven-dimensional space at 0 rad vs 4000 rad (calculated using the seven broad regions as described in the text). Point color represents the log_2_FC of each gene when comparing all cells from the 4000 rad condition to all cells of the 0 rad condition. The dotted lines are drawn at the 95^th^ percentile for each of the two parameters. (**D**–**G**) Gene expression UMAPs of example genes with <95 ^th^ percentile Euclidean distance score belonging to the DDR (**D**), apoptosis (**E**), ROS (**F**), and ligand (**G**) groups. (**H**–**I**) Gene expression UMAPs of two genes with large differences in expression pattern between 0 rad and 4000 rad identified by a top 5% Euclidean distance. Genes in (**D**–**I**) are arranged from high (top) to low (bottom) HHI score.

**Figure 3—figure supplement 1.**
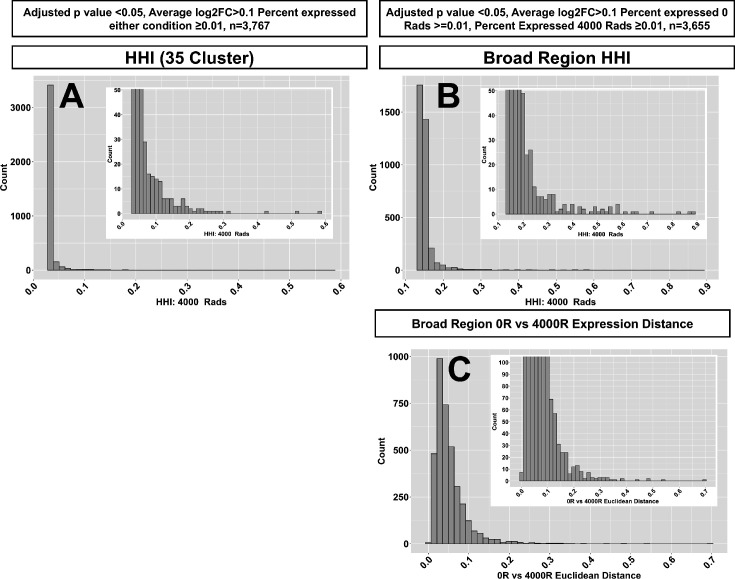
Histogram of cluster Herfindahl-Hirschman Index (HHI) scores, broad region HHI scores, and Euclidean expression distance scores*.* (**A**) Histogram of cluster HHI scores for 3767 X-ray induced genes that meet the following criteria: Adjusted p-value <0.05, average log_2_FC >0.1, percent of cells expressing the gene in *either* condition ≥0.01. The inset is the same histogram cropped on the y-axis to better view the distribution. (**B**) Histogram of broad region HHI scores of 3655 X-ray induced genes that meet the following criteria: Adjusted *p*-value <0.05, Average log_2_FC >0.1, Percent of cells expressing the gene in *both* conditions ≥1%. The inset is the same histogram cropped on the y-axis to better view the distribution. (**C**) Histogram of Euclidean expression distances for the same 3655 genes as in (**B**). The inset is the same histogram cropped on the y-axis to better view the distribution.

**Figure 3—figure supplement 2.**
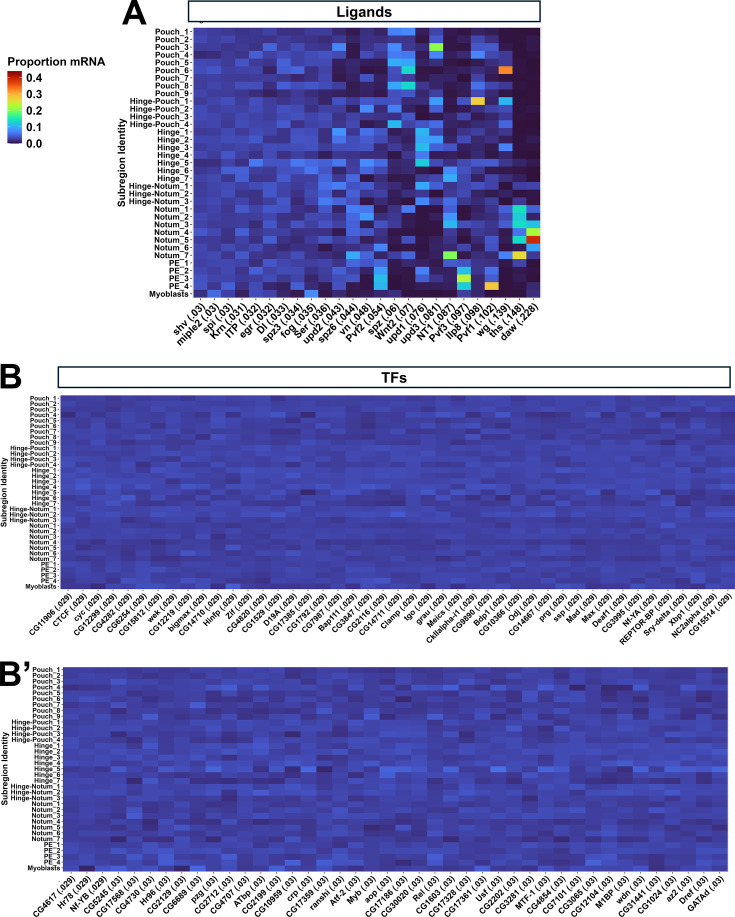
Proportion mRNA heatmaps of ligands and transcription factors. Heatmaps showing the proportion of mRNA found in each of the 35 clusters in the 4000 rad condition for all genes in the ligand (**A**) and transcription factor (TF) (**B**–**B’**) gene categories.

**Figure 3—figure supplement 3.**
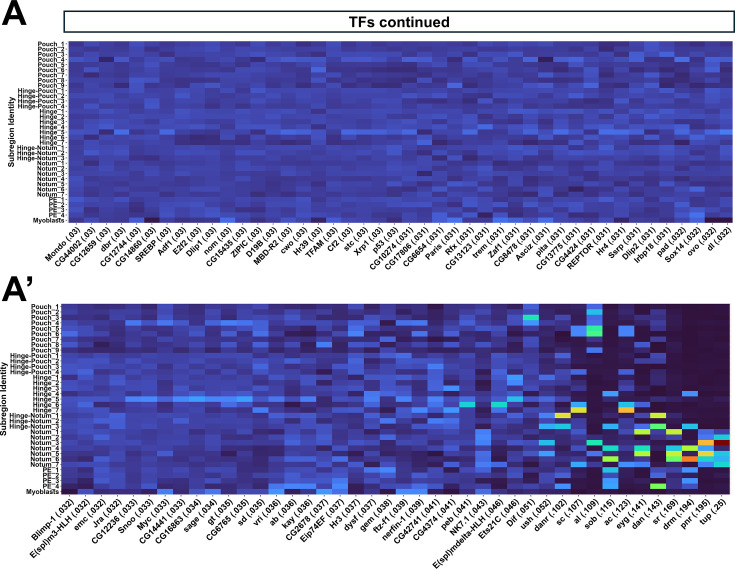
Proportion mRNA heatmaps transcription factors continued. Heatmaps showing the proportion of mRNA found in each of the 35 clusters in the 4000 rad condition for transcription factors (TFs) continued (**A**–**A’**).

**Figure 3—figure supplement 4.**
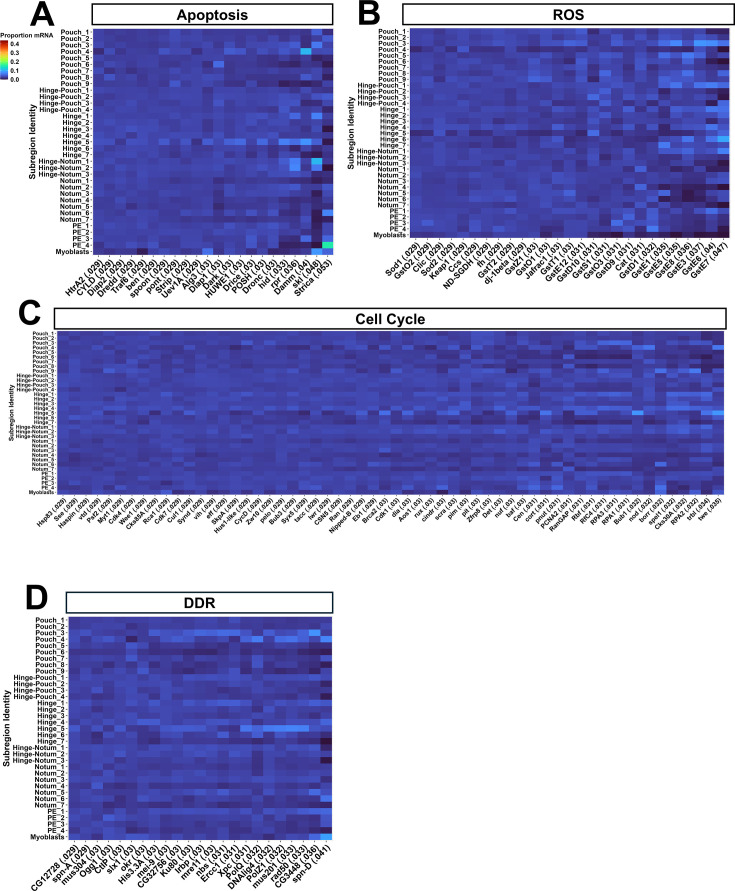
Proportion mRNA heatmaps of apoptosis, reactive oxygen species (ROS), cell cycle, and DNA damage response (DDR) genes. Heatmaps showing the proportion of mRNA found in each cluster in the 4000 rad condition for all genes in the Apoptosis (**A**) ROS (**B**), cell cycle (**C**), and DDR (**D**) gene categories.

**Figure 3—figure supplement 5.**
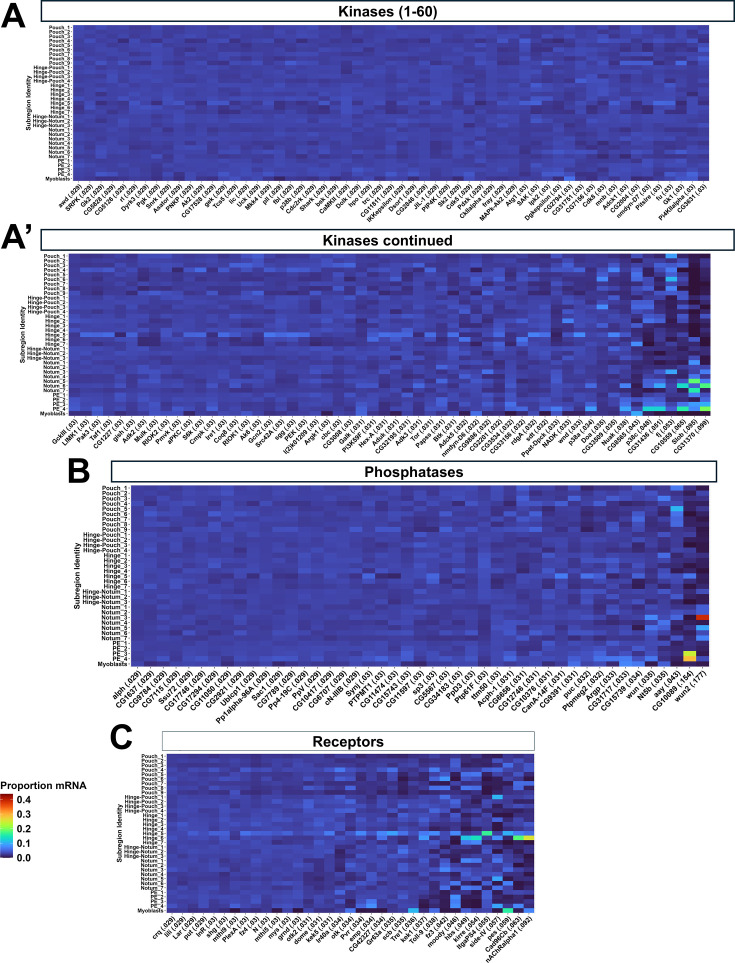
Proportion mRNA heatmaps of kinase, phosphatase, and receptor genes. Heatmaps showing the proportion of mRNA found in each cluster in the 4000 rad condition for all genes in the kinase (**A**–**A’**), phosphatase (**B**), and receptor (**C**) gene categories.

**Figure 3—figure supplement 6.**
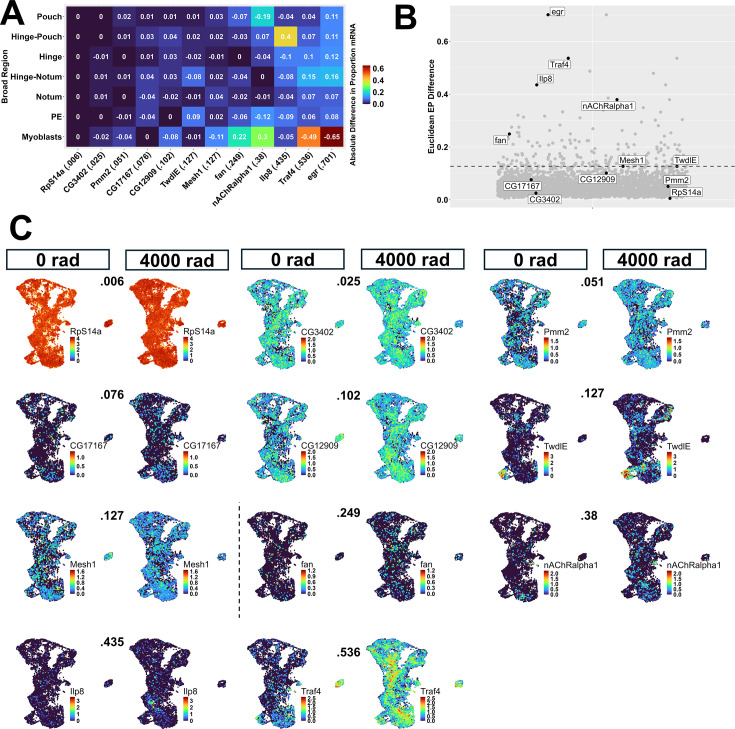
Examples of genes spanning a range of Euclidean expression distance scores. (**A**) Heat map showing the difference in the proportion of gene expression in each proximodistal (PD) region between 4000 and 0 rad. Numbers in the tiles are the values of this difference with positive values indicating a higher proportion at 4000 rad for a given region, and negative values indicating a lower proportion at 4000 rad. For example, a value of 0.4 means that the proportion of expression in a given region at 4000 rads was 0.4 greater than at 0 rads, and a value of –0.4 means that it is 0.4 less. Euclidean distance was calculated on the absolute values of these differences. Genes were selected to span the range of Expression Distances. (**B**) Plot showing the distribution of Euclidean expression distances for the 3655 genes plotted in Figure 3C. The dotted line is drawn at the 95^th^ percentile of Euclidean expression distance scores. Genes from panel A are highlighted. (**C**) Expression UMAPs of genes spanning the range of Euclidean expression distance scores, ordered in ascending order of Euclidean expression distance (number above UMAPs). The dotted line separates genes below (left of the line) and above (right of the line) the 95^th^ percentile.

To see if there were differences in expression concentration between classes of genes that may be important for X-ray response, we applied HHI using the 35 clusters to 521 genes enriched at 4000 rad that belonged to one of nine categories: apoptosis, DDR, response to ROS, cell cycle regulation, transcription factors (TFs), phosphatases, kinases, ligands, and receptors (Figure 3A; see Supplementary file 3 for complete list of genes used before filtering to 521 genes which are shown in Supplementary file 5. For the gene filtering approach, see methods). The mean HHI for the 521 genes was 0.037 with a minimum value of 0.029 (*eff*) and a maximum value of 0.25 (*tup*), the theoretical range being between 0.0286 (least concentrated) and 1 (most concentrated). 

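HHI scores were computed for the same 521 genes over 37 clusters at 4000 rad, where the lowest possible score is 0.0270. The mean score was 0.0350 with the 2 irradiated samples pooled. Scored alone, it was 0.0353 in replicate 1, over 37 clusters, and 0.0370 in replicate 2, over the 36 clusters with at least 10 of its cells, which raises the lowest possible score. Pooled scores are given with those of replicates 1 and 2 scored alone in this way (by replicate). The lowest score belonged to eff, at 0.0272, and the highest to tup, at 0.245 (0.237 and 0.263 by replicate), followed by daw at 0.232 (0.151 and 0.286 by replicate), so that tup ranked above daw in replicate 1 alone. With 5 other random seeds for clustering, chosen after the data were seen, tup was highest in 3 and daw in 2. Rescaled so that the lowest possible score is 0, the mean was 0.00817 (0.00854 and 0.00946 by replicate), and clustering without integration moved it most, to 0.0133. Some clusters without integration held few irradiated cells, such as a cluster of 481 cells with 1.25% irradiated, so their means at 4000 rad rest on few cells.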

For HHI score distributions of all 3767 X-ray induced genes, see Figure 3—figure supplement 1A. The classes of genes that have been studied most intensively in the context of cellular responses to radiation (apoptosis, DDR, ROS, cell cycle) are all expressed relatively homogeneously with HHI scores less than 0.06. 

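No gene of these 4 classes scored above 0.06 over the 37 clusters, while 3 did with each cell thinned to 5000 UMIs, 4 at a resolution of 1, where the lowest possible score is higher, 5 without integration, 3 without 4000 rad replicate 1 and 1 with 1 of 5 other random seeds for clustering. The highest scores were 0.0560 (0.0463 and 0.0749 by replicate) for Strica among apoptosis genes, 0.0440 (0.0498 and 0.0496 by replicate) for GstE7 among ROS genes, 0.0395 (0.0352 and 0.0604 by replicate) for spn-D in the DDR and 0.0330 (0.0336 and 0.0363 by replicate) for twe in the cell cycle. Median rescaled scores were 0.00141 for apoptosis, 0.00187 for the DDR, 0.00191 for ROS and 0.00116 for the cell cycle. Against 10000 random lists of genes of like abundance, these medians lay at the 66.7, 86.4, 99.7 and 49.0 percentiles.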

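For ligands, the median rescaled HHI score was 0.0212 over 25 genes, higher than in any of the random lists of like abundance, whose median was 0.00138. Over 173 transcription factors it was 0.00155, at the 42.4 percentile of such lists. The 27 genes with the highest scores included 11 transcription factors, and their median score was 0.107. With the UMIs of each of these genes spread over clusters in proportion to the clusters' totals, their median score would be 0.0274.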

We found that most genes with the highest HHI scores tended to encode either ligands or transcription factors, indicating their concentrated expression in relatively few clusters. A small number of genes that encoded phosphatases, kinases, or receptors were also expressed relatively heterogeneously. 

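Of the 27 highest scores, 2 belonged to phosphatases, 3 to kinases and 1 to a receptor. The highest in each class were CG10089 at 0.157 (0.163 and 0.163 by replicate), CG31370 at 0.0937 (0.100 and 0.102 by replicate) and nAChRalpha1 at 0.0873 (0.102 and 0.0956 by replicate). The median rescaled score of 35 receptors, 0.00501, was above all random lists of like abundance.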

Another way to visualize the relative heterogeneity of expression is to show the proportion of mRNA of each gene in each of the 35 clusters. Genes with the highest HHI from six different classes are shown demonstrating greater spatial expression concentration of the TFs and ligands than the other categories. (Figure 3B; Figure 3—figure supplements 2–4). Likewise, expression UMAPs of low HHI genes (Figure 3D–F) showed less concentrated patterns of expression when compared to high-scoring genes (Figure 3G).

Of the 27 genes with the highest HHI scores (95^th^+ percentile of 521 genes, HHI ≥0.066, n=27), 10 were ligands, including JAK/STAT pathway activators *upd1* (HHI = 0.076), concentrated in clusters of the hinge, hinge-notum, and PE, and *upd3* (HHI = 0.081) concentrated in clusters of the pouch, hinge-pouch, and hinge*.* Expression of the VEGF/PDGF orthologs *Pvf1* (HHI = 0.102) and *Pvf3* (HHI = 0.097)*,* which bind to the Pvr receptor tyrosine kinase, is most concentrated in clusters of the PE. 

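The 27 genes with the highest scores here started at an HHI of 0.0599, included 10 ligands, and shared 27 genes with the paper's 27. Without integration before clustering, where some clusters held few irradiated cells, 6 ligands were among them, and 9 with either irradiated sample left out. On BDGP6.54 the ligand genes are upd1 (FBgn0004956) on X from 18305354 to 18309291 and upd3 (FBgn0053542) on X from 18277233 to 18284596, with Pvf1 (FBgn0030964) on X from 18832682 to 18842901 and Pvf3 (FBgn0085407) on 2L from 7098188 to 7157695. The score of upd1 was 0.0756 (0.0737 and 0.0860 by replicate), and clusters of the hinge held 54.3% of its summed cluster means at 4000 rad, the hinge-notum 16.6% and the PE 13.1%, while by regional means the hinge-notum held 39.004% and the hinge 33.3%. That of upd3 was 0.08001 (0.0797 and 0.0884 by replicate), with 40.1% in the pouch, 14.6% in the hinge-pouch and 24.3% in the hinge, or 28.2%, 33.7% and 13.6% of its regional means. Pvf1 scored 0.0964 (0.0945 and 0.110 by replicate) with 43.4% of the summed means in the PE, and Pvf3 scored 0.0921 (0.0890 and 0.0955 by replicate) with 51.7% there.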

Expression of *Ilp8* (HHI = 0.098), which encodes a member of the insulin/relaxin family and regulates systemic responses to disc injury is concentrated in the hinge-pouch. Each of these genes is known to be upregulated in response to various types of disc injury (Blanco et al., 2010; Floc’hlay et al., 2023; Katsuyama et al., 2015; Worley et al., 2022). 

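Ilp8 (FBgn0036690, on 3L of BDGP6.54 from 17029812 to 17032080) had a score of 0.0897 (0.0896 and 0.107 by replicate), and 28.2% of its summed cluster means at 4000 rad lay in the hinge-pouch, or 63.3% of its regional means. In that region it rose from 1.24 ± 0.365 CPM (SD, n = 2) to 14.0 ± 4.67 CPM (SD, n = 2), a log2 fold change of 3.53 (standard error 0.396, adjusted p = 0.0169, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment within the region). Over all cells the rise did not pass the threshold with edgeR (log2 fold change 1.46, standard error 0.374, adjusted p = 0.277), and it did with DESeq2 and with replicate number as a block. The difference in induction between regions had an adjusted p of 0.000404 (edgeR's F test of dose by region), and of 0.0975 without 0 rad replicate 1, past the threshold no longer.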

Given that radiation induces damage uniformly, the relatively localized expression of these genes was unexpected. The four transcription factors with the highest HHI scores, *tailup* (*tup*) (HHI = 0.250), *pannier* (*pnr*) (HHI = 0.195), *drumstick* (*drm*) (HHI = 0.194), and *stripe* (*sr*) (HHI = 0.169), are all known to function in cell fate determination. 

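These genes are located on BDGP6.54 as tup (FBgn0003896) on 2L from 18859507 to 18881261 and pnr (FBgn0003117) on 3R from 16026079 to 16041796, and drm (FBgn0024244) on 2L from 3539247 to 3548423 and sr (FBgn0003499) on 3R from 18090803 to 18135583. Their scores were 0.245 (0.237 and 0.263 by replicate) for tup, 0.189 (0.200 and 0.179 by replicate) for pnr, 0.166 (0.161 and 0.183 by replicate) for drm and 0.157 (0.159 and 0.162 by replicate) for sr. Over all cells the log2 fold changes between doses were 0.22 for tup, 0.091 for pnr, 0.013 for drm and 0.37 for sr. None passed the threshold with edgeR. Each of the 4 changed sign with a sample left out. Without 0 rad replicate 1, tup went to -0.024 and pnr to -0.29. Without 4000 rad replicate 2, drm went to -0.10 and sr to -0.038. For drm, leaving out either 0 rad replicate moved the value further, down without replicate 1 and up without replicate 2. Leaving out a sample thus moved each value by more than its own size, so a small change is not shown.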

For HHI scores on all genes included in this analysis, see Figure 3—figure supplements 2–5 and Supplementary file 5.

When examining gene expression using HHI, we noticed that many X-ray induced genes with concentrated expression at 4000 rad had a lower, but similar pattern of expression at 0 rad (e.g. *daw,* Figure 3G, and *upd1*, Figure 4B and C). 

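For daw, located on BDGP6.54 at 2L from 2805261 to 2812376 (FBgn0031461), expression at 0 rad was 2.18 ± 1.94 CPM (SD, n = 2) and at 4000 rad 6.82 ± 4.31 CPM (SD, n = 2). The increase did not pass the threshold with edgeR (log2 fold change 1.65, standard error 0.785, adjusted p = 0.656) or DESeq2, and did with replicate number as a block. By regional means the notum held 75.9% of daw at 0 rad and 69.1% at 4000 rad. Of the summed cluster means of daw it held 92.3% at 0 rad and 89.7% at 4000 rad. For upd1 the hinge held 57.3% of them at 0 rad and the hinge-notum 16.3% (35.8% and 39.3% by regional means), and expression over all cells rose from 1.30 ± 0.299 CPM (SD, n = 2) at 0 rad to 3.29 ± 0.426 CPM (SD, n = 2) at 4000 rad (standard error of the log2 fold change 0.350, adjusted p = 0.285, edgeR), which DESeq2 and edgeR with replicate number as a block called. Over the 521 genes, the rescaled scores at 0 and 4000 rad had a Pearson correlation of 0.899 across genes, which are not independent replicates.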

To assess whether this property applied to many genes, we implemented a measure of the difference in the pattern of gene expression between conditions on the 3767 X-ray-induced genes. To reduce noise, we further removed genes not found in at least 1% of cells in both conditions, resulting in 3655 genes. For each gene, we calculated the proportion of mRNA found in each of the seven PD regions (PE, notum, hinge-notum, hinge, hinge-pouch, pouch, and myoblasts) under each condition. We chose to use the seven PD regions rather than the 35 clusters to determine large, coarse changes in gene expression across the PD axis. Thus, each gene could be represented as a point in seven-dimensional space in each of the two conditions. We then calculated the Euclidean distance (‘expression distance’) between these points. Gene scores for this measure ranged from 0 to 0.7, with higher scores indicating a greater difference in the overall pattern of expression between conditions (Figure 3C).

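Distances between the shares of expression in the 7 regions were computed for 3649 genes, those called increased by the Wilcoxon test over cells and found in at least 1% of cells at both doses, and the highest was 0.737. The median distance between doses was 0.0426. Computed in the same way between the 2 replicates of a dose, the median was 0.0433 at 0 rad and 0.0377 at 4000 rad, and between single samples of different dose it was 0.0505.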

**Figure 4.**
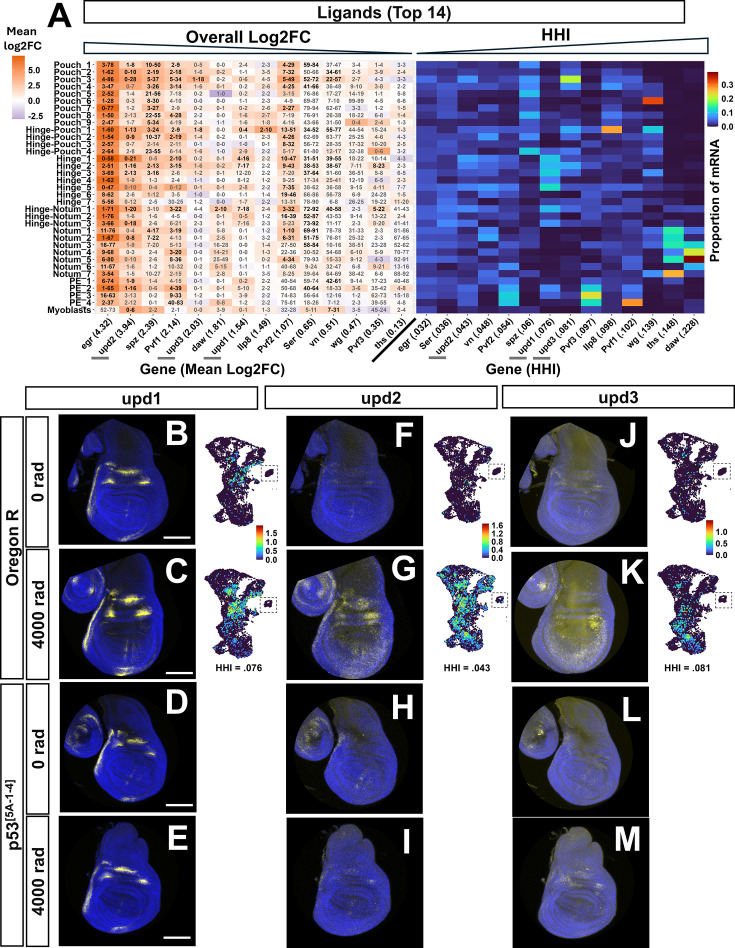
X-ray-induced expression of genes encoding ligands. (**A**) Heatmaps showing log_2_FC between conditions for each cluster (left) and proportion of total mRNA in each cluster at 4000 rad (right) of the top 14 ligands ranked by max log_2_FC in any cluster. A Left: Boxes are colored based on the average log_2_FC from 0 rad to 4000 rad for each cluster. The left number in each box is the percentage of cells in the cluster expressing at least one transcript at 0 rad; the right number is the same at 4000 rad. Dark black numbers indicate that the change is statistically significant in that cluster (adjusted *p*-value <0.05, Wilcoxon Rank Sum Test, Bonferroni correction), while light gray numbers indicate that it is not (adjusted *p*-value ≥0.05). Genes are sorted from left to right in descending order of the mean log_2_FC when comparing all cells of 0 rad to all cells of 4000 rad (‘overall mean log_2_FC’); the overall mean log_2_FC value is in parentheses next to gene names (all significant). A Right: Boxes are colored based on the proportion of mRNA expressed in that cluster vs the total amount of mRNA expressed in all clusters. Genes are sorted from left to right in ascending order of Herfindahl-Hirschman Index (HHI) score. HHI score is noted in parentheses next to gene name. Genes shown in panels (**B**–**G**) are underlined with gray bars in (**A**). (**B**–**M**) In each panel: hybridization chain reaction (HCR) signal of *upd1, upd2, and upd3* are in yellow and DAPI in blue at 0 rad (**B, D, F, H, J, L**) or 4000 rad (**C, E, G, I, K, M**). Wild-type discs (**B, C, F, G, J, K**) are compared to p53 mutant discs (**D, E, H, I, L, M**). To the right of each wild-type HCR image is an expression UMAP of each gene in each condition. The myoblast cluster was cropped into UMAP images for space, indicated by the dotted box around them.

**Figure 4—figure supplement 1.**
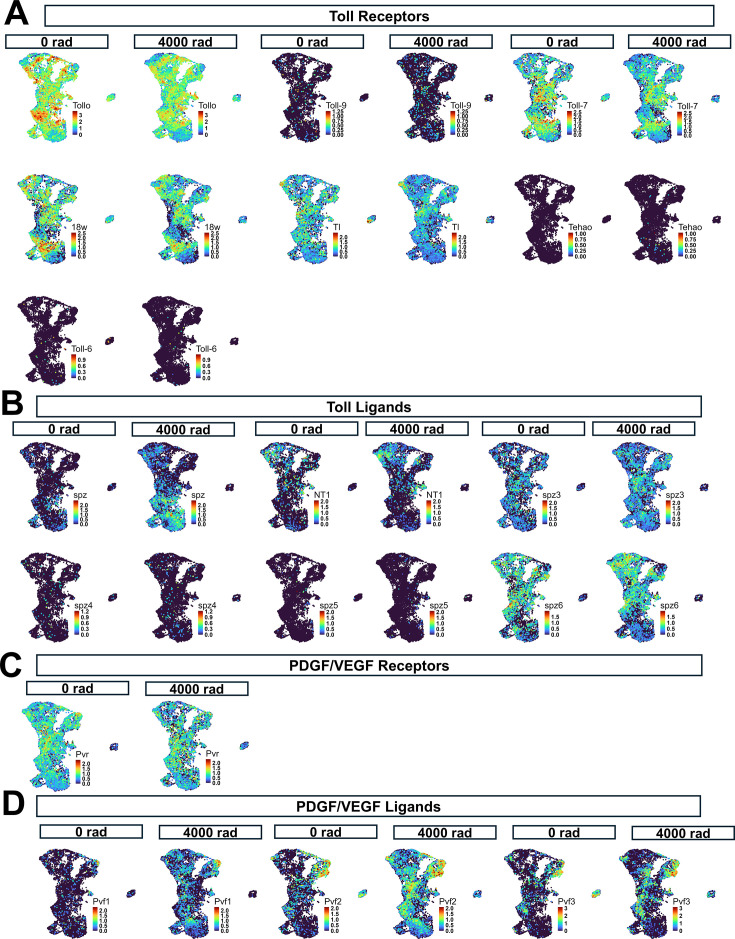
Toll and PDGF/VEGF ligands and receptors. Expression UMAPs of Toll receptors (**A**), Toll ligands (**B**), PDGF/VEGF receptors (**C**), and PDGF/VEGF ligands (**D**).

**Figure 4—figure supplement 2.**
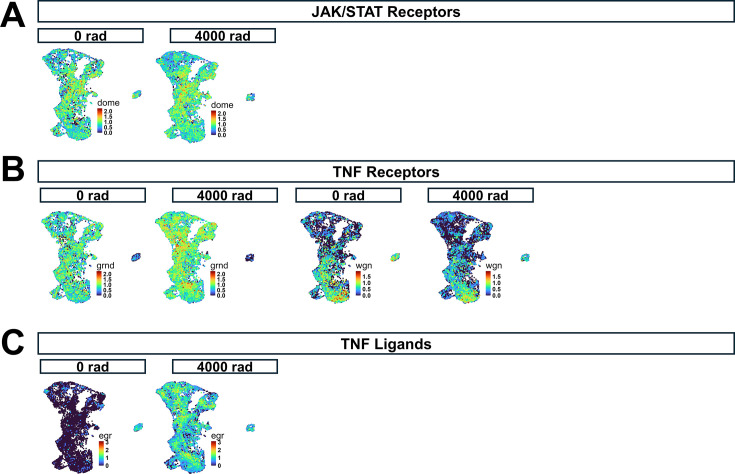
JAK/STAT receptors and tumor necrosis factor (TNF) ligands and receptors. Expression UMAPs of JAK/STAT receptors (**A**), TNF receptors (**B**), and TNF ligands (**C**).

Scores formed a right-skewed distribution, with most genes (>95%) scoring <0.13 (Figure 3—figure supplement 1C). 

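With the samples of each dose pooled, 95.3% of genes scored below 0.13, and the 95th percentile was 0.127. By the mean distance over the 4 pairs of single samples of different dose, 91.4% of genes were below 0.13. Between replicates of the same dose, 92.5% of genes were below 0.13 at 0 rad and 94.0% at 4000 rad. The mean distance between samples of different dose, not paired by replicate number, was larger than both replicate distances for 41.98% of genes. Requiring 5% of cells in place of 1% moved the share below 0.13 most, to 98.4%, and with 1 sample left out it was 92.4 (without 0 rad replicate 1) to 94.0% (without 4000 rad replicate 1).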

We found that genes below this threshold, when inspected using expression UMAPs (Figure 3—figure supplement 6C), displayed some level of conserved expression patterns between conditions, with lower scoring genes having more conserved patterns of expression. Examples from this category include the DNA repair gene *Rad50* (Figure 2D), the pro-apoptotic gene *reaper* (*rpr*) (Figure 2E), *GstE6* which responds to oxidative stress (Figure 2F) and activin-like ligand *dawdle* (*daw*) (Figure 2G). 

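GstE6 (FBgn0063494) lies on 2R of BDGP6.54 from 18406011 to 18406761. The distance between doses was 0.0535 for rad50, 0.0851 for rpr, 0.0818 for GstE6 and 0.104 for daw. Between replicates, rad50 had distances of 0.0396 at 0 rad and 0.0339 at 4000 rad, and rpr 0.0483 and 0.0236. For GstE6 the replicate distances were 0.177 and 0.0574. The replicates of daw differed by 0.119 at 0 rad and 0.368 at 4000 rad, so that neither GstE6 nor daw had a distance between doses larger than both replicate distances.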

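The tumor necrosis factor ortholog egr lies on BDGP6.54 at 2R from 10078366 to 10084210 (FBgn0033483), and dysf at 3R from 26076592 to 26098711 (FBgn0039411). The distance between doses was 0.700 for egr, against 0.0914 and 0.0290 between replicates at 0 and 4000 rad, and 0.484 for dysf, against 0.0421 and 0.0377. Myoblasts held 77.4% of the summed regional means of egr at 0 rad and 12.9% at 4000 rad, and without myoblasts its distance was 0.302. For dysf the hinge-notum went from 61.8% to 20.7%, and the distance without myoblasts was 0.469. Summed per sample and region, egr was called in the 6 epithelial regions by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment within each region, with log2 fold changes from 4.08 in the notum to 6.42 in the hinge-notum. In myoblasts it went from 36.9 ± 3.16 CPM (SD, n = 2) to 59.2 ± 1.40 CPM (SD, n = 2), a log2 fold change of 0.68 (standard error 0.255, adjusted p = 0.694, edgeR). Induction differed between the 7 regions for egr (adjusted p = 2.78e-11) and dysf (adjusted p = 2.78e-11, both from edgeR's F test of dose by region with samples as a fixed effect).

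**Figure D1:**
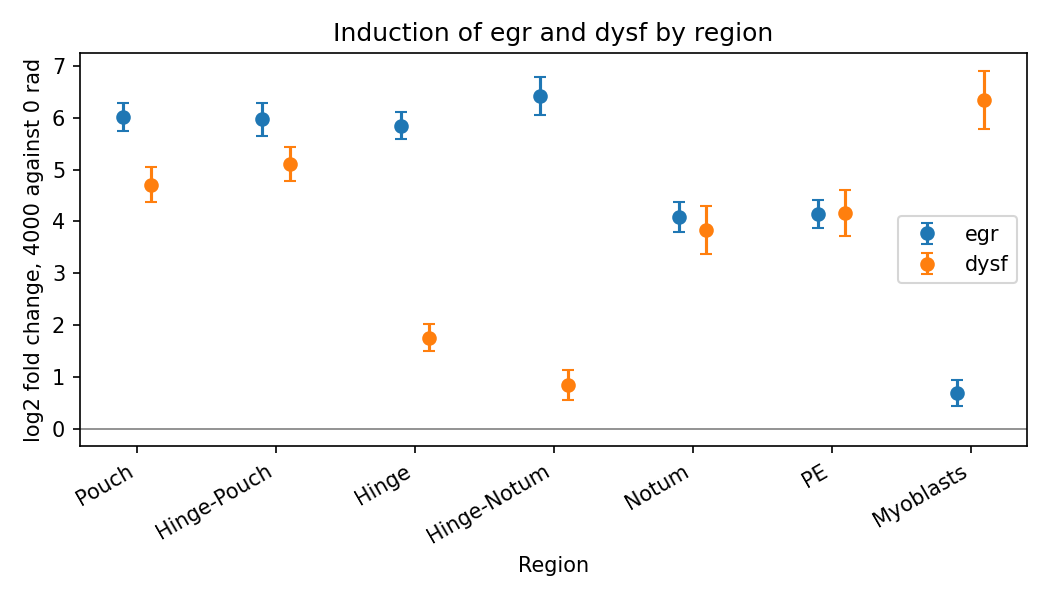
Log2 fold change between 4000 and 0 rad (vertical axis) of egr and dysf in each of the 7 broad regions (horizontal axis), as points with bars of 1 standard error, derived from edgeR's F statistic, on 2 samples per dose. The lowest point of egr, 0.68, is in myoblasts, and that of dysf, 0.84, is in the hinge-notum.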

The genes with the most marked changes in expression pattern, accounting for the top 5% of genes with the highest Euclidean distance between the two conditions, included the TNF ortholog *eiger* (*egr*) and the transcription factor *dysfusion* (*dysf*) (Figure 3H and I) whose expression changes from being relatively localized at 0 rad to being widespread at 4000 rad. To examine the relationship between expression distance and expression concentration in the seven broad regions, we also calculated the HHI score of genes using the proportion of mRNA in each broad region (‘BR-HHI;’ for BR-HHI score distributions, see Figure 3—figure supplement 1B) and plotted them against expression distance (Figure 3C). 

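Across the 3649 genes, distance between doses and BR-HHI at 4000 rad had a Spearman correlation of 0.352, computed over genes, which are not independent replicates. The 183 genes in the highest 5% of BR-HHI had a median distance of 0.107, and 66.1% of them scored below 0.13. Among the more abundant genes alone the correlation was 0.127. By distance, daw was at the 91.3 percentile of all genes, tup at the 18.1 percentile with a distance of 0.0246, and pnr at the 79.6 percentile with a distance of 0.0726.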

Genes with high BR-HHI scores in the 4000 rad condition (those whose expression is most heterogeneous among these regions) tended to have relatively low expression distance scores (e.g. *daw, tup, pnr),* indicating that they shared a similar pattern of expression at 0 rad. The reason for this similarity of expression pattern under the two conditions is not obvious. One possible explanation is that genes that are transcriptionally active under unirradiated conditions in some regions of the disc have more accessible chromatin configurations in those cells and are, therefore, more easily induced in those same cells following irradiation. Another is that induction of these genes occurs by the combined action of region-specific transcription factors and those that are induced by radiation.

### The TNF ortholog *eiger* is expressed relatively homogeneously in all PD regions, while ligands of the Toll, PDGF/VEGF, and JAK/STAT pathway show regionally induced expression

To examine differences in the expression of genes with high HHI scores more closely, we focused on the 14 ligands with the highest FC at the cluster level after X-ray exposure. Among the top 14 ligands were genes belonging to the TNF pathway, the Toll pathway, PDGF/VEGF-related pathway, and the JAK/STAT pathway.

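Over all cells, egr rose from 3.55 ± 0.954 CPM (SD, n = 2) at 0 rad to 65.5 ± 3.90 CPM (SD, n = 2) at 4000 rad (log2 fold change 4.20, standard error 0.286, adjusted p = 0.0235, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This corresponds to a 18.4-fold increase. With each sample left out in turn, the log2 fold change stayed between 3.94 and 4.52, and in epithelial cells only it was 5.18, the alternative that moved it most.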

The most highly induced and uniformly expressed ligand was the tumor necrosis factor (TNF) pathway activator *eiger* (*egr*), increasing more than 16-fold overall after irradiation (Figure 4A left) with an HHI score of 0.32 (Figure 4A right). 

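At 4000 rad the HHI score of egr over 37 clusters was 0.0306 (0.0306 and 0.0317 by replicate). Of the 25 ligands scored, shv, miple2, spi and Krn had lower scores, the lowest being 0.0280 for shv. Of the 14 ligands in the paper's Figure 4A, egr had the lowest score here, followed by Ser at 0.0347. The pouch held 19.5% of the summed cluster means of egr, the hinge 25.5%, the notum 21.5%, the PE 13.2% and the myoblasts 2.66%. By regional means the 7 shares ran from 12.2% in the hinge-pouch to 17.2% in the hinge-notum, with 12.9% in the myoblasts. Expression was higher at 4000 rad than at 0 rad in 37 of 37 clusters.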

In the 4000 rad condition, *egr* had the lowest HHI score among ligands, with expression in all major regions of the PD axis (Figure 4A right). 

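The receptor genes are grnd (FBgn0032682) on 2L from 18485417 to 18488021 and wgn (FBgn0030941) on X from 18624042 to 18634908 of BDGP6.54. Expression of grnd was 54.1 ± 1.27 CPM (SD, n = 2) at 0 rad and 79.0 ± 12.3 CPM (SD, n = 2) at 4000 rad, with an HHI of 0.0285 (0.0284 and 0.0294 by replicate). That of wgn was 21.8 ± 5.26 CPM (SD, n = 2) at 0 rad and 14.8 ± 1.83 CPM (SD, n = 2) at 4000 rad. Neither change passed the threshold with edgeR, with a log2 fold change of 0.55 for grnd (standard error 0.205, adjusted p = 0.522, edgeR) and -0.56 for wgn (standard error 0.258, adjusted p = 0.640, edgeR). The Wilcoxon test over cells called both. At 4000 rad, 57.0% of the summed cluster means of wgn lay in the pouch and 5.76% in the hinge-pouch.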

The two genes encoding *egr* receptors, *grnd,* and *wgn,* are expressed in the disc in both conditions. *grnd* had an overall positive fold change after X-ray exposure and is expressed relatively uniformly across clusters (HHI = 0.030), while *wgn* has an overall negative fold change and is concentrated in the pouch and hinge-pouch (Figure 4—figure supplement 2B). Eiger activates the JNK pathway, which was previously shown to function in promoting p53-independent cell death (McNamee and Brodsky, 2009).

The Toll pathway is well known as a branch of innate immunity in *Drosophila* that is also important in wound healing (Capilla et al., 2017; Carvalho et al., 2014). 

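The Toll pathway ligand genes on BDGP6.54 are spz (FBgn0003495) on 3R from 27064990 to 27070070 and spz3 (FBgn0031959) on 2L from 7873495 to 7879552. Expression of spz rose from 2.54 ± 0.403 CPM (SD, n = 2) at 0 rad to 14.0 ± 1.58 CPM (SD, n = 2) at 4000 rad (log2 fold change 2.46, standard error 0.268, adjusted p = 0.0455, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the density cutoff on genes per cell raised 1.5 times, spz no longer passed the threshold (adjusted p = 0.0502, edgeR), nor did it in epithelial cells only (adjusted p = 0.0510, edgeR). spz3 went from 9.24 ± 1.59 CPM (SD, n = 2) at 0 rad to 13.5 ± 2.32 CPM (SD, n = 2) at 4000 rad, a change that did not pass it with edgeR (log2 fold change 0.55, standard error 0.259, adjusted p = 0.655). HHI scores were 0.0569 (0.0572 and 0.0638 by replicate) for spz and 0.0323 (0.0329 and 0.0328 by replicate) for spz3.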

Two of six Toll pathway ligands were enriched after X-ray exposure, with *spz* (HHI = 0.060) being among the top 14 induced ligands, the second ligand being *spz3* (HHI = 0.034). For *spz*, the clusters of highest FC belonged to the pouch and hinge-pouch (Figure 4A left), with expression in the 4000 rad condition being concentrated in these regions (Figure 4A right). 

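By region, the log2 fold change of spz was 2.64 in the pouch (standard error 0.227, adjusted p = 0.0190, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment within the region), 2.25 in the hinge-pouch (standard error 0.229, adjusted p = 0.0126) and, not past the threshold, 2.38 in the hinge (standard error 0.371, adjusted p = 0.0605). In the PE it was 2.45 (adjusted p = 0.347, edgeR) and in myoblasts 4.41 (adjusted p = 0.222, edgeR), neither past the threshold. At 4000 rad, 51.9% of the summed cluster means of spz were in the pouch and 14.2% in the hinge-pouch. The difference in induction between regions did not pass the threshold (adjusted p = 0.160, edgeR's F test of dose by region).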

Seven of nine Toll receptors in *Drosophila* were also detected in the wing disc. Toll receptor genes *18 w, Tl, Toll-7,* and *Tollo* were detected at high levels, *Toll-9* at low levels, and *Tehao and Toll-6* at barely detectable levels. *18 w, Tl, Toll-7,* and *Tollo* were expressed in varying patterns across clusters and had overall reduced expression after X-ray exposure (For Toll receptors and their ligands, see Figure 4—figure supplement 1A, B).

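The receptor genes on BDGP6.54 are 18w (FBgn0287775) on 2R from 20111511 to 20116932 and Tl (FBgn0262473) on 3R from 26799041 to 26842403, with Toll-7 (FBgn0034476) on 2R from 19826578 to 19832973 and Tollo (FBgn0029114) on 3L from 15235619 to 15242832. Their log2 fold changes were -0.50 for 18w, -0.51 for Tl, -0.39 for Toll-7 and -0.45 for Tollo. None passed the threshold with edgeR, where adjusted p ranged from 0.623 to 0.762. All 4 were lower in each alternative analysis over samples, and the Wilcoxon test over cells called the 4 as decreased. Expression of Tl was 32.4 ± 0.411 CPM (SD, n = 2) at 0 rad and 22.7 ± 7.15 CPM (SD, n = 2) at 4000 rad.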

PDGF/VEGF-related signaling in *Drosophila* is known to function in cell migration and wound closure (Tsai et al., 2022). 

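On BDGP6.54, Pvf2 (FBgn0031888) lies on 2L from 7069536 to 7084635. Pvf1 rose from 2.84 ± 1.54 CPM (SD, n = 2) at 0 rad to 11.2 ± 1.94 CPM (SD, n = 2) at 4000 rad, a log2 fold change of 1.98 (standard error 0.437, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pvf2 went from 13.7 ± 1.58 CPM (SD, n = 2) at 0 rad to 26.7 ± 2.99 CPM (SD, n = 2) at 4000 rad (log2 fold change 0.96, standard error 0.222, adjusted p = 0.223, edgeR), and Pvf3 from 16.4 ± 3.04 CPM (SD, n = 2) at 0 rad to 20.5 ± 5.07 CPM (SD, n = 2) at 4000 rad (log2 fold change 0.32, standard error 0.272, adjusted p = 0.822, edgeR). None of the 3 passed the threshold with all samples in edgeR, whereas DESeq2 and edgeR with replicate number as a block called Pvf1 and Pvf2. With 1 sample left out edgeR called more genes than with all samples, so a call of Pvf1 there is no check of stability. In the hinge-notum the rise of Pvf2 was called (log2 fold change 2.55, standard error 0.350, adjusted p = 0.0344, edgeR within the region), and in myoblasts its log2 fold change was -0.72. The difference between regions was called for Pvf2 (adjusted p = 9.46e-05, edgeR's F test of dose by region).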

All three *Drosophila* PDGF/VEGF-related ligands, *Pvf1, Pvf2,* and *Pvf3,* were among the top 14 upregulated after X-ray exposure, with *Pvf1* and *Pvf2* having the highest overall FC (log_2_FC 2.14 and 1.07, respectively, Figure 5A left). 

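In the PE at 0 rad, Pvf1 was expressed at 11.0 ± 4.95 CPM (SD, n = 2), Pvf2 at 73.3 ± 0.390 CPM (SD, n = 2) and Pvf3 at 69.5 ± 3.77 CPM (SD, n = 2). The PE values at 4000 rad were 35.3 ± 4.21, 78.1 ± 4.63 and 90.1 ± 13.3 CPM (SD, n = 2 each). Of the summed cluster means at 0 rad, the PE held 47.1% for Pvf1, 61.4% for Pvf2 and 50.0% for Pvf3. By regional means the PE held 38.8% of Pvf3 at 0 rad and the myoblasts 38.0%.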

All three ligands showed a relatively high level of expression at 0 rad in the PE (Figure 4—figure supplement 1D) which was maintained at 4000 rad (4 A right). The three Pvf genes, *Pvf1*, *Pvf2,* and *Pvf3* had HHI scores of 0.102, 0.054, and 0.097, which reflect their relatively heterogeneous expression (Figure 4A right, Figure 4—figure supplement 1D). 

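The receptor gene Pvr (FBgn0032006) lies on 2L of BDGP6.54 from 8220980 to 8239878. Its expression was 28.7 ± 2.38 CPM (SD, n = 2) at 0 rad and 37.8 ± 1.61 CPM (SD, n = 2) at 4000 rad, an increase that did not pass the threshold with edgeR (log2 fold change 0.40, standard error 0.198, adjusted p = 0.685). Over the 37 clusters Pvr had an HHI of 0.0320 (0.0327 and 0.0323 by replicate) and was higher at 4000 rad in 32 of 37 clusters.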

The sole PDGF/VEGF receptor in *Drosophila*, *Pvr* (HHI = 0.034)*,* is expressed relatively uniformly across all clusters in both conditions, being slightly elevated in the 4000 rad condition, consistent with the possibility that all major regions of the disc are capable of responding to Pvf ligands.

**Figure 5.**
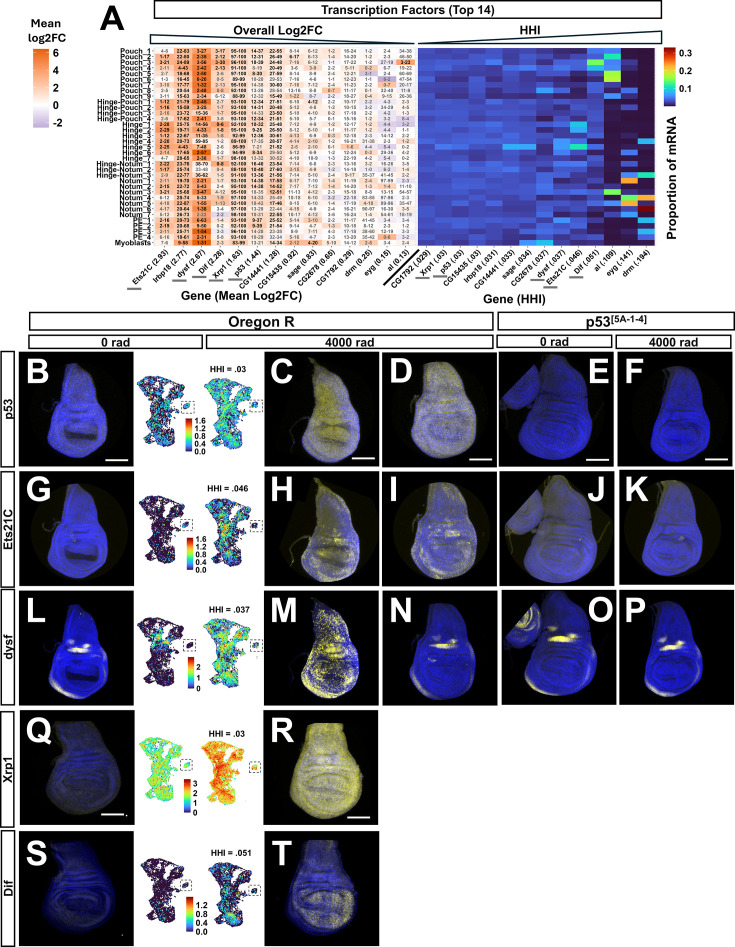
X-ray induced expression of transcription factors. (**A**) Heatmaps showing log_2_FC between conditions for each cluster (left) and proportion of total mRNA in each cluster at 4000 rad (right) of the top 14 transcription factors (TFs) ranked by max log_2_FC in any cluster. Generated in the same way as Figure 4A. Genes shown in panels (**B**–**T**) are underlined with gray bars in (**A**). (**B, G, L, Q, S**) hybridization chain reaction (HCR) of *p53, Ets21C, dysf, Xrp1,* and *Dif* at 0 rad in Oregon R wing discs. (**C, H, M, R, T**) HCR of the same genes at 4000 rad in Oregon R wing discs. For B–T, HCR signal is in yellow and DAPI in blue. To the right of 0 rad and left of 4000 rad HCR image is an expression UMAP of each gene in each condition. (**D, I, N**) Alternative irradiated wing disc showing non-induction of *dysf* after X-ray exposure. The myoblasts were cropped into the UMAP images for space, indicated by the dotted box around them. (**E, J, O**) HCR of *p53*, *Ets21C,* and *dysf* in *p53[5 A-1-4]* mutant wing discs at 0 rad. (**F, K, P**) HCR signal of the same genes at 4000 rad in p53[5 A-1-4] mutant wing discs.

**Figure 5—figure supplement 1.**
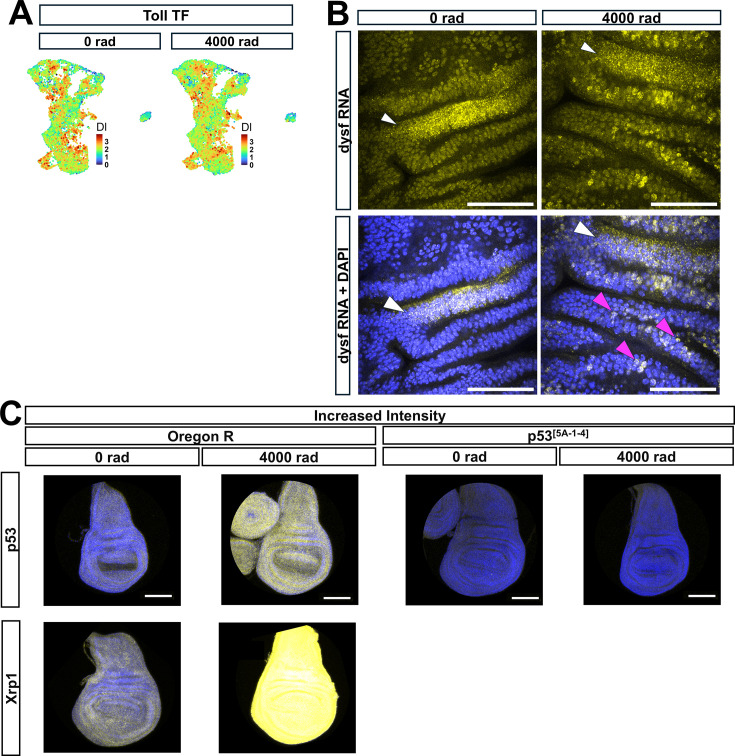
Expression UMAP of Toll transcription factor (TF), high magnification images of *dysf* hybridization chain reaction (HCR), and increased intensity images of *Xrp1* and *p53.* (**A**) Heatmap of the Toll TF *Dl.* (**B**) 63 X magnification images of *dysf* HCR. White arrowheads point to the location of normal developmental expression of *dysf* in the posterior hinge (pouch is below this location). Magenta arrowheads point to X-ray induced *dysf* mRNA which is localized to the nucleus. Scale bars are 50 μm. (**C**) HCR of *p53* and *Xrp1* with increased gain. For B and C, HCR signal is in yellow and DAPI is in blue. Images in each row have the same min/max display. Scale bars are 100 μm.

In *Drosophila,* the JAK/STAT pathway is required for normal development but is also known to be important for regeneration of the wing disc (Herrera and Bach, 2019; Katsuyama et al., 2015). 

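The JAK/STAT ligand gene upd2 (FBgn0030904) lies on X of BDGP6.54 from 18240654 to 18243284, and its expression rose from 0.404 ± 0.183 CPM (SD, n = 2) at 0 rad to 5.75 ± 1.84 CPM (SD, n = 2) at 4000 rad (log2 fold change 3.84, standard error 0.490, adjusted p = 0.0518, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called by DESeq2, with replicate number as a block and without the filter on low counts. Within regions, upd2 was called by edgeR in the pouch (log2 fold change 4.06, standard error 0.518, adjusted p = 0.0385), the hinge-pouch (3.63) and the hinge-notum (4.50), and in the hinge it was just short of the threshold (3.72, adjusted p = 0.0503, edgeR). These regional fits did not use the block. In myoblasts upd2 had too few counts for the test. Its induction was not found to differ between regions (adjusted p = 0.670, edgeR's F test of dose by region). upd3 rose from 0.370 ± 0.0358 CPM (SD, n = 2) at 0 rad to 1.56 ± 0.0990 CPM (SD, n = 2) at 4000 rad (log2 fold change 2.08, standard error 0.394, adjusted p = 0.142, edgeR; called by DESeq2 and with the block), with log2 fold changes of 2.90 in the pouch and 2.36 in the hinge-pouch, neither past the threshold in its region with edgeR. For upd3 the difference between regions was called (adjusted p = 0.0152, edgeR), but not with any 1 sample left out. For upd1, the log2 fold change was 1.27 in the hinge and 1.29 in the hinge-notum. The HHI score of upd2 was 0.0405 (0.0395 and 0.0449 by replicate).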

All three *Drosophila* JAK/STAT ligands, *upd1* (Harrison et al., 1998), *upd2* (Rajan and Perrimon, 2012)*,* and *upd3* (Romão et al., 2021), were among the top 14 most induced ligands in scRNA-seq: *upd1* was primarily induced in the hinge and hinge-notum after irradiation, with concentrated expression in these regions in the 4000 rad condition (HHI = 0.076), that matched a similar, but lesser pattern of expression at 0 rad (Figure 4A and 4B–4 C right). *upd2* and *upd3* were expressed at low levels across all clusters at 0 rad (Figure 4F and J). *upd2* was induced at varying levels in all PD regions of the disc epithelium as well as the myoblasts (HHI = 0.43), and *upd3* was primarily induced in the pouch and hinge-pouch after X-ray exposure (HHI = 0.81) (Figure 4G–K right). To validate these findings, we performed RNA in situ hybridization using hybridization chain reaction (HCR) on upd gene transcripts in the 0 and 4000 rad conditions. *upd1* displayed a previously characterized pattern of restricted expression in the hinge and hinge-notum (Johnstone et al., 2013) that was enhanced after irradiation, which was consistent with its expression UMAP (Figure 4B and C). *upd2* was most highly expressed in the hinge/pouch of the wing disc with low expression in the notum (Figure 4F–G). *upd3* was most strongly expressed in the pouch and hinge pouch with low/undetectable expression in the hinge, consistent with its expression UMAP (Figure 4K). The sole JAK/STAT receptor in *Drosophila*, *dome,* is expressed in all clusters at 0 rad with a slight increase in expression at 4000 rad (HHI = 0.031) (Figure 4—figure supplement 2A). Thus, for both the Pvf-family ligands and the upd-family ligands, expression of the ligands is relatively heterogeneous when compared to the receptors whose expression is more uniform.

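The gene dome (FBgn0043903) is located on X of BDGP6.54 from 19676061 to 19683518. It was expressed at 52.9 ± 6.28 CPM (SD, n = 2) at 0 rad and 60.2 ± 2.38 CPM (SD, n = 2) at 4000 rad, and the change did not pass the threshold with edgeR (log2 fold change 0.19, standard error 0.198, adjusted p = 0.861). Its HHI was 0.0292 (0.0295 and 0.0297 by replicate), and 29 of 37 clusters had a higher mean at 4000 rad.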

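On the scale where the lowest possible score is 0, ligand scores were 0.0713 (0.0693 and 0.0845 by replicate), 0.0240 (0.0320 and 0.0169 by replicate) and 0.0668 (0.0637 and 0.0697 by replicate) for Pvf1, Pvf2 and Pvf3, and 0.0500 (0.0480 and 0.0599 by replicate), 0.0139 (0.0128 and 0.0177 by replicate) and 0.0545 (0.0542 and 0.0623 by replicate) for upd1, upd2 and upd3. The receptors scored 0.00506 (0.00587 and 0.00463 by replicate) for Pvr and 0.00228 (0.00252 and 0.00196 by replicate) for dome, below each of their ligands in both irradiated samples.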

The expression of *upd2* and *upd3* in *RasV12* tumors has been shown to be dependent on p53 and confer tumor radiation resistance in *Drosophila* (Dong et al., 2021). We, therefore, sought to determine if radiation-induced expression of the upd genes required *p53* in normally developing irradiated wing discs. In wing discs carrying a near-complete deletion of *p53* (Xie and Golic, 2004), all three upd genes showed little to no induction after X-ray exposure (Figure 4H, I, L and M), unlike their wild-type counterparts. However, *upd1* in *p53* mutants had a normal pattern of expression in regions of the hinge before irradiation (Figure 4D), similar to wild-type wing discs. Together, these results indicate that X-ray induction of *upd1, upd2,* and *upd3* expression requires *p53*, while the normal developmental pattern of *upd1* expression is independent of *p53*.

### Transcription factors Dif and Ets21C are expressed heterogeneously in irradiated wing discs, while expression of p53, Irbp18, and Xrp1 is relatively homogenous

Similarly to ligands, we focused our attention on the TFs with the maximum FC in any cluster after X-ray exposure (Figure 5A). Among these 14 TFs were those involved in DDR and were previously shown to be upregulated after IR, including *p53, Irbp18, and Xrp1* (Akdemir et al., 2007; Brodsky et al., 2004; Khan and Baker, 2022), and *dysf*, a TF important for the development of several structures, including the trachea (Jiang and Crews, 2003), but yet to be characterized in the context of X-ray response. Also included were genes involved in regeneration (*Ets21C)*, immunity (*Dif*), and several predicted TFs with unknown functions (*CG14441, CG15435, CG2678, CG1729*).

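Over all cells, CG14441 (FBgn0029895) rose from 14.6 ± 5.74 CPM (SD, n = 2) at 0 rad to 34.4 ± 10.1 CPM (SD, n = 2) at 4000 rad (log2 fold change 1.23, standard error 0.361, adjusted p = 0.377, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and CG15435 (FBgn0031608) from 3.20 ± 2.09 CPM (SD, n = 2) at 0 rad to 5.37 ± 1.86 CPM (SD, n = 2) at 4000 rad (log2 fold change 0.75, standard error 0.536, adjusted p = 0.789, edgeR). Neither was called, though DESeq2 and edgeR with replicate number as a block called CG14441. The 4 genes are found on BDGP6.54 as Ets21C (FBgn0005660) on 2L from 544925 to 552923 and Dif (FBgn0011274) on 2L from 17413248 to 17433161, with CG14441 on X from 6699508 to 6719389 and CG15435 on 2L from 4459729 to 4461746. Ets21C changed from 1.21 ± 0.277 CPM (SD, n = 2) at 0 rad to 8.07 ± 1.85 CPM (SD, n = 2) at 4000 rad (log2 fold change 2.74, standard error 0.346, adjusted p = 0.0518, edgeR). For Dif the change was from 0.782 ± 0.0394 CPM (SD, n = 2) at 0 rad to 4.46 ± 1.47 CPM (SD, n = 2) at 4000 rad (log2 fold change 2.51, standard error 0.381, adjusted p = 0.0832, edgeR). DESeq2 and the block called both, and Ets21C was also called without the filter on low counts. CG2678, now named kipf, had too few counts for the test.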

*Xrp1* and *Irbp18* are two transcription factors important for DDR that form a heterodimeric unit (Francis et al., 2016) and are upregulated after irradiation (Akdemir et al., 2007). X-ray induced expression of *Irbp18* and *Xrp1* depends on p53*,* a master transcriptional regulator of DDR and apoptosis*,* which itself is upregulated after exposure to X-rays (Akdemir et al., 2007). *Irbp18, Xrp1,* and *p53* were enriched in every scRNA-seq cluster after irradiation, with relatively homogenous expression across them at 4000 rad (HHI scores of 0.031, 0.030, and 0.030, respectively) (Figure 5A, right). 

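Mean expression was higher at 4000 rad in 37 of 37 clusters for Irbp18, in 37 of 37 for Xrp1 and in 37 of 37 for p53. Their HHI scores were 0.0295 (0.0292 and 0.0300 by replicate), 0.0283 (0.0284 and 0.0288 by replicate) and 0.0291 (0.0289 and 0.0304 by replicate). Across the 7 regions, log2 fold changes ranged from 2.07 in the PE to 2.63 in myoblasts for Irbp18, from 1.35 in the PE to 1.73 in the hinge-notum for Xrp1, and from 0.77 in myoblasts to 1.54 in the PE for p53. Of these, the rise of Xrp1 passed the threshold with edgeR in the hinge (adjusted p = 0.0399) and the hinge-notum (adjusted p = 0.0370). Induction was not found to differ between regions for Xrp1 (adjusted p = 0.263, edgeR), p53 (adjusted p = 0.152, edgeR) or Irbp18 (adjusted p = 0.0709, edgeR). Over the 6 epithelial regions alone, tested after the data were seen, it was called for Xrp1 (adjusted p = 0.00873, edgeR) and Irbp18 (adjusted p = 0.0381, edgeR), and for Irbp18 also without TMM or without integration.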

We confirmed the homogenous expression patterns of *p*53 and *Xrp1* using HCR in the wing disc at 0 and 4000 rad (Figure 5B, C, Q and R; Figure 5—figure supplement 1C for increased gain at 0 rad).

Two TFs with heterogeneous expression after irradiation were the pro-regenerative TF *Ets21C* (Worley et al., 2022) and *Dif,* which is activated by the Toll pathway (Ip et al., 1993)*.* In scRNA-seq, *Dif* was expressed most highly in the pouch of the disc, though it was also present in other regions in the 4000 rad condition (HHI = 0.051) (Figure 5A right, 5T left). 

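At 4000 rad, 42.7% of the summed cluster means of Dif were in the pouch, 20.7% in the hinge and 14.6% in the notum. By regional means these shares were 33.6%, 13.2% and 12.0%, with 13.6% in the hinge-pouch. The HHI of Dif was 0.0494 (0.0538 and 0.0549 by replicate). The pouch was the region where edgeR called it, with a rise from 0.962 ± 0.141 CPM (SD, n = 2) to 8.23 ± 3.82 CPM (SD, n = 2, adjusted p = 0.0458 from edgeR, standard error of the log2 fold change 0.435). In the hinge-notum the log2 fold change was 3.46 (standard error 0.611, adjusted p = 0.0651, edgeR). The test of dose by region called Dif (adjusted p = 0.0198, edgeR), though not with any 1 sample left out or with limma.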

An HCR of *Dif* confirmed this pattern of expression (Figure 5T right). *Dl*, the other TF downstream of the Toll pathway was present in all scRNA-seq clusters at 4000 rad (Figure 5—figure supplement 1A). 

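Expression of dl (FBgn0260632, on 2L of BDGP6.54 from 17436830 to 17450364) was 50.0 ± 7.39 CPM (SD, n = 2) at 0 rad and 57.0 ± 6.90 CPM (SD, n = 2) at 4000 rad, a difference that did not pass the threshold (log2 fold change 0.19, standard error 0.216, adjusted p = 0.868, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its HHI was 0.0308 (0.0317 and 0.0304 by replicate).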

In the 4000 rad condition, *Ets21C* scRNA-seq expression was concentrated in the hinge, with lesser but present expression in other regions of the disc (HHI = 0.046) (Figure 5A right, 5 H left). 

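The HHI of Ets21C was 0.0441 (0.0445 and 0.0466 by replicate). At 4000 rad the hinge held 40.1% of its summed cluster means, the pouch 14.2% and the notum 15.3%. By regional means the hinge held 27.9%, the hinge-notum 19.8%, the pouch 9.49% and the notum 11.2%. The rise was called by edgeR in the hinge (log2 fold change 3.72, standard error 0.437, adjusted p = 0.0329) and in the PE (2.70), but not in the hinge-notum (3.36, adjusted p = 0.0739, edgeR). These regional fits did not use replicate number as a block, so a rise in the hinge-notum stays open. In myoblasts the log2 fold change of Ets21C was -0.064. The difference between regions was called (adjusted p = 0.00185, edgeR's F test of dose by region), except without 4000 rad replicate 1 (adjusted p = 0.0753, edgeR) or 2 (adjusted p = 0.140, edgeR).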

An HCR of *Ets21C* in irradiated wing discs confirmed this, with regions of high expression present in both the dorsal and ventral hinge (Figure 5H right). We next sought to determine if *Ets21C* required *p53* for its induction after X-ray exposure and performed HCR on *Ets21C* in *p53* mutant wing discs. *Ets21C* showed little to no expression before or after X-ray exposure in *p53* mutant wing discs (Figure 5J and K), indicating its dependence on *p53* for X-ray induction. This is consistent with previous work showing that p53 can activate the JNK pathway (Shlevkov and Morata, 2012)*,* and that *Ets21C* expression is JNK dependent, at least in tissues with overgrowth perturbations (Toggweiler et al., 2016), although it is also possible that p53 directly activates Ets21C transcription but only in some regions of the disc.

Another TF that drew our interest was *dysf*, which is required for the development of the larval tracheal system and adult leg joints (Córdoba and Estella, 2018; Jiang and Crews, 2003) but has yet to be described in the context of exogenous stressors. In scRNA-seq, *dysf* was less concentrated in expression across clusters relative to *Ets21C* and *Dif,* but more so than *p53, Xrp1, or Irbp18* at 4000 rad (Figure 5A, right)*.* HCR of *dysf* revealed expression in the dorsal and anterior-ventral hinge of the disc at 0 rad (Figure 5L, left), which was reflected in the scRNA-seq expression pattern (Figure 5L, right). 

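Over all cells dysf rose from 9.01 ± 3.60 CPM (SD, n = 2) at 0 rad to 57.9 ± 10.9 CPM (SD, n = 2) at 4000 rad (log2 fold change 2.68, standard error 0.350, adjusted p = 0.0518, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was called by DESeq2 and with replicate number as a block. Within regions edgeR called it in the pouch (log2 fold change 4.71, standard error 0.329, adjusted p = 0.00967), the hinge-pouch (5.12), the PE (4.16) and the myoblasts (6.34). It did not pass the threshold in the hinge (1.76, adjusted p = 0.0586, edgeR), in the notum (3.83, adjusted p = 0.0865, edgeR) or in the hinge-notum, where expression was 48.6 ± 15.1 CPM (SD, n = 2) at 0 rad and 86.7 ± 18.1 CPM (SD, n = 2) at 4000 rad. The value in myoblasts rests on 6 and 1 dysf UMIs in 0 rad replicates 1 and 2. These regional fits did not use the block. It raised the genes called from 72 to 713 in the hinge and from 7 to 367 in the notum. A rise of dysf in the regions where it was not called therefore stays open. The HHI score of dysf was 0.0348 (0.0369 and 0.0353 by replicate). Near-empty barcodes of 5 to 100 UMIs contained dysf at 2.85 and 10.5 CPM in the 0 rad samples and 41.1 and 49.5 CPM in the 4000 rad samples.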

At 4000 rad, *dysf* was additionally induced in all major PD regions (HHI = 0.037) (Figure 5M, right, see Figure 5M, left, for matched scRNA-seq expression). However, this induction was only observed in a subset of discs, as some irradiated discs showed no additional *dysf* expression after irradiation (Figure 5N). Importantly, irradiated discs with no induced *dysf* expression did show increased *Ets21C* and *p53* expression similar to those with X-ray-induced *dysf* (Figure 5D and I), supporting the fact that they weren’t excluded from X-ray exposure. These discs also displayed the developmentally regulated expression pattern of *dysf* present in unirradiated discs, indicating that the HCR probes used in this experiment were capable of detecting *dysf* RNA. The reason for the dramatic difference in *dysf* induction between subsets of discs is not known. From the scRNA-seq datasets, we know that X-ray-induced *dysf* is present in cells from both male and female larvae. 

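Cells were classed as male-like or female-like by the UMIs of roX1 and roX2, which male cells transcribe, with a threshold at the lowest density between the modes of their level, which separated cells without a roX UMI from all others. With each cell thinned to 5000 UMIs, at least 1 dysf UMI was found in 4.04% ± 2.04 (SD, n = 2) of male-like and 3.88% ± 1.93 (SD, n = 2) of female-like cells at 0 rad. At 4000 rad these shares were 20.3% ± 1.58 (SD, n = 2) and 19.5% ± 0.867 (SD, n = 2). Free RNA could give a dysf UMI to at most 1.73% and 1.72% of male-like and 1.74% and 1.75% of female-like cells of named regions in replicates 1 and 2 at 4000 rad. That limit, added after the values were seen, takes dysf in near-empty barcodes and the largest share of free RNA that region markers allow in each region. In the pouch 0.358% and 0.525% of cells in replicates 1 and 2 had a dysf UMI at 0 rad, at median depths before thinning of 24045 and 36025 UMIs. Pouch cells at 4000 rad had shares of 14.8% and 15.8% at median depths of 38916 and 31431 UMIs. A higher threshold of 244 CPM, chosen after the values were seen because 3002 cells hold only 1 to 3 roX UMIs, gave 20.9% and 19.2% at 4000 rad. Without thinning, the 4000 rad shares were 44.3% and 43.2%, the alternative that moved them most.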

One possible explanation is that discs may vary slightly in maturity and that *dysf* might simply not be induced in discs that are slightly more mature, as has been observed for several damage-responsive genes (Harris et al., 2020).

Interestingly, in those discs with additional *dysf* expression at 4000 rad, X-ray induced *dysf* RNA was localized to nuclei (Figure 5M, Figure 5—figure supplement 1B for higher magnification). In contrast, the regions of *dysf* expression present at 0 rad had no discernible biased subcellular localization of the RNA in either condition. The specific nuclear localization of X-ray-induced *dysf* RNA was unique among the genes we visualized with HCR.

When unirradiated *p53* mutant discs were probed for *dysf,* the wild-type expression pattern was present (Figure 5O). After X-ray exposure, no *p53* mutant discs were found to have additional *dysf* expression, though the expression pattern found in unirradiated discs was present (Figure 5P). Together, these results indicate that the pattern of *dysf* expression found in unperturbed wing discs is *p53* independent and the RNA is not restricted to the nucleus. In contrast, X-ray-induced *dysf* expression depends upon *p53,* its RNA is mostly localized to the nucleus and appears to occur in most but not all wild-type discs.

Taken together, these results indicate that, for IR-responsive transcription factors, some are induced homogeneously while others are expressed in specific regions. Moreover, at least two of the IR-induced transcription factors, *Ets21C* and *dysf,* require p53 for their induction, as has been shown for *Xrp1* by others (Brodsky et al., 2004; Khan and Baker, 2022). It is therefore likely that p53 functions in combination with other region-specific factors to enable IR-induced expression of *Ets21C* and *dysf*.

### Cell-cycle-based clustering of cells reveals an emergent, high-*tribbles* transcriptional state with increased expression of several genes encoding secreted proteins

So far, we have characterized heterogeneity at the territorial level. However, from prior studies, we know that there must be heterogeneity in cellular responses to radiation even within territories. This is because, at the dose of radiation used, some cells die while the remaining cells survive (Haynie and Bryant, 1977) and typically resume proliferation. It is likely that these two classes of cells are interspersed among each other. For clustering thus far, we have used Seurat v5’s standard pipeline, which calls upon the 2000 most variable genes in the dataset for clustering and dimensionality reduction, including UMAP. This results in clusters that are stratified based on the greatest sources of transcriptional variation at the global level. In the wing disc, the major sources of variation appear to be in genes that differ in expression along the PD axis, and thus the UMAP bears some similarities to the layout of the wing disc itself, where individual clusters are drawn from particular regions of the disc (Figure 1D). In such an approach, cells that differ in response to radiation are likely to be found in each cluster.

We, therefore, considered other methods of clustering that might emphasize differences in transcriptional response that are not dependent upon the location of the cell within the disc. One approach would be to base the clustering on genes that are known to vary between cells in a location-independent manner. Our previous work has shown that in populations of relatively homogeneous cells, such as the myoblasts of the wing disc, cell cycle genes can drive cell clustering (Everetts et al., 2021), and IR is known to affect the distribution of cells within the cell cycle.

To explore the relationship between cell-cycle state and X-ray response in our data, we applied a cell-cycle-based clustering approach. We performed dimensionality reduction and clustering on a manually curated list of 175 cell-cycle genes (Supplementary file 6). We note that separating cells into distinct phases of the cell cycle based on transcriptional profile alone is a notoriously difficult task for which several approaches have been developed (comprehensively reviewed in Guo and Chen, 2024). One type of approach, like the one used here, relies upon manually selected cell cycle marker genes to classify cells into different cell cycle phases. The 175 cell cycle genes used here are drawn from several sources (see methods) and represent our best guess at genes with core functions in different phases of the cell cycle.

For clustering, we applied the Louvain algorithm with a resolution parameter of 0.5, using the first 30 principal components (PCs, cell embeddings transformed with CCA-based integration) of the 175 cell cycle genes as variables, resulting in 6 total clusters. 

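Clustering was repeated on 174 of these genes, as 1 of the listed genes was not matched in the counts. Genes that change with irradiation were to be left out, but 0 of the 174 passed the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so that the clustering used the paper's list apart from that gene. The result was 6 clusters. A second clustering without the 34 genes with an absolute log2 fold change of at least 0.5, a list chosen after the data had been seen, used 140 genes and gave 5 clusters.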

For visualization of clusters, we ran UMAP on these same 30 PCs (Figure 6A–A’). Expression of the *tribbles* (*trbl*), a gene that antagonizes the G2/M transition and *PCNA,* which encodes a protein that functions during DNA replication is observed in different regions of the UMAP (Figure 6B, B’, C and C’). 

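In the cluster with the highest PCNA, normalized PCNA expression in replicates 1 and 2 was 7.55 and 6.39 at 0 rad and 4.91 and 5.82 at 4000 rad. In the same cluster Ts was 0.916 and 1.23 at 0 rad and 0.754 and 0.848 at 4000 rad, Claspin 1.10 and 1.07 at 0 rad and 0.440 and 0.797 at 4000 rad, and Mcm5 1.07 and 1.20 at 0 rad and 0.627 and 0.982 at 4000 rad. In 3 of 4 samples each of these genes was higher in this cluster than in all others. In 4000 rad replicate 1, PCNA, Claspin and Mcm5 were higher in the other PCNA-high cluster, at 5.37, 0.534 and 0.723.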

Of the 175 cell cycle genes used for clustering, cluster 3 was high in expression of S-phase genes, including *PCNA, Ts, Claspin,* and *Mcm5* (Figure 6D and Supplementary file 6). Cluster 5 was also high in many of the same S-phase genes, including *PCNA,* albeit to a lesser extent, but was also marked by three M-phase genes, *aurA, aurB,* and *bora* (Figure 6D and Supplementary file 6)*.* The high S-phase markers of cluster 3 (hereafter ‘high-*PCNA* cluster-a’) are consistent with this cluster containing cells in the G1/S phase of the cell cycle. 

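In cluster 5, PCNA was 5.23 and 4.32 at 0 rad. Normalized expression of aurA in that cluster was 0.549 and 0.558 at 0 rad and 0.609 and 0.464 at 4000 rad, that of aurB 1.32 and 1.19 at 0 rad and 1.25 and 0.828 at 4000 rad, and that of bora 0.234 and 0.178 at 0 rad and 0.152 and 0.157 at 4000 rad. Each was the highest of the 6 clusters in all 4 samples. In cluster 3, bora was 0.0329 and 0.0296 at 0 rad and 0.0442 and 0.0235 at 4000 rad.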

The high but slightly lower levels of these S phase markers, including *PCNA* in cluster 5, along with the expression of *aurA*, *aurB*, and *bora,* which are important for mitosis (Giet and Glover, 2001; Glover et al., 1995; Hutterer et al., 2006), is consistent with this cluster containing cells in late S/G2 (hereafter ‘high-*PCNA* cluster-b’). There was a notable reduction in the proportion of cells belonging to the high-*PCNA* cluster-a from 0 rad (~21% of cells) to 4000 rad (~8% of cells) (Figure 6E), indicating a reduction in the proportion of cells in this putative G1/S phase transcriptional state after X-ray exposure.

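High-PCNA cluster-a contained 20.6 ± 2.16% (SD, n = 2) of cells at 0 rad and 8.14 ± 1.02% (SD, n = 2) at 4000 rad. The difference exceeds the spread between replicates, but 2 samples against 2 cannot give a two-sided exact permutation p below 0.333, which is the p obtained. Clustered without the 34 genes that change most, the PCNA-high cluster held 13.6 ± 0.0581% (SD, n = 2) at 0 rad and 5.73 ± 2.59% (SD, n = 2) at 4000 rad. High-PCNA cluster-b held 8.96 and 9.63% at 0 rad, and 6.83 and 3.81% at 4000 rad. Clustering without integration moved the share at 4000 rad most among the alternatives, to 2.84 ± 2.21% (SD, n = 2).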

**Figure 6.**
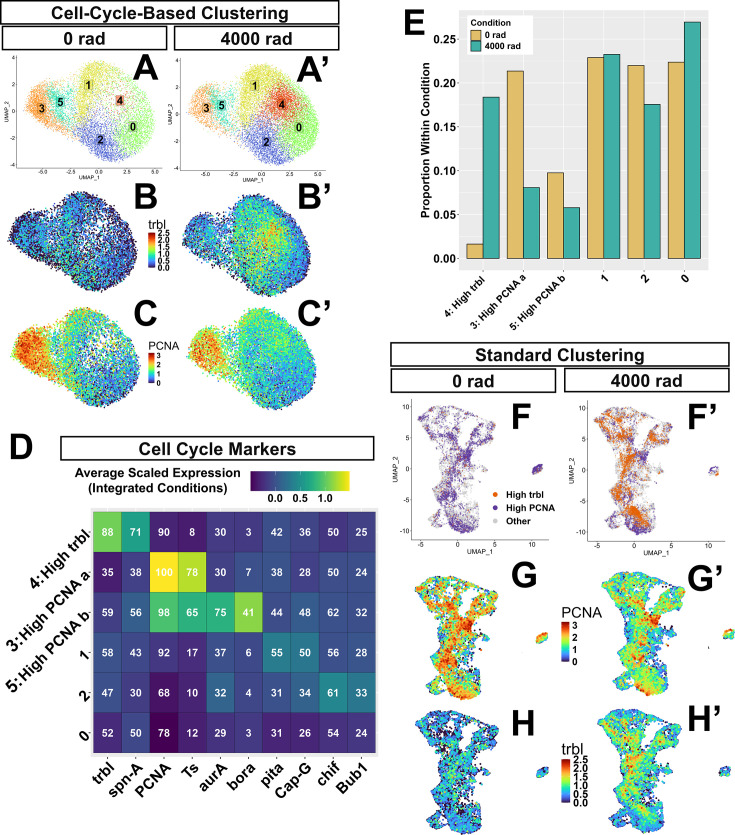
Clustering of cells on 175 cell cycle genes. (**A**–**A’**) Cluster UMAPs of data processed and clustered on cell cycle genes at 0 rad (**A**) and 4000 rad (**A’**). (**B**–**C’**) Expression of *trbl* and *PCNA* in this UMAP object at 0 rad (**B, C**) and 4000 rad (**B’, C’**). (**D**) Heatmap showing average scaled expression of cell cycle marker genes in each cell cycle cluster considering both integrated conditions. Numbers are the percent of cells expressing each gene in each cluster. (**E**) Bar plot showing the proportion of cells each cluster contributes to total cells at 0 rad (cream) and total cells at 4000 rad (teal) conditions. (**F**–**H’**) High-*trbl* cluster (in orange) and both high-*PCNA* clusters (in purple) from panels A-A’ mapped onto the standard UMAP at 0 rad (**F**) and 4000 rad (**F’**). (**G**–**H’**) Standard UMAPs showing expression of *PCNA* and *trbl* at 0 rad (**G, H**) and 4000 rad (**G’, H’**).

**Figure 6—figure supplement 1.**
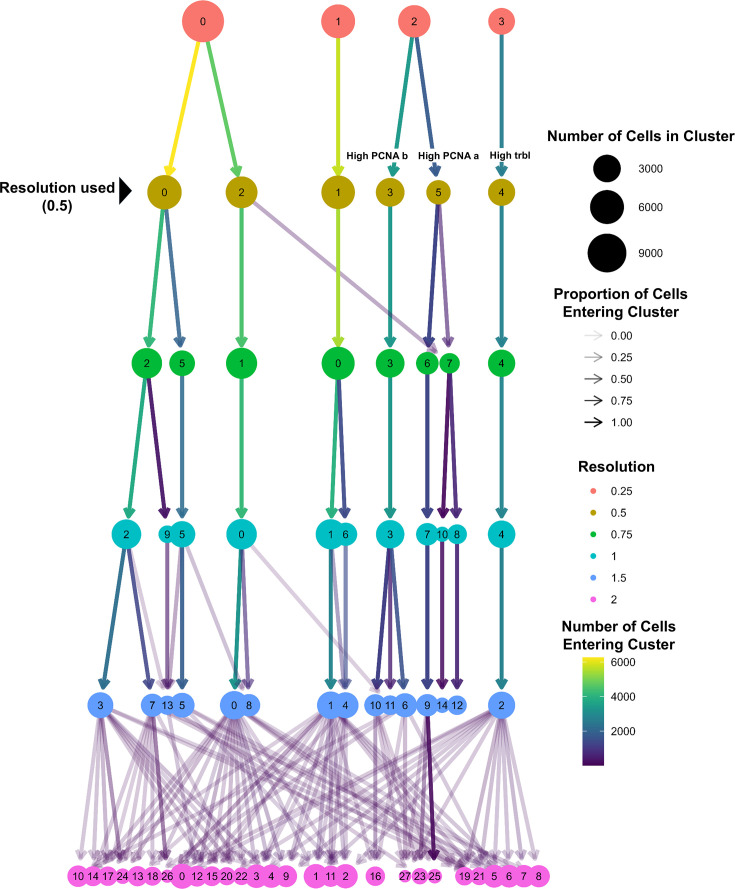
Cluster tree showing cluster stability at different clustering resolutions. Tree showing clusters generated using different Louvain clustering resolution parameters on the integrated principal component dimensions derived from the 175 cell cycle genes. Each node is a cluster (clusters are numbered in descending order of cluster size but the numbering is otherwise arbitrary). Each row of clusters from top to bottom are derived from increasing resolutions. Arrows represent cells moving from one cluster identity at a lower resolution to a different cluster identity at a higher resolution. Arrow color represents the number of cells making the transition, and arrow transparency represents the proportion of contribution of those cells to the new cluster.

**Figure 6—figure supplement 2.**
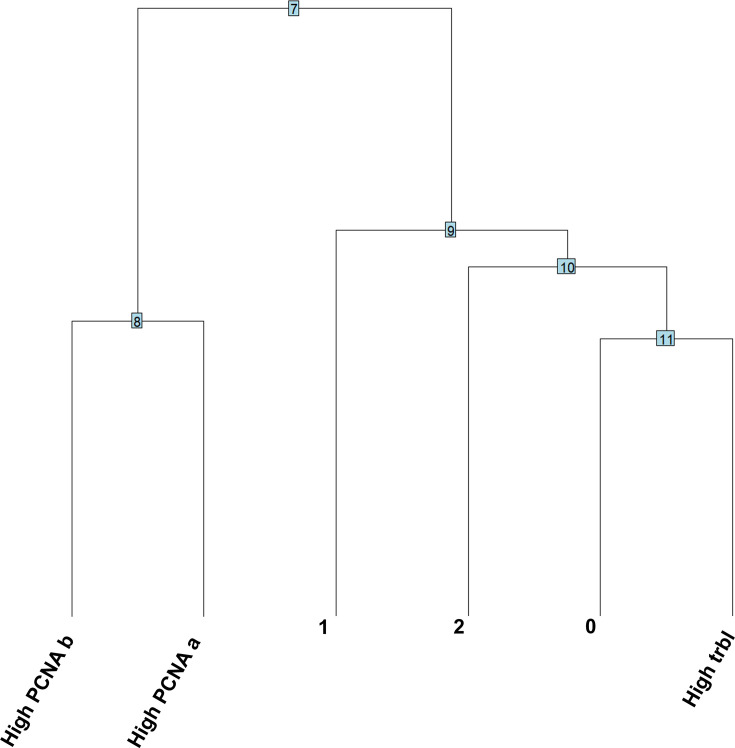
Dendrogram of cell-cycle-based cluster relationships. Dendrogram showing the relationship of cell-cycle-based clusters to one another in integrated PC space generated from 175 cell-cycle genes. Shorter lines represent a closer relationship; longer lines represent a more distant relationship.

**Figure 6—figure supplement 3.**
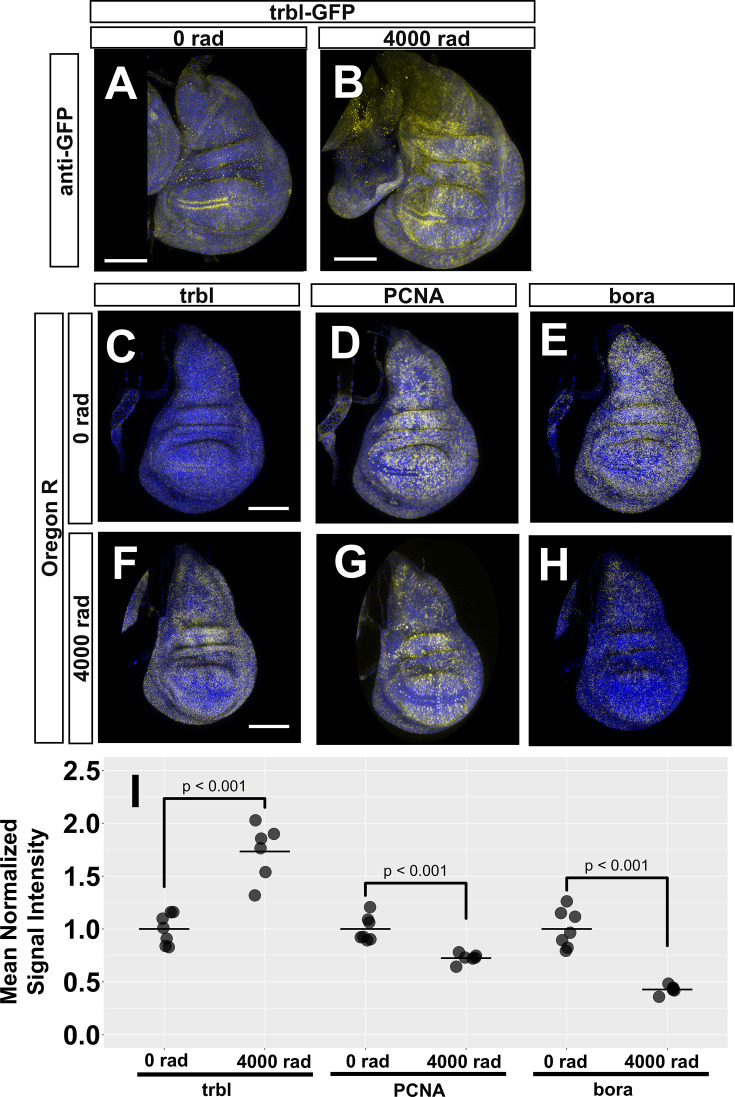
Expression of cell-cycle-based cluster markers. (**A**–**B**) Anti-GFP staining in unirradiated (**A**) and irradiated trbl-GFP wing discs (**B**). DAPI is blue and anti-GFP is yellow. (**C**–**H**) Hybridization chain reaction (HCR) of *trbl*, *PCNA*, and *bora* in unirradiated (**C**–**E**) and irradiated (**F**–**H**) Oregon R wing discs. HCR signal is yellow and DAPI is blue. (**I**) Quantification of *trbl*, *PCNA*, and *bora* HCR signal in unirradiated and irradiated discs. Intensity measurements were the mean intensity of each gene in the entire disc. For each gene, values were normalized to the mean intensity of the 0 rad condition. Two-tailed Welch’s t-tests were used to compare the values of each gene in irradiated to unirradiated conditions. All quantification was performed on max projections. P-values are above each comparison.

Cluster 4 was marked by the high expression of *trbl* (Figure 6D), which encodes a protein with sequence similarity to kinases, but which lacks kinase activity and generates a G2/M cell cycle arrest by inducing the degradation of the mitosis-promoting Cdc25-orthologous proteins String (Stg) and Twine (Twe) (Mata et al., 2000). Cluster 4 (hereafter ‘high-*trbl* cluster’) had the highest expression of *p53*, high levels of genes involved in both DNA synthesis and repair, such as *RPA1, RPA2, RPA3, and Spn-a,* and relatively low expression of *stg* (see Supplementary file 6 for complete list of cell-cycle cluster markers)*.* High *trbl* and low *stg* expression are consistent with this cluster containing cells arrested, or entering arrest, at the G2/M phase of the cell cycle. 

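The high-trbl cluster had normalized trbl expression of 0.330 and 0.445 at 0 rad and 1.16 and 1.49 at 4000 rad, the highest of the 6 clusters in every sample. Its p53 expression was 0.127 and 0.0899 at 0 rad and 0.260 and 0.240 at 4000 rad, its RPA1 expression 1.71 and 1.60, and its spn-A expression 0.505 and 0.450, both at 4000 rad. RPA3 was 3.44 and 4.72 at 4000 rad, and RPA2 was 1.43 and 1.57, against 1.75 and 2.20 in high-PCNA cluster-a. Expression of stg at 4000 rad was 1.14 and 1.27, the lowest of the 6 clusters, although cluster 0, with 1.20 and 1.33, was close to it. At 0 rad stg was 1.88 and 3.31 in the high-trbl cluster, above the 1.78 and 1.45 of cluster 0. The 0 rad cells of the high-trbl cluster were thus not the lowest in stg. Their PCNA was 2.83 and 3.46, against 1.41 and 1.23 in the cluster at 4000 rad. These genes were among those used to form the clusters.

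**Figure D2:**
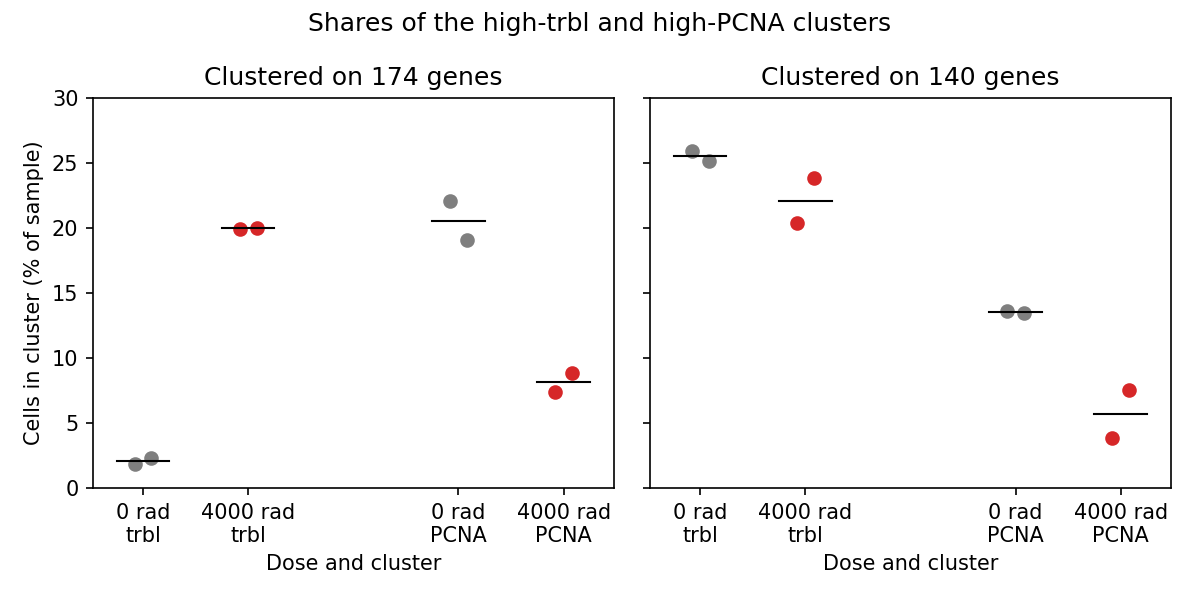
Share of cells (vertical axis, percent) in the high-trbl cluster and in high-PCNA cluster-a in each sample (points) with the mean of each dose (lines), clustered on 174 cell-cycle genes and on 140. On 174 genes the high-trbl points are at 1.86 and 2.30% at 0 rad and at 20.0 and 20.0% at 4000 rad.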

The high-*trbl* cluster contained few cells at 0 rad (~2%) with markedly increased representation at 4000 rad (~18%) (Figure 6E). 

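In this clustering, the high-trbl cluster held 2.08 ± 0.312% (SD, n = 2) of cells at 0 rad and 20.0 ± 0.0290% (SD, n = 2) at 4000 rad. All 4 samples show the increase, and 0.333 is the lowest two-sided exact permutation p that 2 samples against 2 allow. Clustered without the 34 genes that change most with irradiation, trbl among them, the cluster with the highest trbl held 25.5 ± 0.530% (SD, n = 2) at 0 rad and 22.1 ± 2.44% (SD, n = 2) at 4000 rad. In that clustering trbl was 0.546 in its highest cluster and 0.518 in the next, compared with 0.855 and 0.477 on the full list. Without integration, 2 clusters had similar trbl (0.570 and 0.507), and the highest held 38.5 ± 1.60% (SD, n = 2) at 4000 rad, the largest share among the alternatives.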

The large increase in the number of cells in this transcriptional state after irradiation is compatible with the large increase in G2/M cells after irradiation observed in vivo by other groups using the cell cycle reporter FUCCI and DNA content quantification using FACS (Ruiz-Losada et al., 2022). For cluster stability at different clustering resolutions, see Figure 6—figure supplement 1. For cluster relationships, see Figure 6—figure supplement 2.

To see how cells belonging to the high-*PCNA* and high-*trbl* clusters were distributed amongst clusters that were previously generated at a global level from the 2000 most variable genes in the dataset, we transferred cell-cycle-based cluster annotations onto our previously clustered data. We found that cells belonging to the high-*PCNA* and high-*trbl* clusters were distributed among each of the seven broad PD regions (Figure 6F and F’). 

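At 4000 rad the high-trbl cluster made up 21.4 and 24.2% of pouch cells in replicates 1 and 2, 20.7 and 16.4% of hinge cells, 16.6 and 19.0% of notum cells and 17.4 and 17.9% of PE cells. Its lowest shares were in myoblasts, at 14.3 and 15.3%. High-PCNA cluster-a held 5.84 and 4.16% of notum cells at 4000 rad and 26.2 and 29.8% of myoblasts. At 0 rad high-PCNA cluster-a held 36.0 and 37.9% of myoblasts, and 17.4 and 14.4% of pouch cells.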

As expected, within those broad regions, *PCNA* and *trbl* expression matched the distribution of high-*PCNA* and high-*trbl* cluster identities (Figure 6G–H’). Despite high-*PCNA* cells also occupying each major PD region of our single-cell data, EdU signal was notably higher in the hinge of irradiated discs compared to other regions (Figure 1M). To confirm the possibility that high-*PCNA* cells may be present across irradiated discs while DNA synthesis occurs primarily in the hinge, we performed HCR against *PCNA* in irradiated discs and found that cells expressing high levels of *PCNA* were present across the PD axis (Figure 6—figure supplement 3D, G, quantified in Figure 6—figure supplement 3I). We also visualized *bora*, a strong marker for the high-*PCNA*-cluster-b, and found *bora*-expressing cells across the PD axis of irradiated discs (Figure 6—figure supplement 3E, H). Similarly, cells that upregulated *trbl* were also found in most regions of the disc as visualized by expression of a *trbl*-GFP reporter (Figure 6—figure supplement 3A, B) and by HCR (Figure 6—figure supplement 3C, F, I). Taken together, these findings suggest that cells belonging to the high-*trbl*, high-*PCNA* a, and high-*PCNA* b clusters are interspersed throughout the PD axis of irradiated discs.

Next, we focused on differences in genes that were highly induced by X-ray irradiation (HIX; defined as X-ray induced genes >log_2_FC 1 between conditions, n=359) between cell cycle clusters. 

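At 4000 rad, mean scaled expression of rpr was 0.0682 in high-PCNA cluster-a and -0.0115 in high-PCNA cluster-b, against 0.838 in the high-trbl cluster. For hid the values were -0.243, -0.369 and 0.913, for Corp 0.0206, -0.0552 and 0.876, and for egr 0.0289, -0.141 and 1.15.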

At 4000 rad, both high-*PCNA* clusters had relatively low levels of many X-ray induced genes, including those involved in apoptosis (*rpr, hid, Corp, egr*). This was a general trend, with the average scaled expression across HIX genes being slightly lower in the high-*PCNA* clusters than in other clusters (Figure 7A). Both of these clusters had few positive X-ray induced markers (Supplementary file 7). In comparison, the high-*trbl* cluster showed a strong enrichment for many HIX genes, having the highest average scaled expression across all of these genes (303/359) compared to other clusters in the 4000 rad condition (Figure 7A).

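Over 358 HIX genes, mean scaled expression was 0.106 in high-PCNA cluster-a (0.122 and 0.0874 in replicates 1 and 2) and 0.0532 in high-PCNA cluster-b (0.0546 and 0.0496). Clusters 0, 1 and 2 had means of 0.117, 0.121 and 0.145. In replicate 1, the mean of high-PCNA cluster-a was above those of clusters 0 and 1, 0.102 and 0.109, so the lower value of that cluster does not hold in both replicates.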

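Of the HIX genes, 13 had their highest mean scaled expression in high-PCNA cluster-a and 13 in high-PCNA cluster-b.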

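The high-trbl cluster had the highest mean scaled expression for 252 of 358 HIX genes (70.4%), 238 and 259 in replicates 1 and 2 taken alone. Among 10000 random lists of other genes matched on mean expression, the median number was 39 and the highest 62. With each cell thinned to 5000 UMIs it was 238, and in the clustering without the 34 genes that change most, the alternative that moved it most, it was 113 for the cluster with the highest trbl. That cluster was hardly apart from the next in trbl, so 113 does not measure the high-trbl cluster itself. The mean over HIX genes was 0.470 in the high-trbl cluster (0.441 and 0.511 in replicates 1 and 2).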

**Figure 7.**
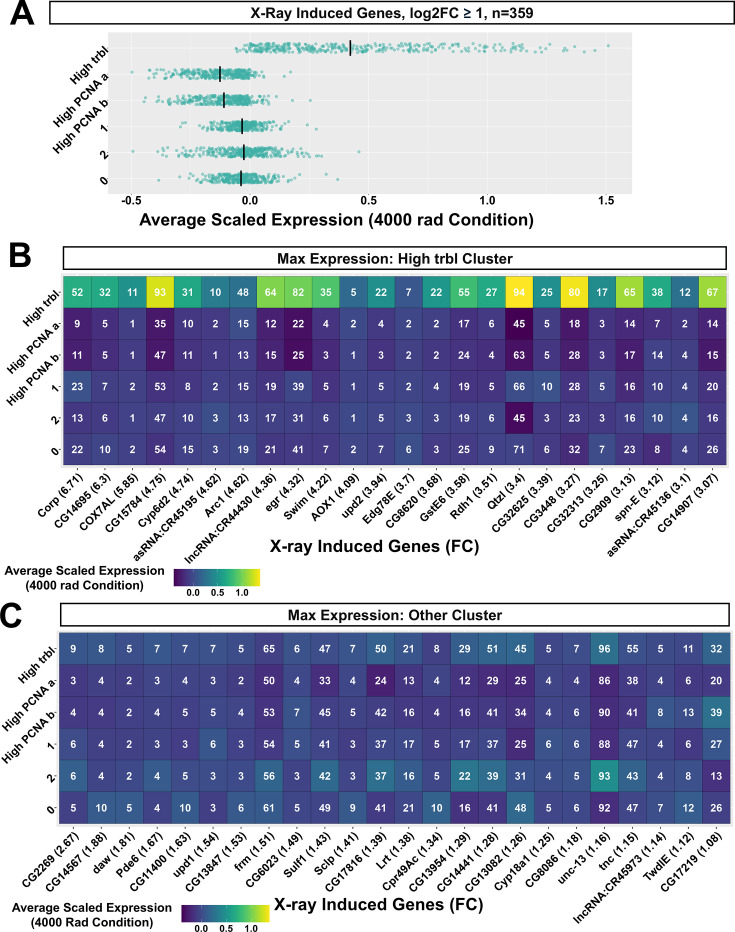
Differences in X-ray induced gene expression between cell-cycle-based clusters. (**A**) Mean scaled expression of X-ray induced genes with avg log_2_FC ≥1 between conditions. Mean-scaled expression values were calculated from cell-cycle-based clusters using cells from the 4000 rad condition only. Each row contains the same genes. (**B**) Heatmap showing the average scaled expression of the top 24 X-ray-induced genes with highest expression in the High-*trbl* Cluster. (**C**) 24 of the genes with maximum expression in a cell-cycle-based cluster other than the High-*trbl* Cluster. Numbers are the percentage of cells expressing the gene in each cluster. Only genes with ≥5% expression in any cluster at 4000 rad were selected from the initial 359.

**Figure 7—figure supplement 1.**
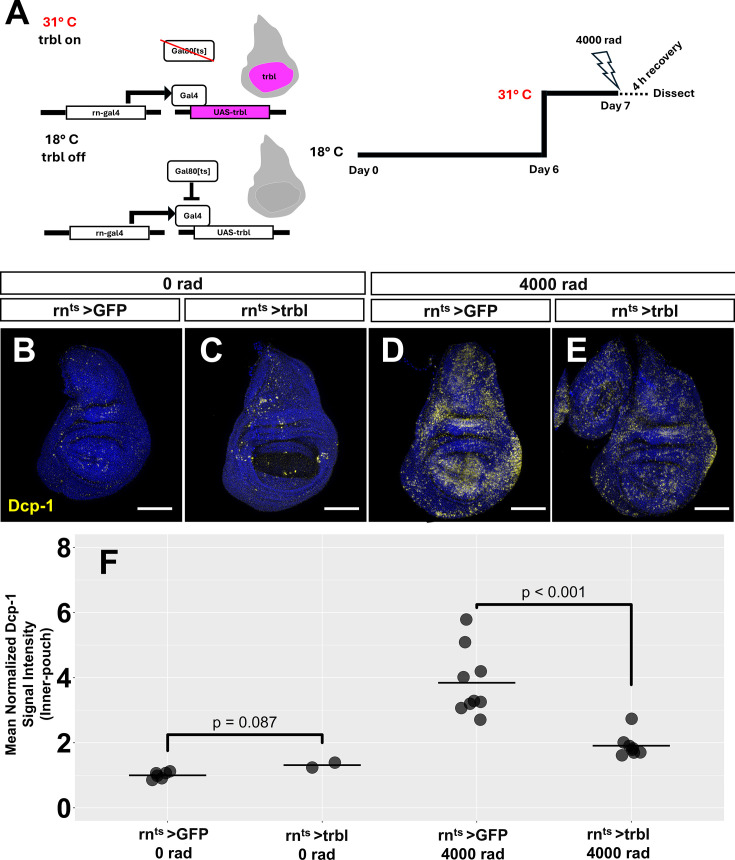
Effects of *trbl* overexpression on cell death. (**A**) Schematic of timed overexpression in wing discs. GFP or *trbl* were driven for 24 hr prior to irradiation and during recovery in the pouch using *rn-gal4* and *gal80^ts^*. (**B**–**E**) Dcp-1 antibody staining of unirradiated discs overexpressing GFP (**B**) or *trbl* (**C**) and irradiated discs expressing GFP (**D**) or *trbl* (**E**). Dcp-1 is yellow and DAPI is blue. (**F**) Quantification of the mean Dcp-1 signal in the inner-pouch of discs (the region within the fold nearest to the center of the pouch) from each condition in B–E. Values were normalized to the mean Dcp-1 signal in the *rnt^s^ >GFP*, 0 rad condition. Two-tailed Welch’s t-tests were used to compare Dcp-1 signal in *rnt^s^ >trbl* (n=2) *to rnt^s^ >GFP* (n=6) samples in the 0 rad condition and to compare *rnt^s^ >trb* (n=9) to *rnt^s^ >GFP* (n=8) samples in the 4000 rad condition. All quantification was performed on max projections. P-values are above each comparison.

**Figure 7—figure supplement 2.**
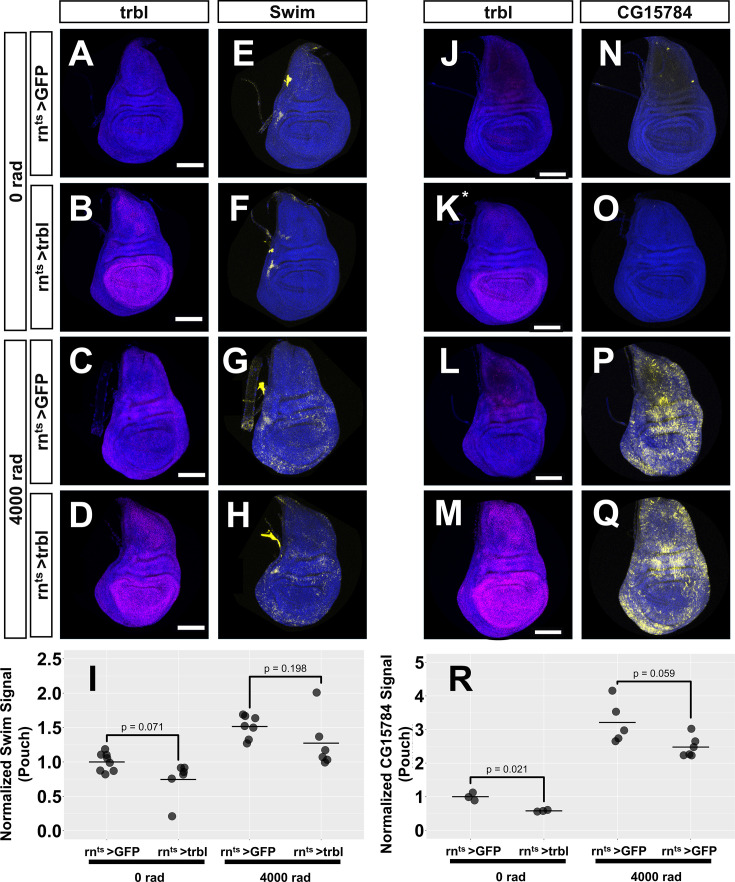
Effects of *trbl* overexpression on HIX genes *Swim* and *CG15784*. (**A**–**D**) Hybridization chain reaction (HCR) of *trbl* (magenta) in unirradiated *rnt^s^ >GFP* (**A**) or *rnt^s^ >trbl* wing discs (**B**) and irradiated *rnt^s^ >GFP* (**C**) or *rnt^s^ >trbl* discs (**D**). (**E**–**H**) HCR of *Swim* (yellow) in the same unirradiated *rnt^s^ >GFP* (**E**) *or rnt^s^ >trbl* discs (**F**) and the same irradiated *rnt^s^ >GFP* (**G**) or *rnt^s^ >trbl* discs (**H**). (**I**) Quantification of *Swim* in the pouch of discs from each condition of (**A**–**D**). Values were normalized to the mean *Swim* signal in the rnt^s^ >GFP, 0 rad condition. Two-tailed Welch’s t-tests were used to compare the *Swim* signal between irradiated and unirradiated *rnt^s^ >GFP* discs and to compare the *Swim* signal between irradiated and unirradiated *rnt^s^ >trbl* discs. All quantification was performed on max projections. P-values are above each comparison. (**J**–**M**) HCR of *trbl* (magenta) in unirradiated *rnt^s^ >GFP* (**J**) or *rnt^s^ >trbl* wing discs (**K**) and irradiated *rnt^s^ >GFP* (**L**) or *rnt^s^ >trbl* discs (**M**). * Next to K: in K, *trbl* signal was adjusted for brightness independently of J, L, and M, as this condition had a relatively weak *trbl* signal. (**N**–**R**) HCR of *CG15784* (yellow) in the same unirradiated *rnt^s^ >GFP* (**N**) or *rnt^s^ >trbl* discs (**O**) and the same irradiated *rnt^s^ >GFP* (**P**) or *rnt^s^ >trbl* discs (**Q**). For A–Q, DAPI is in blue. (**R**) Quantification of *CG15784* signal in the pouch of discs from each condition of (**A**–**D**). Values were normalized to the mean *CG15784* signal in the *rnt^s^ >GFP*, 0 rad condition. Two-tailed Welch’s t-tests were used to compare the *CG15784* signal between irradiated and unirradiated *rnt^s^ >GFP* discs and to compare the *CG15784* signal between irradiated and unirradiated *rnt^s^ >trbl* discs. All quantification was performed on max projections. P-values are above each comparison.

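UMIs were summed per irradiated sample and cell-cycle cluster, and the high-trbl cluster was compared with the mean of the other clusters, with sample as a fixed effect. Of 355 HIX genes outside the list used for clustering, 285 were called higher and 7 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 293 were called higher when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. Of 8610 other genes, 1736 were called higher. Log2 ratios of apoptosis genes were 0.91 for rpr (standard error 0.0583, adjusted p = 3.76e-08, edgeR), 1.08 for hid, 1.53 for Corp and 1.40 for egr. For DNA damage repair they were 1.14 for rad50, 1.22 for Irbp18, 1.00 for Ku80 and 1.04 for mre11, and for ROS-related genes 1.43 for GstE6, 1.03 for GstE7 and 0.59 for GstD1. All of these were called, with the smallest ratio in GstD1 (standard error 0.0587, adjusted p = 3.07e-06, edgeR) and the largest adjusted p in GstE7, 0.00149 (edgeR). In the cluster with the highest trbl formed without the 34 genes, the ratio of GstD1 was -0.37 (adjusted p = 0.000111, edgeR) and that of Irbp18 -0.13, while mre11, GstE6, GstE7 and Corp no longer passed the threshold. That cluster was hardly apart from the next in trbl (0.546 and 0.518), and its cells had 63.5% of the sample's median UMIs. Its ratios therefore cannot show whether the enrichment in the high-trbl cluster is stable.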

The high-*trbl* cluster was enriched in HIX genes involved in apoptosis (*rpr, hid, Corp, egr*), DNA damage repair (e.g. *rad50, Irbp18, Ku80, mre11*) and ROS-related genes (*GstE6, GstE7, GstD1*). Additionally, this cluster was enriched in HIX genes encoding a subset of TFs (*Ets21C, dysf,* and *Dif),* and secreted proteins *(Pvf2, upd2, upd3, and spz)* (for the complete list of markers, see Supplementary file 7). Most of these gene categories were represented among the top 24 HIX genes with highest expression in the high-*trbl* Cluster (Figure 7B). 

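In the same comparison the log2 ratios of the TFs were 1.27 for Ets21C, 1.04 for dysf and 1.81 for Dif, and those of the secreted proteins 1.06 for Pvf2, 1.63 for upd2, 1.73 for upd3 and 0.97 for spz. Each was called by edgeR, with standard errors from 0.0706 to 0.207. The largest adjusted p among the 7 was 1.83e-05 (edgeR). Clustered without the 34 genes, where the highest cluster was hardly apart from the next in trbl, upd2 no longer passed the threshold (0.29, adjusted p = 0.0915, edgeR).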

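Of the 358 HIX genes, 106 had their highest mean scaled expression in a cluster other than the high-trbl cluster, 44 in cluster 2, 25 in cluster 0 and 11 in cluster 1. At the lower resolution of 0.3, with 4 clusters, the number was 75.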

Though the majority of HIX genes were highest in the high-*trbl* cluster, 56/359 were generally more homogenous across cell-cycle-based clusters (Figure 7C), with none having relative expression in other clusters as high as those enriched in the high-*trbl* cluster (Figure 7A and C). These results suggest that a high-*trbl* transcriptional cell-cycle state, which accounts for approximately 18% of cells, is disproportionately associated with many X-ray induced changes in gene expression.

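The high-trbl cluster held 27.6% of the UMIs of HIX genes at 4000 rad, 19.5% of all UMIs and 20.0% of cells. The median log2 ratio of HIX genes in this cluster to the other clusters was 0.84, and that of other genes was -0.0083. Without the 34 genes that change most in the clustering, the median for HIX genes was 0.14, with 141 called higher and 62 lower by edgeR. The cluster with the highest trbl was then hardly apart from the next, so these values do not measure the high-trbl cluster itself.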

The high-*trbl* cluster was also enriched in two noteworthy HIX genes encoding secreted proteins: *Swim* and *Arc1.* Swim is a secreted protein that binds to Wingless and has been proposed to aid in its spreading, though this point is contended (McGough et al., 2020; Mulligan et al., 2012; Simões et al., 2022). 

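On BDGP6.54, Swim (FBgn0034709) lies on 2R from 22189817 to 22202671. Over all cells it rose from 0.723 ± 0.435 CPM (SD, n = 2) at 0 rad to 10.9 ± 3.23 CPM (SD, n = 2) at 4000 rad (log2 fold change 3.92, standard error 0.535, adjusted p = 0.0574, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), called by DESeq2 and with replicate number as a block. Within the irradiated samples, the log2 ratio of the high-trbl cluster to the others was 2.89 for Swim (standard error 0.113, adjusted p = 4.46e-10, edgeR) and 1.48 for Arc1 (standard error 0.162, adjusted p = 7.63e-06, edgeR). In the clustering without the 34 genes, where the highest cluster was hardly apart from the next in trbl, the ratio of Arc1 was -0.13, not past the threshold.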

*Arc1* is similar to retroviral gag proteins and has been primarily studied as a regulator of neural plasticity in *Drosophila* but was recently shown in a *RasV12* tumor model to be expressed in tumor-associated hemocytes, with a loss of function being associated with larger tumors, decreased pJNK, and decreased Dcp-1 activity in tumors (Khalili et al., 2023).

To determine if increased *trbl* expression affected cell survival after X-ray irradiation and whether it could alter expression of HIX genes enriched in the high-*trbl* cluster, we induced *trbl* for 24 hr prior to irradiation and during recovery using a temperature-sensitive gal4-based system (McGuire et al., 2003; Figure 7—figure supplement 1A). We observed an obvious reduction in cell death in irradiated discs overexpressing *trbl* compared to controls expressing GFP (Figure 7—figure supplement 1B–F). The reduction in cell death observed in *trbl* over-expressing discs is consistent with prior observations that X-ray-induced cell death in the wing disc is reduced when genes that promote G2-M transition are knocked down and cells are arrested in G2 (Ruiz-Losada et al., 2022). We also examined effects on two HIX genes with high enrichment in the high-*trbl* cluster: *Swim* and *CG15784*. For both genes, we found that overexpression of *trbl* in the pouch resulted in little or no difference in their expression before or after irradiation compared to controls (Figure 7—figure supplement 2A–R).

In conclusion, our results are consistent with transcriptional states that likely correspond to early and late S-phase being reduced in proportion after X-ray exposure, and cells accumulating in what might be a normally uncommon transcriptional state that could correspond to a G2/M arrest. Cells in the putative G1/S and S/G2 states have relatively low expression of many HIX genes. In contrast, cells in the putative G2/M stalled state show relatively high expression of many HIX genes and seem to be responsible for a disproportionate amount[1] of X-ray-induced gene expression. Increased expression of *trbl* does seem to offer some radioprotection, but in itself, does not result in increased expression of two of the HIX genes that we examined.

### Simultaneously visualizing two levels of heterogeneity

To compare the level of heterogeneity that was observed using the two clustering approaches for individual genes, we plotted their two HHI scores on a two-dimensional plot where the X-axis shows the score obtained using cell-cycle-based clustering and the Y-axis shows the score obtained from the clusters obtained with the standard Seurat pipeline (Figure 8). For these plots, we used transformed HHI scores where the original HHI scores, which ranged from 1 /N to 1 (where N represents the number of clusters), were re-mapped to a range from 0 to 1. Importantly, the two parameters cannot be truly orthogonal since the cell cycle state likely makes some contribution to the clustering using the standard pipeline and because a cell’s location in the disc might affect its behavior with respect to the cell cycle. Additionally, the distribution of HHI scores with respect to any parameter changes with the number of clusters being analyzed - thus, the values on the two axes are not directly comparable. With these caveats in mind, these plots provide us with a sense of the extent of heterogeneity of expression that each gene displays when assessed in each of these two ways and allows us to compare the relative HHI scores of genes on each axis to each other.

**Figure 8.**
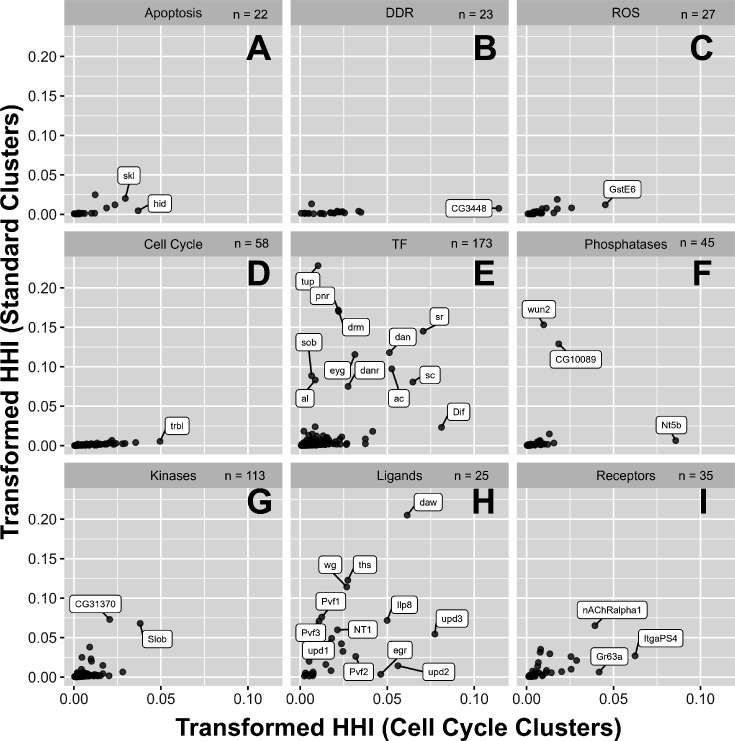
Herfindahl-Hirschman Index (HH)I scoring of categorical genes in standard clusters vs cell-cycle-based clusters. (**A**–**I**) Transformed HHI scores calculated using the 35 standard clusters (y-axis) and the six cell-cycle-based clusters (x-axis). Genes used were the 521 categorical genes shown previously in Figure 3A. Scores were calculated using cells from the 4000 rad condition only. Genes displayed encode for proteins involved in apoptosis (**A**), DNA damage response (DDR) (**B**), reactive oxygen species (ROS) (**C**), cell cycle (**D**), transcription factors (TFs) (**E**), phosphatases (**F**), kinases (**G**), ligands (**H**), and receptors (**I**). Genes are labeled where space permits but were otherwise chosen for labeling arbitrarily.

As can be seen from the plots, genes encoding components of the DDR and regulators of ROS levels, apoptosis, and cell cycle progression have low HHI scores with little variation when standard clustering is used (Figure 8A–D). These genes are likely to be expressed homogenously across regions in the disc. In comparison, when HHI scores are generated for genes in these categories using cell-cycle-based clustering, their HHI scores have greater variation, with some genes having much higher scores than others (e.g. *CG3448* in DDR). Such genes should, in theory, display little heterogeneity in their expression across different regions of the disc while showing greater variation in expression associated with cell-cycle transcriptome state. Genes encoding TFs (Figure 8E) and ligands (Figure 8H) contain many genes with relatively high scores on either or both axes, indicating these genes are most heterogeneous with regard to regions (e.g. *tup*), cell cycle transcriptome state (e.g. *Dif)*, or a combination of both (e.g. *sr*). Phosphatases, kinases, and receptors had an intermediate range of HHI scores with regard to both axes (Figure 8F, G and I).

## Discussion

An important shift in our understanding of biological systems in recent decades has been an increasing awareness of heterogeneity. This applies at multiple levels – from molecules to cells. At the level of cells, even individual cells in microbial communities have considerable phenotypic diversity, especially in response to changes in environmental conditions (Ackermann, 2015). Thus, it is likely that cells in mammalian tissues, which are often composed of many different types of cells, will display diverse responses to external stressors, such as ionizing radiation. Only recently have single-cell approaches been used to study the effects of ionizing radiation on complex tissues, for example (Lu et al., 2023; Mills et al., 2025; Morral et al., 2024; Mukherjee et al., 2021; Sheng et al., 2020; Yuan et al., 2023). These studies have mostly focused on changes in cellular composition following radiation, or on characterizing particular subpopulations of cells, rather than attempting to address the overall types of heterogeneity in IR response within and between cell types.

To make the study of heterogeneity of cellular responses to radiation more tractable, we have used a relatively simple and homogenous tissue, the *Drosophila* wing disc which is mostly composed of two different cell types (reviewed by Tripathi and Irvine, 2022). Each wing disc is composed of a little over 30,000 epithelial cells (Martín et al., 2009) and approximately 2500 myoblasts (Gunage et al., 2014). This has allowed us to look for differences in the way cells in different parts of the wing disc respond to radiation without the complication of diverse cell types. Our studies have uncovered two kinds of heterogeneity: inter-regional and intra-regional (Figure 9). Inter-regional heterogeneity is where some genes are upregulated far more in some territories of the wing disc than in others (Figure 9A). Intra-regional heterogeneity is manifest in all major PD regions of the wing disc. Here, cells with different types of radiation-responsive transcriptomes are interspersed among each other (Figure 9B).

**Figure 9.**
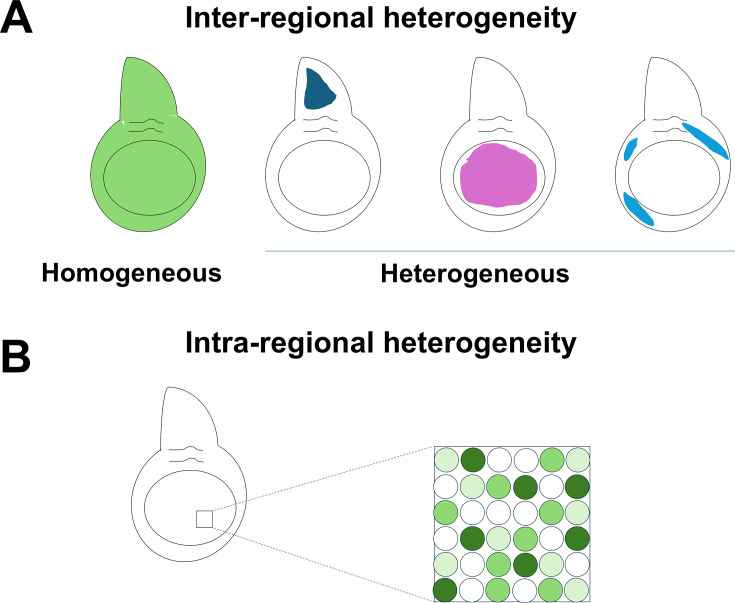
Two types of heterogeneity following X-ray irradiation. (**A**) Inter-regional heterogeneity. Many genes are expressed uniformly while some are expressed in specific territories following irradiation. (**B**) Intra-regional heterogeneity. In the example shown, a gene is expressed at high levels in some cells, intermediate levels in some, and no expression in others. Cells with different levels of expression are interspersed.

### Using the Herfindahl-Hirschman Index to assess heterogeneity in single-cell datasets

Studies that use scRNA-seq or multiomics frequently characterize differences in gene expression between clusters but typically do not use quantitative approaches to examine the extent of heterogeneity between clusters on a genome-wide level. To rank genes with respect to heterogeneity of expression between clusters, we have used the Herfindahl-Hirschman Index (HHI), which is a simple mathematical tool most typically used by economists to study market concentration (Herfindahl, 1950; Hirschman, 1945). This and other mathematical ways of calculating heterogeneity are summarized by Steele et al., 2022. In the context of our application, a low HHI score indicates a lower level of concentration or more homogenous expression, while a higher score indicates that most of the expression occurs in one or a few clusters. While the score of the index for any given gene is not particularly useful in isolation, ranking genes with the HHI has allowed us to identify those genes that are expressed more homogeneously among clusters as opposed to those that are expressed primarily in a few clusters. When we have used the conventional Seurat pipeline, a higher HHI score typically identifies genes that are expressed in a subset of territories in the wing disc, i.e., inter-regional heterogeneity. When applied to clusters generated using a curated set of cell cycle genes, a high HHI score indicates that a given gene is preferentially expressed in a subset of cells with a particular transcriptome state of cell cycle genes. This type of intra-regional heterogeneity is observed in all PD regions of the disc. Thus, these two types of heterogeneity can be shown simultaneously using a two-dimensional plot (Figure 8). Given that the same tissue can be analyzed using a variety of cellular parameters (e.g. chromatin accessibility, proteomic approaches), cells can be clustered using each of these approaches, and an HHI score for each gene could be calculated with respect to that parameter. In principle, each gene could then be assigned a multi-dimensional HHI score that reflects its heterogeneity with respect to each parameter.

### Characterization of inter-regional heterogeneity

Since DNA damage, as assessed by p-H2Av immunofluorescence, is distributed throughout the disc, it is unsurprising that most genes upregulated in response to DNA damage are also expressed in most regions of the disc. These include genes encoding proteins that repair DNA damage, inactivate ROS, as well as those that regulate cell cycle responses and apoptosis in response to DNA damage. This also applies to the key transcription factor considered to regulate many of the transcriptional responses to DNA damage, p53. We find that heterogeneous expression with respect to geographical territories in the wing disc is most evident among genes encoding transcription factors and secreted ligands and is also found occasionally among receptors and signal transducers, such as kinases and phosphatases.

Why are these genes expressed heterogeneously? By manually inspecting gene expression, we find that in many cases, the expression pattern following irradiation is similar to that in unirradiated discs. Like our approach using the HHI, we have used a Euclidean distance measure in seven-dimensional space to rank the difference in expression pattern with respect to the seven major regions of the disc under the two conditions (unirradiated versus irradiated) (Figure 3C). Genes with an especially low Euclidean distance have more similar patterns of expression between the two conditions. Clear examples of this are *dawdle* (*daw*) which encodes a ligand for an activin receptor, and *upd1* which encodes a ligand upstream of the JAK/STAT pathway. Both genes have similar patterns of expression under the two conditions but are expressed at higher levels in the same regions after irradiation. Why might this happen? One possibility is that the increased expression of these genes requires both a region-specific transcription factor and a transcription factor induced by irradiation. An alternative possibility is that the chromatin state of such genes might reflect their pattern of expression in the unirradiated disc; a radiation-induced transcription factor might bind more readily to genes that already have more accessible chromatin. Both explanations are consistent with our observation that the non-uniform upregulation of several radiation-induced genes, including *upd2*, *upd3,* and *Ets21C* requires the function of *p53,* which is induced by X-ray irradiation yet expressed in all territories of the disc.

For genes, such as the JAK/STAT ligands *upd2* and *upd3*, expression is clearly non-uniform after radiation. Yet in the unirradiated condition, expression is minimally present or not detected. This pattern of induction is more difficult to explain. It is possible that *upd2* and *upd3* might be expressed at extremely low levels in unirradiated discs in patterns similar to their pattern of induction. Also possible is that the chromatin state of these genes, even if they are not expressed in the unirradiated disc, shows inter-regional heterogeneity. This non-uniform induction was also observed with the transcription factor *Ets21C*, which is known to be necessary for regeneration of the wing pouch after its ablation (Worley et al., 2022). Our identification of many genes that likely play an important role in IR response with inter-regional differences in their induction indicates that this phenomenon is relatively widespread and that its mechanistic basis merits further investigation.

### Intra-regional heterogeneity: cells with a particular cell cycle transcriptome have the highest levels of expression of damage-responsive genes after irradiation

Since the standard Seurat pipeline, when applied to the wing disc, generated clusters that most reflect a cell’s location in the wing disc, we tried alternative approaches that could separate cells into clusters that were agnostic to their location in the disc. Using a curated set of cell cycle genes, we were able to separate cells into six clusters. One cluster accounted for only 2% of cells in the unirradiated state but 18% of cells following irradiation. This cluster was marked by high expression of the *trbl* gene which encodes a pseudokinase that promotes the degradation of the Cdc25 ortholog String (Mata et al., 2000). Based on their transcriptome, cells in this cluster are likely to be in G2 and prevented from entering mitosis.

Unexpectedly, *p53*, as well as genes involved in DNA repair, apoptosis, and inactivation of ROS were all most highly expressed in this cluster at 4000 rad, as were the majority of radiation-induced genes. Thus, rather than being expressed uniformly in all cells, expression of many radiation-induced genes shows strong intra-regional heterogeneity with the highest expression found in a subpopulation that occupies a particular cell cycle transcriptome state. This same high-*trbl* cluster also expresses higher levels of the transcription factor *Ets21C* as well as genes encoding a variety of secreted ligands, such as *Pvf2, upd2, upd3,* and *spz*. Studies of regeneration in recent years have identified situations where subsets of cells function to organize regenerative proliferation by secreting factors that promote the survival and proliferation of other cells (Aztekin et al., 2019). Indeed, following ablation of the wing pouch, a localized subpopulation of cells likely arrested in G2 (Cosolo et al., 2019) promotes the proliferation of surrounding cells (Worley et al., 2022). In the case of diffuse damage, such as that elicited by X-ray exposure, the analogous population of organizing cells could be dispersed throughout the disc and interspersed with other cells. Cells belonging to the high-*trbl* cluster could potentially represent such a population.

We have also shown that increasing *trbl* expression reduces the extent of apoptosis suggesting that the cells in the high-*trbl* cluster could also be more radioresistant. This is consistent with previous work that has shown that cells that seem stalled in G2 after exposure to the TNF ortholog *egr* are relatively resistant to JNK-induced apoptosis (Cosolo et al., 2019) and that reducing activity of *string*, which promotes G2/M progression, confers some level of protection from X-ray-induced apoptosis (Ruiz-Losada et al., 2022). We also found that increasing *trbl* expression did not increase the expression of two other HIX genes implying that other factors, that may or may not be cell-cycle dependent, are necessary for their upregulation.

### Functional consequences of heterogeneity

Many of the genes that display inter-regional heterogeneity have been implicated previously in regulating cell survival and proliferation, as well as in activating mechanisms that function during regeneration. These include the *upd2* and *upd3* genes, and the transcription factor *Ets21C*. Previous work has shown that a region of the wing disc, the dorsal hinge, is more resistant to apoptosis following irradiation, and that this resistance is dependent upon increased JAK/STAT signaling in that region (Verghese and Su, 2016). It is, therefore, likely that many of the examples that we have observed of inter-regional heterogeneity have functional consequences. A systematic disruption of all genes that display heterogeneous patterns of expression would give us a more complete view of this phenomenon.

The observation that the majority of HIX genes are most expressed in a subset of cells defined by the expression of particular cell cycle genes was an unexpected finding of our analysis. This could imply that cells must be in this state to most effectively turn on these genes. Alternatively, the suite of genes that are expressed most after irradiation could push the cells to a particular cell cycle state. Such a state might be more conducive to the repair of cellular damage and to promote local and systemic responses to radiation that facilitate recovery. Further study of this phenomenon could enable ways of using cell cycle manipulations to alter radiosensitivity.

### Concluding remarks

Our studies have focused on one time point at one developmental stage in a relatively simple tissue. The levels of heterogeneity that we have uncovered here suggest that heterogeneity in response to radiation must be far more widespread and complex in tissues, such as mammalian organs that are composed of many different types of cells. The approach and the methods of analysis used here should be applicable, with appropriate modifications, to these more complex situations.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Drosophila melanogaster*)	Oregon R	Bloomington *Drosophila* Stock Center	Stock #25211; RRID:BDSC_25211	
Strain, strain background (*Drosophila melanogaster*)	p53[5 A-1-4]	Bloomington *Drosophila* Stock Center	Stock #6815; RRID:BDSC_6815	
Strain, strain background (*Drosophila melanogaster*)	UAS-trbl	Bloomington *Drosophila* Stock Center	Stock #58493; RRID:BDSC_58493	
Strain, strain background (*Drosophila melanogaster*)	UAS-GFP	Bloomington *Drosophila* Stock Center	Stock #4776; RRID:BDSC_4776	
Strain, strain background (*Drosophila melanogaster*)	trbl-GFP	Bloomington *Drosophila* Stock Center	Stock #61654; RRID:BDSC_61654	
Antibody	Rabbit anti-H2AvD-pS13 (polyclonal)	Rockland	Cat #600-401-914; RRID:AB_828383	(Dilution used = 1:250)
Antibody	Rabbit anti-Dcp-1 (polyclonal)	Cell Signaling	Cat #9578; RRID:AB_2721060	(Dilution used = 1:250)
Antibody	Rabbit anti-PHH3 (polyclonal)	Millipore	Cat #06–570; RRID:AB_310177	(Dilution used = 1:500)
Antibody	Rat anti-Zfh2 (polyclonal)	Chris Doe; Tran et al., 2010	https://doi.org/10.1242/dev.048678	(Dilution used = 1:200)
Antibody	Rabbit anti-GFP (polyclonal)	Torrey Pines Biolabs, Inc	Cat #TP401	(Dilution used = 1:500)
Antibody	Goat anti-rat Alexa Fluor 555 (polyclonal)	Thermo Fisher Scientific	Cat #A-21434; RRID:AB_2535855	(Dilution used = 1:500)
Antibody	Goat anti-rabbit Alexa Fluor 555 (polyclonal)	Thermo Fisher Scientific	Cat #A-21428; RRID:AB_2535849	(Dilution used = 1:500)
Commercial assay, kit	HCR RNA-Fish (v3) (buffers, hairpins, probes)	Molecular Instruments		
Commercial assay, kit	Click-iT EdU Cell Proliferation Kit, Alexa Fluor 647	Thermo Fisher Scientific	Cat #C10340	
Software, algorithm	Image J / Fiji	https://fiji.sc/		
Software, algorithm	Kallisto-Bustools (v0.28.2)	Pachter Lab		https://www.kallistobus.tools/
Software, algorithm	R	R Project for Statistical Computing		http://www.r-project.org/
Software, algorithm	org.Dm.eg.db (v3.18.0)	Bioconductor		https://www.bioconductor.org/packages/release/data/annotation/html/org.Dm.eg.db.html
Software, algorithm	Seurat (v5)	Comprehensive R Archive Network		https://cran.r-project.org/web/packages/Seurat/index.html
Software, algorithm	clustree	Comprehensive R Archive Network		https://cran.r-project.org/web/packages/clustree/index.html

### Fly strains used

Oregon R; p53[5 A-1-4] (BDSC #6815); UAS-trbl (BDSC #58493); UAS-GFP (BDSC #4776); For trbl protein visualization, trbl-GFP (BDSC #61654) was used and signal boosted with anti-GFP.

### Antibodies used

#### Primaries

Rabbit anti-H2AvD-pS13 (#600-401-914, Rockland), 1:250; Rabbit anti-Dcp-1 (#9578 S, Cell Signaling), 1:250; Rabbit anti-PHH3 (#06–570, Millipore), 1:500; Rat anti-Zfh2 (Chris Doe; Tran et al., 2010), 1:200; Rabbit anti-GFP (TP401 Torrey Pines Biolabs, Inc), 1:500.

#### Secondaries

Goat anti-rat Alexa Fluor 555 (A21434, Invitrogen), 1:500; Goat anti-rabbit Alexa Fluor 555 (A21428, Invitrogen), 1:500.

### Single-cell sample collection

#### Egg collections and rearing

All single-cell experiments were performed using the ‘Oregon R’ wild-type fly strain. Egg lays and rearing were performed at 25 °C. Groups of 15 males and 35–40 females were sorted into food vials and allowed to recover from CO2 incapacitation. Flies were then tapped into egg lay bottles containing a grape agar plate topped with a dollop of yeast paste and pre-incubated for 1–2 days to increase egg yield. On the day of egg collection, flies were tapped into egg-lay bottles containing fresh grape agar plates and yeast paste and incubated for 4 hr. After the egg lay period, grape plates were collected, and yeast paste was removed. Eggs were incubated for 24 hr, after which 1st instar larvae were picked using a poker tool dipped in yeast paste for adhesion. 50 larvae were deposited into each petri dish food plate (preparation of food plates described below) and incubated until their time of irradiation/dissection. Larvae were irradiated with 4000 rad or left outside of the irradiator for control. At the end of irradiation, larvae were allowed to recover at 25 °C.

#### Preparation of petri dish food plates for rearing and irradiation

For scRNA-seq experiments: Fly food prepared using the Bloomington *Drosophila* Stock Center (BDSC) formula was melted in the microwave and poured to a height of 10 + –2 mm into clear 15 mm × 60 mm petri dishes. After cooling, condensation was wiped from the lid, and ~1/8^th^ tsp of dry active yeast was added on top of the food. Plates were stored at room temperature for 1–2 days before use.

#### Dissections, tissue dissociations, and* FACS*

All microcentrifugations between washes were performed at 5000 RPM (~2000 g) at room temperature. All samples and media were stored on ice unless otherwise noted. Larvae were collected into 1 X PBS and dissected in supplemented Schneider’s media (SSM) at room temperature over 1 hr. Wing discs were collected into SSM on ice, pooled into 1.5 ml Eppendorf tubes, and washed with Rinaldini solution. Wing discs were dissociated at 37°C in 0.25% Trypsin EDTA (Sigma T4049) for 10 min. Dissociated cells were washed once in PBS-10% FBS and twice in PBS-1% FBS. Cells were pooled together in a final suspension of 500 μl PBS-1% FBS and passed through a 35 μM filter into a FACS tube. Cell suspensions were sorted on a BD FACSAria Fusion. Forward scatter and side scatter were used to sort out debris and doublets. Propidium iodide (PI) was added to the sample and a Texas Red filter was used to remove low quality/dead cells: PI fluorescence intensity revealed a bimodal distribution of cells, and a gate was drawn between the two distributions. The upper distribution was sorted out. Cell concentrations were determined using a hemocytometer, and brought to an appropriate final concentration in accordance with 10 X Genomics v3.1 guidelines. cDNA libraries were generated using 10 X Genomics v3.1 chemistry and hardware.

### Single-cell data processing

#### Library preparation, sequencing, and alignment

All libraries were sequenced at a depth of around 1 billion paired-end reads. Sequences were aligned to *Drosophila* transcriptome v6.55 using Kallisto-Bustools v0.28.2 (Kallisto v0.50.1, Bustools v0.43.2) with default settings. FlyBase gene IDs were translated to gene symbols using org.Dm.eg.db v3.18.0 R package. A table containing all gene symbols used in this dataset, their FlyBase IDs, and their annotation symbols are included as a supplement. Supplementary file 8 contains all annotated genes found in the org.Dm.eg.db v3.18.0 R package, their FlyBase IDs, FlyBase CGs, and their current symbols at the time of analysis, used to translate FlyBase gene IDs to symbols.

#### Pre-integration filtering

After alignment, all four datasets (two irradiated, two unirradiated) were individually filtered in the same manner before integrated analysis as follows: (1) Genes which were captured in 3 or less cells, and cells which contained less than 200 unique genes were removed. (2) Unique genes captured per cell were visualized with a density plot (typically used for continuous data, but used here heuristically), revealing roughly bimodal distributions in each sample. One maximum was near zero (representing ‘low quality’ cells) and the other maxima was between 2000 and 5000 unique genes. A cutoff was drawn at the lowest density value between the two maxima, and the lower half of cells were removed. (3) Cells which were in the 98.5th percentile of unique features and above (potential doublets) were removed.

#### Standard integration and clustering of processed datasets

All prefiltered datasets were then integrated using the Seurat v5 (https://satijalab.org/seurat/) integration pipeline: (1) All datasets were merged and normalized (2) The top 2000 most variable genes were scaled (3) PCA was performed on the scaled expression of these 2000 variable genes (4) Cell PC embeddings were transformed with CCA-based integration (5) FindNeighbors() was run using the first 30 transformed PC embeddings (6) FindClusters() was run (default Louvain algorithm) with a resolution of 2, resulting in 35 clusters (7) UMAPs were also generated using the first 30 transformed PCs using runUMAP()-Unless specifically stated, default parameters were used for Seurat processing.

#### Cell-cycle-based integration and clustering of processed datasets

All prefiltered datasets were run through the same Seurat v5 integration pipeline as above, with some differences: (1) All datasets were merged and normalized (2) All genes were scaled (3) PCA was performed on the scaled expression of 175 manually curated cell-cycle genes (4) Cell PC embeddings were transformed with CCA-based integration, with the 175 cell-cycle genes used for integration (5) FindNeighbors() was run on the first 30 transformed PCs (6) FindClusters() was run (default Louvain algorithm) with a resolution of 0.5, resulting in 6 clusters (7) UMAPs were also generated using the first 30 transformed PCs using runUMAP().

The 175 cell-cycle genes were primarily drawn from The Interactive Fly (https://www.sdbonline.org/sites/fly/aignfam/cellcycl.htm) and from a list of fly orthologs of cell-cycle genes used in Tirosh et al., 2016, compiled by the Harvard Chan School Bioinformatics Core (here). Some pleiotropic genes, especially those with well-described roles in stress response or cell death (e.g. *buffy*), were excluded from the final list.

Note: Our list of cell-cycle genes originally included *anachromism* (*ana*)*,* but this gene was removed due to its known pattern of restricted regional expression in the wing disc (Butler et al., 2003), which drove clustering.

#### Selection and plotting of categorical gene lists

Genes belonging to ligands, TFs, receptors, phosphatases, and kinases were drawn directly from FlyBase gene groups (*receptor ligands*, *transcription factors*, *transmembrane receptors*, *phosphatases*, and *kinases,* respectively). Cell-cycle genes were derived as described above. ROS, DDR, and apoptosis genes were derived from a combination of FlyBase gene groups/manual curation of the literature. Genes from these lists that were not detected in our data were filtered out. This filtered list is available as Supplementary file 3. Note that 81 genes from Supplementary file 4 were found to be in more than one categorical list. Supplementary file 4 contains these 81 genes, the categorical lists they belonged to, and the category they were chosen to be in for analysis. To subset genes in this list induced by X-rays (n=521), we kept all genes expressed in at least 1% of cells in either condition that had a positive log2FC when comparing all cells of the 4000 rad condition to the 0 rad condition, with an adjusted *p*-value <0.05 using Seurat’s FindMarkers(). FindMarkers was then run on each gene on a cluster basis, and genes that were present in greater than 5% of cells in any cluster and had a log2FC >0.25 were kept, resulting in 521 genes. This list of genes, with their HHI scores at 0 and 4000 rad, are available as Supplementary file 5.

#### Differential gene expression analysis

For all differential gene expression analyses, the Wilcoxon Rank Sum test was run via the FindMarkers() function in Seurat v5. When considering significance, the Bonferroni-adjusted p-value was used (adjusted on all genes in the dataset). For Figures 4A and 5A p-values were additionally adjusted for the number of clusters tested.

#### HHI score calculations

HHI scores for genes were calculated by taking the non-log expression values of clusters (using Seurat’s AverageExpression function), transforming expression values into proportions of the sum of all average cluster expressions, and squaring and summing them. For transformation of scores to 0–1, the following formula was used: (Score-(1 /n))/(1-(1 /n)), where n is the number of clusters.

#### Other packages used for analysis

The clustree R package was used to generate the cluster stability plot in Figure 6—figure supplement 1.

### Timed trbl overexpression

Virgin female flies of the genotype w-;;rn-Gal4, tub-Gal80ts/TM6B, tub-Gal80 were crossed to male w-;; UAS-trbl (BDSC #58493), or w-;; UAS-GFP (BDSC #4776) for controls and allowed to mate at room temperature for a 3–7 days. Eggs were collected at room temperature for 16 hr overnight. After egg lay, larvae were grown at 18° C for 7 days, irradiated with 4000 rads, and allowed to recover at 18° C. For all steps, flies were reared in Bloomington formula food supplemented with yeast paste. For dissection, non-tubby wandering larvae were selected.

### Immunofluorescence

All larvae were reared at 25°C. For each experiment, wandering L3 larvae were picked from non-synchronized stocks and placed into separate vials containing Bloomington formula food. They were then irradiated with 4000 rad or left outside of the irradiator for control. At the end of irradiation, larvae were allowed to recover at 25 °C. After recovery, 9–15 larvae were picked, dissected in 1 X PBS, and fixed. After fixing for 20 min in 4% formaldehyde in PBS, carcasses then washed three times in 0.1% PBST for 10 min. Carcasses were then blocked in 10% NGS in 0.1% PBST. After blocking, samples were incubated with primary antibodies diluted in blocking solution overnight at 4 °C. The next day, samples were washed three times in PBST for 15 min and then incubated with secondary antibodies diluted in blocking solution at 1:500 for 2.5 hr at 25 °C or overnight at 4 °C. Samples were washed once in 0.1% PBST for 5 min and then incubated with 1:1000 DAPI in PBST for 20 min. Afterwards, samples were washed twice in 1 X PBS for 10 min and wing discs were mounted. Wing discs were imaged on an epifluorescent microscope with an apotome attachment.

### EdU assays

All larvae were reared at 25°C. For each experiment, wandering L3 larvae were picked from non-synchronized stocks and placed into separate vials containing Bloomington formula food. They were then irradiated with 4000 rad or left outside of the irradiator for control. At the end of irradiation, larvae were allowed to recover at 25 °C. After recovery, 9–15 larvae were picked and dissected in Schneider’s *Drosophila* Medium (Thermo Fisher 21720024) at room temperature. Discs were incubated in EdU for 30 min. After incubation, discs were fixed in 4% PFA for 15 min. The Click-iT EdU Cell Proliferation Kit, Alexa Fluor 647 (Thermo Fisher C10340) reagents were used and protocol followed.

### In situ hybridization chain reaction

All larvae were reared at 25 °C. For each experiment, about 50 third instar larvae for each condition were placed into vials containing Bloomington formula food for irradiation. Half of the vials were then irradiated at a dose of 4000 rad while the other half were left outside of the irradiator. Larvae were given a 4 hr recovery time at 25 °C after irradiation before the beginning of the dissection period. Dissections took approximately 1 hr to complete, and carcasses were kept on ice until fixation. Our HCR protocol was adapted from Molecular Instruments for use on larval carcasses and used Molecular Instruments reagents. In brief, after fixing in 4% formaldehyde, samples were permeabilized in detergent solution and pre-hybridized in ‘Probe Hybridization Buffer’ for 30 min at 37 °C. After pre-hybridization, samples were incubated in a probe solution consisting of ‘Probe Hybridization Buffer’ and probe sets overnight (12–24 hr) at 37 °C. Probe sets for any given gene were made against mRNA sequences conserved between all predicted gene isoforms. Following hybridization, samples were washed using ‘Probe Wash Buffer’ and SSCTween. Samples were then pre-incubated in ‘Amplification Buffer’ for 30 min. After pre-incubation samples were left in hairpin solution consisting of ‘Amplification Buffer’ and hairpins in the dark at room temperature overnight (12–24 hr). Samples were then washed, incubated with DAPI, and mounted using Invitrogen’s Diamond Antifade Mountant. Slides were imaged using a confocal microscope and images were processed using Fiji. For image processing, a max-projection was generated of all images and the signal from each channel of the irradiated samples were auto-adjusted. These adjustments were propagated to all other wing-disc images of the same genotype.

## Data Availability

Raw scRNA-seq files can be accessed at GEO, accession number GSE285361: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE285361 Example code used to generate HHI and Euclidean expression distance scores can be found at: https://github.com/HariharanLab/Cruz_Sun_Verbeke_Hariharan (copy archived at Jojace, 2025). The following dataset was generated: CruzJ SunWY VerbekeA HariharanIK 2024Single of X-ray irradiated Drosophila wing discs reveals heterogeneity related to cell-cycle status and cell location-cell transcriptomicsNCBI Gene Expression OmnibusGSE28536110.7554/eLife.106410PMC1287217441637132

# Supplementary material for: Single-cell transcriptomics of X-ray irradiated Drosophila wing discs reveals heterogeneity related to cell-cycle status and cell location
**Source:** eLife. 2026 Feb 4;14:RP106410. doi: 10.7554/eLife.106410
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The MDAR framework establishes a minimum set of requirements in transparent reporting applicable to studies in the life sciences (see Statement of Task: doi:10.31222/osf.io/9sm4x.). The MDAR checklist is a tool for authors, editors, and others seeking to adopt the MDAR framework for transparent reporting in manuscripts and other outputs. Please refer to the MDAR Elaboration Document for additional context for the MDAR framework.

**For all that apply, please note where in the manuscript the required information is provided.**

**Materials:**

| **Newly created materials** | **indicate where provided: page no/section/legend)** | **n/a** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | n/a |
|  |  |  |
| **Antibodies** | **indicate where provided: page no/section/legend)** | **n/a** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | 24/Materials and Methods/Key Resource Table |  |
|  |  |  |
| **DNA and RNA sequences** | **indicate where provided: page no/section/legend)** | **n/a** |
| **Short novel DNA or RNA including primers, probes:** Sequences should be included or deposited in a public repository. |  |  |
|  |  |  |
| **Cell materials** | **indicate where provided: page no/section/legend** | **n/a** |
| **Cell lines:** Provide species information, strain. Provide accession number in repository **OR** supplier name, catalog number, clone number, **OR** RRID. |  | n/a |
| **Primary cultures:** Provide species, strain, sex of origin, genetic modification status. |  | n/a |
|  |  |  |
| **Experimental animals** | **indicate where provided: page no/section/legend)** | **n/a** |
| **Laboratory animals or Model organisms:** Provide species, strain, sex, age, genetic modification status. Provide accession number in repository **OR** supplier name, catalog number, clone number, **OR** RRID. | 24/Materials and Methods/Key Resource Table |  |
| **Animal observed in or captured from the field:** Provide species, sex, and age where possible. |  | n/a |
|  |  |  |
| **Plants and microbes** | **indicate where provided: page no/section/legend)** | **n/a** |
| **Plants:** provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | n/a |
| **Microbes:** provide species and strain, unique accession number if available, and source. |  | n/a |
|  |  |  |
| **Human research participants** | **indicate where provided: page no/section/legend) or state if these demographics were not collected** | **n/a** |
| If collected and within the bounds of privacy constraints report on age, sex and gender or ethnicity for all study participants. |  | n/a |

**Design:**

| **Study protocol** | **indicate where provided: page no/section/legend)** | **n/a** |
| --- | --- | --- |
| If study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number **OR** cite DOI. |  | n/a |
|  |  |  |
| **Laboratory protocol** | **indicate where provided: page no/section/legend)** | **n/a** |
| Provide DOI **OR** other citation details if detailed step-by-step protocols are available. |  | n/a |
|  |  |  |
| **Experimental study design (statistics details)** | | |
| **For in vivo studies:** State whether and how the following have been done | **indicate where provided: page no/section/legend. If it could have been done, but was not, write not done** | **n/a** |
| Sample size determination |  | n/a |
| Randomisation |  | n/a |
| Blinding |  | n/a |
| Inclusion/exclusion criteria |  | n/a |
|  |  |  |
| **Sample definition and in-laboratory replication** | **indicate where provided: page no/section/legend** | **n/a** |
| State number of times the experiment was replicated in laboratory. |  |  |
| Define whether data describe technical or biological replicates. |  |  |
|  |  |  |
| **Ethics** | **indicate where provided: page no/section/legend** | **n/a** |
| **Studies involving human participants:** State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | n/a |
| **Studies involving experimental animals:** State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | n/a |
| **Studies involving specimen and field samples:** State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | n/a |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **indicate where provided: page no/section/legend** | **n/a** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | n/a |

**Analysis:**

| **Attrition** | **indicate where provided: page no/section/legend** | **n/a** |
| --- | --- | --- |
| Describe whether exclusion criteria were preestablished. Report if sample or data points were omitted from analysis. If yes report if this was due to attrition or intentional exclusion and provide justification. |  | n/a |
|  |  |  |
| **Statistics** | **indicate where provided: page no/section/legend** | **n/a** |
| Describe statistical tests used and justify choice of tests. | Results and Relevant Figure legends |  |
|  |  |  |
| **Data availability** | **indicate where provided: page no/section/legend** | **n/a** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access or notes restrictions on access. | 29/Data Availability/NA |  |
| If newly created datasets are publicly available, provide accession number in repository **OR** DOI **OR** URL and licensing details where available. | 29/Data Availability/NA |  |
| If reused data is publicly available provide accession number in repository **OR** DOI **OR** URL, **OR** citation. |  | n/a |
|  |  |  |
| **Code availability** | **indicate where provided: page no/section/legend** | **n/a** |
| For all newly generated custom computer code/software/mathematical algorithm or re-used code essential for replicating the main findings of the study, the manuscript includes a data availability statement that provides details for access or notes restrictions. | 29/Data Availability/NA |  |
| If newly generated code is publicly available, provide accession number in repository, **OR** DOI **OR** URL and licensing details where available. State any restrictions on code availability or accessibility. | 29/Data Availability/NA |  |
| If reused code is publicly available provide accession number in repository **OR** DOI **OR** URL, **OR** citation. |  | n/a |

**Reporting**

MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives. Journals have their own policy about requiring specific guidelines and recommendations to complement MDAR.

| **Adherence to community standards** | **indicate where provided: page no/section/legend** | **n/a** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | n/a |

How the deposited data were processed for this re-analysis (not part of the article)

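Droplet single-cell libraries (10x Genomics) of whole wing discs were analysed, 2 samples from unirradiated larvae and 2 from larvae collected 4 hr after 4000 rad. The authors aligned the reads to the Drosophila transcriptome with kallisto-bustools at its default settings, as their methods state, and the counts as deposited are raw numbers of UMIs per barcode and gene for every barcode, before any filter on cells or genes and with the 4 samples kept apart. The values were checked to be whole numbers with totals of 190218817, 126201838, 322350774 and 199119269 UMIs over 2253568, 1899999, 3123621 and 2511951 barcodes, in the order 0 rad replicates 1 and 2, then 4000 rad replicates 1 and 2. The labels do not state whether replicates with the same number were handled together, so samples were not paired in the tests, and replicate number was used as a block in an alternative only.

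Cells were selected as the paper's methods describe, per sample, by at least 200 genes, then a cutoff at the lowest density between the modes of genes per barcode, then removal at and above the 98.5th percentile of genes per cell. Near-empty barcodes of 5 to 100 UMIs were used to describe free RNA. A gene was kept when it was found in at least 3 cells of a sample. The methods state a minimum of 4 cells, and the lower minimum was chosen after 13384 genes were found with it and 12911 with 4. The median depth per cell was 21157, 29231, 32224 and 26139.5 UMIs, and 87.2, 80.9, 88.6 and 80.7% of UMIs lay in cells. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and matplotlib 3.10.9 and R 4.3.3 were used, and gene names were taken from the reference annotation.

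Clustering was run in Seurat 5.3.0 with log normalization to 10000 UMIs, canonical correlation integration of the 4 samples, 2000 variable genes, 30 principal components and the Louvain algorithm at resolution 2. Clusters were named from marker lists for pouch, hinge-pouch, hinge, hinge-notum, notum, PE, myoblasts, hemocytes and trachea. The lists for disc regions and myoblasts came from the paper, and those for hemocytes and trachea were added. A cluster took the region with the highest mean standardized marker expression, given at least 3 markers in at least 10% of its cells, the paper's rules on nub, zfh2, tup and eyg, and no larger number of another region's markers among its 10 leading genes. The naming rule was settled in its 3rd version, after the clusters but before any test between doses within regions had been seen. It named 0 clusters as hemocytes or trachea and left 2 without a region. The number of clusters depended on numerical settings. Linear algebra was limited to 1 thread and 1 set of processor instructions, which gave 37 clusters on every run, while an earlier run without these limits gave 39. The limits were adopted after tests on the 39 clusters had been seen, because the result can then be repeated, and the labels of regions and every value that rests on them were computed anew with the naming rule unchanged. The Louvain algorithm was also started from 5 other random seeds, chosen after the data were seen and used for the composition of clusters and for HHI scores only. Cell-cycle clusters used 174 of the paper's 175 listed genes, 30 principal components and resolution 0.5, and the high-trbl and PCNA-high clusters are those with the highest mean expression of these genes.

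UMIs were summed per sample, or per sample and cluster or region, because cells of a sample are not replicates. Doses were compared with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, its filter on low counts, Benjamini-Hochberg adjusted p under 0.05), with TMM factors of 0.944, 1.06, 1.00 and 0.993. UMIs scaled to these library sizes are written CPM. Standard errors given with edgeR were derived as the absolute log2 fold change divided by the square root of the test's F statistic. Differences in induction between regions were tested with edgeR's F test of the dose by region terms in a model with each sample as a fixed effect. The high-trbl cluster was compared with the mean of the other cell-cycle clusters within the irradiated samples, with sample as a fixed effect. HHI scores and expression distances follow the paper's methods, the latter for genes called increased by the Wilcoxon test over cells. Shares of summed cluster means grow with the number of clusters in a region, 9 each in the pouch and hinge, 7 in the notum, 5 in the PE, 2 each in the hinge-pouch and hinge-notum and 1 of myoblasts, and a cluster of 849 cells closest to the hinge-pouch was left unnamed. Shares of regional means, with 1 value per region, are given beside them for some genes, chosen after both were seen. Category medians were set against 10000 random lists matched on 20 classes of mean expression, with a seed of 42. HHI scores of single samples used clusters with at least 10 cells in that sample, a minimum chosen after 1 cluster with 2 cells in 4000 rad replicate 2 was seen to raise that sample's mean. Shares of cells were compared by an exact permutation test of 2 samples against 2. Male-like and female-like cells were told apart by roX1 and roX2, and cells were thinned to 5000 UMIs without replacement, which left out 147, 0, 8 and 2 cells with fewer.

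The common dispersion was 0.103, a biological coefficient of variation of 0.321. Tested on simulated data with the observed means and spread, the comparison of doses recovered 67.3% of genes changed by 2 on the log2 scale and 83.5% of those changed by 3, and called 7 unchanged genes. The simulated samples were drawn independently, without the replicate difference that recurs at both doses, so these shares need not hold for the data. The F test of dose by region recovered 72.3% and 77.0% of genes simulated to change in 1 region by 2 and 3. For the high-trbl cluster 65.2% of changes of 0.5 and 89.7% of changes of 1 were recovered, and 16 unchanged genes were called.

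The alternatives were DESeq2 1.42.0, library sizes without TMM, other filters on genes, replicate number as a block, each sample left out in turn, other limits on cells, removal of doublets scored by scrublet, epithelial cells alone, a Wilcoxon rank sum test over cells as in the paper, limma 3.58.1 (voom with sample as a random block), other resolutions, no integration, sums in place of means, thinned cells, and other thresholds on roX. Scrublet's own threshold called 4 doublets, so that the cells with the highest scores were removed instead, 0.8 per 100 cells for each 1000 cells in a sample, or 1381 cells in all, a choice made after that number was seen. Further choices made after seeing the data were the clustering without 34 cell-cycle genes with an absolute log2 fold change of at least 0.5, the test of regions without myoblasts, the distance without myoblasts and the correlation among abundant genes, the roX threshold above 1 to 3 UMIs, the separate fits to male-like and female-like cells, the removal of cells with hemocyte UMIs, the test of egr in myoblasts at 0 rad, and the limits on free RNA from near-empty barcodes, taken at the upper 95% counting limit of the lowest of up to 8 region markers. The separate fits used the higher roX threshold. The Wilcoxon test between replicates and the correlation of replicate differences were seen before the tests of their explanations were written.

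Genes named in the text are those that the paper's results name for its single-cell data, some only in heatmaps or supplementary tables (skl, Ser, vn, wg, ths, sage and CG1792), and the 5 genes with the largest rise and the 5 with the largest fall among genes past the threshold with non-overlapping samples and a mean of at least 5 CPM. As 0 genes fell past the threshold, the rule added rises only. The ligands with lower HHI scores than egr, the genes with the highest or lowest score of a class, and the genes named with the hemocyte markers were chosen after their values were seen. Tehao, Toll-6 and CG2678 had too few counts for the test over all cells. The marker stainings, reporter lines and the other experiments of the paper were not analysed here.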

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

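The test of regions without myoblasts, the removal of cells with hemocyte UMIs, the test of egr in myoblasts at 0 rad, the tests of egr and dysf against near-empty barcodes and the setting aside of vg and rn were chosen only after the result was seen. With 2 samples per dose, no test for an outlying sample was made.

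Induction differed between the 7 broad regions for 720 of 9493 genes (edgeR's F test of dose by region, Benjamini-Hochberg adjustment), and 1811 genes had an unadjusted p under 0.05. A difference in depth between samples that changed every region alike is taken up by the sample terms of the model, and without TMM 663 genes were called, 633 of them shared. With regions formed without integration 544 were called, 487 of them shared. Over the 6 epithelial regions alone the number was 498, with 348 shared, so that myoblasts are not the source of all of it. The number rests on the samples used, as limma called 366 genes (325 shared) and leaving out 1 sample gave 276 (without 4000 rad replicate 1) to 376 (without 0 rad replicate 2). What stays open is a real difference in the response to irradiation between regions, a shift of cells between clusters after irradiation, and free RNA that levels expression among regions, none of which was tested for the 720 genes as a set.

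Of 81 named genes in this test, 23 were called, 20 of them without myoblasts as well. Given below is the highest minus the lowest log2 fold change over the regions in which the gene could be tested. It was 5.51, from 0.84 in the hinge-notum to 6.34 in myoblasts, for dysf (adjusted p = 2.78e-11, edgeR), 3.31, from -0.72 in myoblasts to 2.59 in the pouch, for Pvf2 (adjusted p = 9.46e-05), and 0.83, from 1.09 in myoblasts to 1.92 in the hinge, for rpr (adjusted p = 0.000305). For stg it was 1.02, from -1.16 in the hinge-notum to -0.15 in myoblasts (adjusted p = 0.000463). These 4 genes and egr were called with each sample left out in turn, and of these, stg was not called without integration (adjusted p = 0.182, range over its alternatives 0.000768 to 0.182). In dysf the region with the smallest rise, the hinge-notum, already had 48.6 ± 15.1 CPM (SD, n = 2) at 0 rad, against 1.74 ± 0.486 CPM (SD, n = 2) in the pouch.

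Other calls depended on 1 or more samples. The range for Ilp8 was 3.81, from -0.28 in the PE to 3.53 in the hinge-pouch (adjusted p = 0.000404, and 0.0975 without 0 rad replicate 1, edgeR). For Ets21C it was 3.79, from -0.064 in myoblasts to 3.72 in the hinge (adjusted p = 0.00185, and 0.0753 without 4000 rad replicate 1 and 0.140 without 4000 rad replicate 2), and for hid 0.96, from 0.98 in the pouch to 1.94 in myoblasts (adjusted p = 0.000760, and 0.132 without 4000 rad replicate 2). CG14441 had 0.94, from 0.86 in the PE to 1.80 in the notum (adjusted p = 0.00251, 0.116 without 0 rad replicate 1 and 0.138 without 0 rad replicate 2). Claspin fell in all 7 regions, with a range of 0.78, from -1.51 in the PE to -0.73 in myoblasts (adjusted p = 0.00225, 0.0975 without 0 rad replicate 1, 0.0559 without 0 rad replicate 2 and 0.0955 without 4000 rad replicate 1). CG15784 ranged over 2.48, from 3.22 in the notum to 5.71 in myoblasts (adjusted p = 0.00553, 0.179 without 4000 rad replicate 1 and 0.165 without 4000 rad replicate 2). The values for vn were 1.77, from 0.14 in the pouch to 1.91 in myoblasts (adjusted p = 0.00362, 0.165 without 4000 rad replicate 2), for Ubx 4.34, from -4.39 in the hinge-notum to -0.046 in the PE (adjusted p = 0.0124, 0.270 without 4000 rad replicate 1 and 0.102 without 4000 rad replicate 2), for Ts 1.85, from -1.69 in the hinge-notum to 0.16 in myoblasts (adjusted p = 0.00598, 0.192 without 0 rad replicate 1 and 0.125 without 0 rad replicate 2) and for Ser 1.73, from 0.21 in the pouch to 1.94 in myoblasts (adjusted p = 0.0467, 0.340 without 4000 rad replicate 1 and 0.598 without 4000 rad replicate 2). In pnr the value was 5.38 (adjusted p = 0.0244, 0.0565 without 0 rad replicate 1, 0.249 without 4000 rad replicate 1 and 0.2805 without 4000 rad replicate 2), but its highest end, in myoblasts, rests on 2 UMIs at 0 rad and 26 at 4000 rad, a ratio of 33.9 with a 95% counting interval from 8.50 to 295. Without myoblasts, pnr, Ts and Ser were not called.

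A further 7 genes were called with all samples, but not when any 1 sample was left out. The difference was 0.83, from -1.40 in the hinge-notum to -0.57 in the pouch, for dup, 1.05, from 2.71 in the PE to 3.75 in the hinge-pouch, for CG3448, 0.49, from 0.52 in the hinge-notum to 1.02 in the pouch, for RPA3, and 2.81, from 0.085 in the hinge-notum to 2.90 in the pouch, for upd3. For Dif it was 2.73, from 0.74 in the PE to 3.46 in the hinge-notum, for RPA2 0.56, from 0.35 in the hinge-notum to 0.90 in the pouch, and for Swim 2.45, from 2.80 in the notum to 5.26 in the hinge-pouch. With all samples their adjusted p (edgeR) lay between 0.00777 for dup and 0.0378 for Swim. With 1 sample left out it ran from 0.0683 to 0.152 for dup, 0.0571 to 0.476 for CG3448, 0.0652 to 0.169 for RPA3 and 0.0820 to 0.308 for upd3. The ranges of the others were 0.0608 to 0.393 for Dif, 0.0586 to 0.264 for RPA2 and 0.0689 to 0.230 for Swim. Each of the 7 was called without myoblasts. For these genes no technical explanation beyond the choice of samples was tested, and a regional difference stays open.

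Across regions, egr differed by 5.74, from 0.68 in myoblasts to 6.42 in the hinge-notum (adjusted p = 2.78e-11, edgeR, lower in myoblasts than in each epithelial region), and the smaller rise in myoblasts goes with a higher level before irradiation. At 0 rad myoblasts held egr at 2182 and 1779% of the epithelial level in replicates 1 and 2, which argues against free RNA from epithelial cells as the source of egr in unirradiated myoblasts, as it could give at most the epithelial level. At 4000 rad the share was 99.1 and 86.6%, while nub stood at 6.95 and 7.32% and Dll at 3.72 and 0.734%. As vg, at 114.7 and 159%, and rn, at 138 and 213%, lay above the epithelial level, these 2 genes do not measure free RNA. Relative to near-empty barcodes, myoblasts at 4000 rad held egr at 122 and 104%, and epithelial markers with enough counts to compare at a median of 15.4 and 13.0%, with 34 of 42 and 40 of 48 below egr beyond counting noise. Free RNA would bring these markers along with egr, so the values argue against it as the source of egr in irradiated myoblasts. The same holds for dysf there, at 74.3 and 106% of the level in near-empty barcodes, against a median of 16.2 and 13.0% for the markers, 26 of 39 and 40 of 48 of them below it. A smaller share of either gene from free RNA stays open. Higher egr in myoblasts than in epithelium before irradiation may be a property of these cells, a hypothesis found in the data that tested it.

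In the cells that clustered as myoblasts, 5 cells at 4000 rad held at least 2 UMIs of the hemocyte markers Hml, Pxn, NimC1, srp and He, 1 in replicate 1 and 4 in replicate 2, and 0 cells did at 0 rad. The paper does not report on hemocytes in its data. These cells bear on 39 genes that edgeR called increased in myoblasts, in no other region, and in the test of dose by region. Their median log2 fold change was 5.98, or 6.06 with the 0 rad level taken as at least 3 UMIs over the group. Leaving out 4000 rad replicate 1, which had 42 myoblasts, gave a median of 5.78, so these genes were raised in replicate 2 as well. As they were called on both irradiated samples, their choice favoured that result. It therefore cannot decide whether cells of 1 library are a source. Over all 4 samples left out in turn the median was 5.78 to 7.17. Hemocyte markers rose by a median of 7.70 on the log2 scale (6.25 against the same floor), with Hml at 11.8 and 71.3 CPM, Pxn at 29.9 and 45.2 CPM and He at 6.94 and 37.9 CPM in 4000 rad replicates 1 and 2. Of the 6 markers on the list, 1, crq, was also abundant in myoblasts at 0 rad, at 18.8 and 18.2 CPM. A median of 98.9% of the 4000 rad UMIs of these genes lay in the 5 cells, which hold 5.23% of all UMIs there. Without these cells, 9 of the genes had enough counts for the test and 3 were called, cv-2, Qtzl and CR44809, which are named after their values were seen. A candidate explanation for most of the 39 genes is therefore hemocytes, or hemocytes captured with a myoblast, as these cells held a median of 77830 and 60381 UMIs. Whether irradiation draws hemocytes to the disc stays open as untested, since cells outside the myoblast cluster with such UMIs numbered 11 and 13 at 0 rad and 15 and 11 at 4000 rad.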

How the results depend on the processing

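The clusterings without 34 cell-cycle genes, the regions without myoblasts, the myoblasts without cells holding hemocyte UMIs, the fits to male-like or female-like cells alone, the gene filter of 4 cells, the 5 other random seeds of the Louvain algorithm, the higher roX threshold and the removal of doublets by the rank of their score were alternatives chosen only after the data were seen, and the others were set before the data were examined. Where 1 sample was left out, the lone sample of its dose was assumed to vary like those of the other dose.

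Over all cells, edgeR called 27 genes increased and 0 decreased, with 629 and 318 at an unadjusted p under 0.05, and DESeq2 called 370 in all, 290 up and 80 down. The total was 75 without the filter on low counts, 66 with all cells of at least 200 genes and 174 (without 4000 rad replicate 2) to 232 (without 0 rad replicate 2) with 1 sample left out, and the same 27 genes were called in each of these. The Wilcoxon test, which takes cells as replicates by construction, called 4886. Library sizes without TMM gave 24 genes, the filter of 1% of cells 27, the stricter density cutoff 20, doublet removal 37 and epithelial cells 25, and of the 27 genes 22, 26, 20, 27 and 24 were among them. With the higher roX threshold, male-like cells gave 32 genes and female-like cells 28, with 24 and 24 of the 27, against 50 and 41 increased and 2 and 3 decreased genes in random cells of like number. The cause was not tested.

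With replicate number as a block, 400 genes changed over all cells, and by region 597 in the pouch, 591 in the hinge-pouch, 713 in the hinge, 691 in the hinge-notum, 367 in the notum, 566 in the PE and 236 in myoblasts. These compare with 78 in the pouch, 96 in the hinge-pouch, 72 in the hinge, 97 in the hinge-notum, 7 in the notum, 48 in the PE and 75 in myoblasts without the block. The block lowers the common dispersion from 0.103 to 0.0343 by removing the difference between replicates that recurs at both doses. The 27 genes, and every gene called increased in a region, were also called with the block.

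With 1 sample left out, the number of genes changed ran, in the pouch from 159 (without 4000 rad replicate 2) to 207 (without 0 rad replicate 2), hinge-pouch from 158 (without 4000 rad replicate 2) to 425 (without 0 rad replicate 2), hinge from 71 (without 4000 rad replicate 2) to 308 (without 0 rad replicate 2), hinge-notum from 63 (without 4000 rad replicate 2) to 402 (without 0 rad replicate 2), notum from 30 (without 4000 rad replicate 1) to 144 (without 0 rad replicate 2), PE from 105 (without 0 rad replicate 1) to 154 (without 0 rad replicate 2) and myoblasts from 51 (without 4000 rad replicate 2) to 192 (without 0 rad replicate 1). Without TMM the notum had 2 and the PE 17, and without integration the PE had 27. In the other regions these 2 alternatives stayed within 1.5 times the number with all steps. In the notum, where 0 genes decreased, 218 had an unadjusted p under 0.05 in edgeR, and in myoblasts 76 did. Myoblasts without the cells holding hemocyte UMIs had 21 genes. The cause was not tested, apart from the cells removed in the last case. For 516 regional changes of named genes past the threshold, over all alternatives, 479 stayed past it and 37 did not, and 0 reversed.

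The difference in induction between regions was called for 720 genes, 366 with limma, 663 without TMM, 544 without integration, 498 without myoblasts, and 276 (without 4000 rad replicate 1) to 376 (without 0 rad replicate 2) with 1 sample left out. Leaving out a sample gives fewer samples by construction, and for limma the cause was not tested. Over 647 tests of named genes, 551 kept their side of the threshold, 73 were no longer past it and 23 were newly past it.

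Named genes over all cells gave 808 values, of which 634 kept their direction and side of the threshold, 160 newly passed it, most under Wilcoxon's test (46), the block (24) or DESeq2 (22), 2, both for spz, no longer did, with the stricter density cutoff and in epithelial cells alone, and 12 reversed. None of the reversed changes was past the threshold. For drm, whose log2 fold change was 0.013, it was -0.0090 with DESeq2, -0.032 without TMM, -0.041 with the filter of 1% of cells, -0.0068 with the stricter density cutoff, -0.035 without doublets, -0.030 in epithelial cells, and -0.48 (without 0 rad replicate 1) to 0.78 (without 0 rad replicate 2) with 1 sample left out, negative also without 4000 rad replicate 2 (-0.10). Leaving out 0 rad replicate 1 gave -0.024 for tup and -0.29 for pnr, and leaving out 4000 rad replicate 2 gave -0.35 for pnr and -0.038 for sr. The highest values with 1 sample left out were 0.52 for tup, 0.61 for pnr and 0.71 for sr. The cause was not tested.

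The mean rescaled HHI was 0.00817, 0.0115 at resolution 1, 0.0133 without integration, 0.0104 with thinned cells and 0.00854 to 0.00946 with 1 irradiated sample left out, and 0.00792 with sums per cluster. The 5 other random seeds gave 0.00802 to 0.00854 with 36 to 38 clusters. Sums and seeds thus moved it by less than 0.000647, the SD of the 2 irradiated samples scored alone, both of which lay above the pooled score. The cause was not tested beyond the lower depth of thinned cells, though without integration some clusters held few irradiated cells. Ligands and transcription factors made up 21 of the 27 highest scores, also with each of the 5 seeds, 20 at resolution 1, with sums, with thinned cells and with either irradiated sample left out, and 16 without integration. Of 624 scores of named genes under alternatives, 211 moved by more than the SD of the gene's scores in these 2 samples. No cluster had a median UMI count low enough to be left out, so that this alternative changed nothing and says nothing about stability.

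Distances below 0.13 made up 95.3% of genes, 98.4% among genes in at least 5% of cells, where fewer genes of low counts remain by construction, and 92.4 to 94.0% with 1 sample left out, for which the cause was not tested. The share was 95.9% with sums per region and 94.4% without integration. Among 161 distances of named genes, 31 moved by more than the gene's SD over the 4 pairs of single samples of different dose, a coarse measure because each sample is in 2 pairs and distances between single samples are larger than between pooled ones (median 0.0505 against 0.0426).

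The change in the share of the high-trbl cluster, 17.9 percentage points, was 17.2 at resolution 0.3, 17.4 at 0.8, 36.0 without integration and -3.46, reversed, for the cluster with the highest trbl when 34 genes were left out of the clustering. The share of the PCNA-high cluster changed by -12.4 percentage points, -15.3 at resolution 0.3, -19.7 without integration and -7.82 without the 34 genes, and 0.8 left it within the replicate spread. Leaving out a sample kept the direction of both, with 17.7 to 18.1 for the first and a fall by 10.9 to 14.0 for the second. An alternative without the cell-cycle genes that pass the threshold removed 0 genes, so that it is the clustering on all listed genes. Of 358 HIX genes, 252 were highest in the high-trbl cluster, 238 with thinned cells, 283 and 242 at resolutions 0.3 and 0.8, 252 without integration and 238 to 259 with 1 irradiated sample left out, but 113 without the 34 genes. The edgeR test called 285 higher, 246 with thinned cells, 290, 280 and 286 in the other clusterings, and 141 without the 34 genes. It was not run with an irradiated sample left out, as 1 sample leaves no residual degrees of freedom. For named genes 127 of 150 ratios kept direction and side of the threshold, 11 were no longer past it, 4 newly were, and 8 reversed. Without the 34 genes the log2 ratio was -0.27 for daw, -0.13 for Arc1, -0.23 for skl, -0.13 for Irbp18, -0.37 for GstD1 and 0.23 for Ilp8. Ilp8, at -0.067 with all genes, was also 0.18 with thinned cells and 0.094 at resolution 0.8. Why the clustering without these genes differs was not tested further than the values given for it under other observations, and for the other clusterings the cause was not tested.

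Depth limits the shares of cells with dysf. Without thinning these were 9.63% of male-like and 9.37% of female-like cells at 0 rad and 44.3% and 43.2% at 4000 rad, against 4.04, 3.88, 20.3 and 19.5% at 5000 UMIs, since more UMIs per cell find more cells with dysf by construction. With 1 sample left out the shares at 0 rad were 2.60 to 5.48% and 2.52 to 5.25%, and at 4000 rad 19.1 to 21.4% and 18.9 to 20.1%. Halving and doubling the roX threshold moved no cell, because it lies in the gap between 0 and 1 roX UMI, and these 2 alternatives say nothing about stability. The threshold above 1 to 3 roX UMIs kept each share within the spread between replicates. Depth also sets which genes can be tested, as upd2 had too few counts in myoblasts and 10822 of 13384 genes passed the filter over all cells.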

Differences from the paper's values

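The comparison among the more abundant genes was chosen only after the result was seen, as was the removal of doublets by rank, and the other alternatives named here were set before the data were examined. The paper compared doses with cells as replicates, while the values here come from edgeR's test of samples, 2 per dose, unless a test over cells is named.

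The paper gives 3767 genes as increased and 1122 as decreased. Here edgeR called 27 increased and 0 decreased, with 629 and 318 at an unadjusted p under 0.05. Of the alternatives, the Wilcoxon rank sum test over cells, a test named in the paper's legends, gave 3765 and 1121, close to the paper's numbers. All others stayed below them, with 290 and 80 from DESeq2, 24 and 0 without TMM, 72 and 3 without the filter on low counts, 26 and 1 with the filter of 1% of cells, and 313 and 87 with replicate number as a block. Leaving out 1 sample gave 127 to 198 increased and 32 to 47 decreased genes, all cells of at least 200 genes 63 and 3, the stricter density cutoff 20 and 0, doublet removal 35 and 2, and epithelial cells alone 25 and 0.

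Doses were compared over all cells for 54 named genes, not all given above with their change and not all called changed by the paper. Of these, 46 were not past the threshold with edgeR. The Wilcoxon test over cells called each of them, DESeq2 22, the block 24, the test without the filter on low counts 5 and all cells of at least 200 genes 4. With 1 sample left out, 9 to 17 of them were called. Each of these kept its direction when called.

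In its text the paper prints HHI scores of 0.81 for upd3, 0.43 for upd2 and 0.32 for egr. On the range of 35 clusters, which the paper used, the scores here were 0.0815, 0.0420 and 0.0321, and the alternatives gave 0.0769 to 0.108, 0.0410 to 0.0501 and 0.0318 to 0.0397, none of which reached the values in the text. These were resolution 1, no integration, sums per cluster, thinned cells, the removal of clusters of few UMIs, which removed none, and each irradiated sample left out. The paper's Supplementary file 5 lists 0.0814, 0.0425 and 0.0319 for the same genes, and in another place its text gives 0.081 for upd3.

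The paper sets 56 HIX genes apart from those highest in the high-trbl cluster, and here the number highest in another cluster was 106. At resolution 0.3 it was 75, within 1.5 times the paper's number. With thinned cells (120), without integration (106) and at resolution 0.8 it was not. With either irradiated sample left out, 238 and 259 of 358 were highest in the high-trbl cluster, so that the number elsewhere was above 1.5 times the paper's as well.

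The paper states that genes with high BR-HHI scores tended toward relatively low expression distances, with daw, tup and pnr as examples. Over all 3649 genes the Spearman correlation of the score at 4000 rad with the distance was 0.352, and 0.238 to 0.489 in the alternatives, positive in each. The 183 genes with the highest 5% of scores had a median distance of 0.107 (0.0807 to 0.122 in the alternatives), against 0.0426 over all genes. Among the more abundant genes the correlation was 0.127. Below 0.13 lay 66.1% of these genes and 95.3% of all. The distance of tup was at the 18.1 percentile of all genes, that of pnr at the 79.6 and that of daw at the 91.3.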

Other observations

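The test of depth on HIX genes, which reads a count with thinned cells that was itself planned, the 2 tests clustered without 34 genes, the fits to male-like and female-like cells and the distance without myoblasts were chosen only after the result was seen.

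Replicates 1 and 2 differed in the same genes at both doses. Across 6127 genes with a mean of at least 5 CPM, the log2 difference of replicate 1 minus replicate 2 at 0 rad and that at 4000 rad had a correlation of 0.656, and 66 genes differed by at least 1 in the same direction at both doses against 1 in opposite directions. With the roX threshold of 244 CPM, chosen after the values were seen and used for these fits, the share of male-like cells was 46.8 and 24.5% at 0 rad and 46.6 and 26.8% at 4000 rad in replicates 1 and 2. With cells holding any roX UMI as male-like it was 52.6 and 36.5% at 0 rad and 64.2 and 39.3% at 4000 rad. Within male-like cells the correlation was 0.646, against 0.650 in random cells of like number, and within female-like cells 0.643, which argues against the mix of sexes as the whole source. Within the pouch it was 0.630, against 0.626 in random cells of like number, which argues against the mix of regions. Of the genes differing the same way that lie on a chromosome arm, 23.4% were on 2R, the arm with the largest excess over its share of tested genes (20.2%), which argues against a segment on 1 arm. A candidate explanation left open is that replicates with the same number shared a batch of larvae, dissociation or sequencing, which the labels do not state, and genetic background and age of the larvae were not tested. Blocking on replicate number lowered the common dispersion from 0.103 to 0.0343.

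Expression distances between doses were for most genes no larger than the larger of the 2 replicate distances. For 41.98% of 3649 genes the mean distance between samples of different dose was above both replicate distances, and for 20.3% (741 genes) each of the 4 pairs was. The median was 0.0433 between replicates at 0 rad, 0.0377 at 4000 rad and 0.0505 between samples of different dose. Differences between any 2 samples and counting noise are therefore a candidate explanation for small distances. Of the 183 genes with the highest 5% of distances, 61.2% were above both, and 37.7% (69 genes) in each pair, so that a change of pattern with dose stays open for these. Myoblasts had the largest change in 91 of the 183, and without myoblasts 96.6% of all genes were below 0.13.

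Ligand and transcription factor genes held 21 of the 27 highest HHI scores. With the UMIs of each of the 27 genes spread over clusters in proportion to the clusters' totals, their median HHI was 0.0274 and the largest 0.0346, against a median of 0.107 as observed, which argues against low counts as the source. The gene of the 27 with the fewest had 199 UMIs at 4000 rad. Rescaled scores at 0 and 4000 rad had a Pearson correlation of 0.899 over the 521 genes, and a regional pattern that was there before irradiation stays open.

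Among 358 HIX genes, 252 were highest in the high-trbl cluster. Random lists of other genes matched on mean expression gave at most 62, which argues against abundance, and the count with every cell at 5000 UMIs was 238, which argues against depth. The clustering used genes that change with irradiation, and 34 of these, trbl among them, had an absolute log2 fold change of at least 0.5. Without them, the cluster with the highest trbl went from 25.9 and 25.2% of cells at 0 rad to 20.4 and 23.8% at 4000 rad, a change of -3.46 percentage points in place of 17.9. That clusters formed on genes that rise after irradiation gather irradiated cells is thus a candidate explanation for the larger share of the high-trbl cluster. The test is limited because it also removed trbl, after which the highest cluster was hardly apart from the next (0.546 and 0.518, against 0.855 and 0.477 before) and its cells had 63.5% of the sample's median UMIs. The HIX genes then had a median log2 ratio of 0.14 in it, with 62 called lower by edgeR. A cell state with high trbl that irradiation brings about stays open. The share of the PCNA-high cluster changed by -7.82 percentage points without the 34 genes, from 13.6 and 13.5% to 3.90 and 7.56%, which argues against these genes as the whole source of its fall.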
